# Impact of Nonsense-Mediated mRNA Decay on the Global Expression Profile of Budding Yeast

**DOI:** 10.1371/journal.pgen.0020203

**Published:** 2006-11-24

**Authors:** Qiaoning Guan, Wei Zheng, Shijie Tang, Xiaosong Liu, Robert A Zinkel, Kam-Wah Tsui, Brian S Yandell, Michael R Culbertson

## Abstract

Nonsense-mediated mRNA decay (NMD) is a eukaryotic mechanism of RNA surveillance that selectively eliminates aberrant transcripts coding for potentially deleterious proteins. NMD also functions in the normal repertoire of gene expression. In *Saccharomyces cerevisiae,* hundreds of endogenous RNA Polymerase II transcripts achieve steady-state levels that depend on NMD. For some, the decay rate is directly influenced by NMD (direct targets). For others, abundance is NMD-sensitive but without any effect on the decay rate (indirect targets). To distinguish between direct and indirect targets, total RNA from wild-type (Nmd^+^) and mutant (Nmd^−^) strains was probed with high-density arrays across a 1-h time window following transcription inhibition. Statistical models were developed to describe the kinetics of RNA decay. 45% ± 5% of RNAs targeted by NMD were predicted to be direct targets with altered decay rates in Nmd^−^ strains. Parallel experiments using conventional methods were conducted to empirically test predictions from the global experiment. The results show that the global assay reliably distinguished direct versus indirect targets. Different types of targets were investigated, including transcripts containing adjacent, disabled open reading frames, upstream open reading frames, and those prone to out-of-frame initiation of translation. Known targeting mechanisms fail to account for all of the direct targets of NMD, suggesting that additional targeting mechanisms remain to be elucidated. 30% of the protein-coding targets of NMD fell into two broadly defined functional themes: those affecting chromosome structure and behavior and those affecting cell surface dynamics. Overall, the results provide a preview for how expression profiles in multi-cellular eukaryotes might be impacted by NMD. Furthermore, the methods for analyzing decay rates on a global scale offer a blueprint for new ways to study mRNA decay pathways in any organism where cultured cell lines are available.

## Synopsis

Genes determine the structure of proteins through transcription and translation in which an RNA copy of the gene is made (mRNA) and then translated to make the protein. Cellular protein levels reflect the relative rates of mRNA synthesis and degradation, which are subject to multiple layers of controls. Mechanisms also exist to ensure the quality of each mRNA. One quality control mechanism called nonsense-mediated mRNA decay (NMD) triggers the rapid degradation of mRNAs containing coding errors that would otherwise lead to the production of non-functional or potentially deleterious proteins. NMD occurs in yeasts, plants, flies, worms, mice, and humans. In humans, NMD affects the etiology of genetic disorders by affecting the expression of genes that carry disease-causing mutations. Besides quality assurance, NMD plays another role in gene expression by controlling the abundance of hundreds of normal mRNAs that are devoid of coding errors. In this paper, the authors used DNA arrays to monitor the relative decay rates of all mRNAs in budding yeast and found a subset where decay rates were dependent on NMD. Many of the corresponding proteins perform related functional roles affecting both the structure and behavior of chromosomes and the structure and integrity of the cell surface.

## Introduction

In eukaryotes, a conserved RNA surveillance system that depends on nonsense-mediated mRNA decay (NMD) causes rapid degradation of transcripts that contain a premature termination codon [1]. RNA surveillance prevents the accumulation of potentially deleterious truncated proteins. Because NMD is linked to mRNA splicing in mammals, it has been suggested that the NMD pathway may have co-evolved with introns and may play an important role in determining the positions of introns in mammalian genes [2]. More importantly, NMD has a direct impact on the etiology of human genetic disorders, where about 25% of all mutations causing genetic disorders and inherited cancers are chain termination mutations that most likely trigger NMD [3].

In the yeast *Saccharomyces cerevisiae,* three *trans-*acting factors are required for NMD, including Upf1p, Upf2p, and Upf3p [4–7]. Orthologs of these genes have been found in all branches of the eukaryotes, including humans [1]. The Upf proteins and translation termination factors eRF1 *(SUP45)* and eRF3 *(SUP35)* form a surveillance complex leading to premature termination of translation, 5′ decapping, and poly(A)-independent degradation of the nonsense-containing transcript [8–12]. Genomic studies have shown that the surveillance complex also performs functions in the regulation of gene expression. NMD affects the accumulation of ~600 naturally occurring RNAs [13,14]. The impact of NMD on the global expression profile has been shown to have physiological consequences. Nmd^−^ strains have alterations in chromosome structure, including a reduction in the average number of hexameric repeats at telomeres, an impairment of gene silencing in silent regions of DNA near telomeres, and altered function of kinetochores. Nmd^−^ strains also grow at reduced rates on some non-fermentable carbon sources [15–18].

In *upf^−^* mutants defective for NMD, changes in the accumulation of NMD-sensitive transcripts are sometimes associated with a change in the rate of RNA decay. Transcripts that behave in this manner are referred to as direct targets of NMD. Two mechanisms for the selective, direct targeting of naturally occurring, error-free transcripts for accelerated decay have been described, including the presence of an upstream open reading frame (uORF) that triggers translation termination in the 5′ leader of the *CPA1* transcript [19] and out-of-frame premature translation termination following improper translation initiation of the *SPT10* transcript [20]. Other mechanisms must exist since uORFs and out-of-frame translation initiation are not responsible for the NMD-sensitive half-life of *PPR1* mRNA [21].

NMD-sensitive changes in accumulation are not always accompanied by altered decay rates. These transcripts are referred to as indirect targets of NMD. A model accounting for direct and indirect targets was proposed on the basis that the mRNAs coding for several transcription factors were shown to be sensitive to NMD. It was anticipated that changes in the abundance of the transcription factors might cause changes in the rates of transcription of downstream-regulated genes, which could indirectly affect the abundance of the downstream-regulated transcripts [14]. Examples supporting the model have been reported, including regulation of *URA3* and *HHF2* by transcriptional activators Ppr1p [6,21] and Spt10p [20], respectively. The *URA3* and *HFF2* mRNAs are indirect targets with NMD-insensitive decay rates, whereas the *PPR1* and *SPT10* mRNAs are direct targets with NMD-sensitive decay rates. Indirect targets might also arise by other mechanisms. For example, NMD-sensitive transcripts coding for chromatin remodeling factors might affect rates of local transcription through changes in chromatin structure [16].

No systematic genome-wide identification of the direct and indirect targets of NMD has been undertaken and only a small number of NMD-sensitive RNAs have been examined for changes in mRNA decay rates [16,17,20,22,23]. To extend knowledge about direct and indirect targeting, we developed a computational approach to estimate the relative proportions of direct and indirect targets among NMD-sensitive transcripts. The experimental design resembles a typical mRNA half-life experiment where transcription is blocked and the rate of disappearance of a single transcript is monitored by Northern hybridization, except that high-density arrays were used for hybridization so that all transcripts could be monitored simultaneously. By combining established and novel statistical methods, global predictions were made regarding the number of transcripts that are direct targets of NMD. A statistical parameter (*p*-value) was calculated for each NMD-sensitive RNA summarizing the likelihood of being a direct target. Representative protein-coding transcripts were analyzed by conventional methods to verify predicted changes in abundance and decay, to assess rates of false discoveries and misclassifications, to assess targeting mechanisms and their relative frequencies of use, and to begin describing the functional relationships among NMD-sensitive targets. Overall, the results provide a paradigm for dynamic analysis of RNA decay pathways and the regulatory networks that control them, in any organism (including humans) where the genome sequence and the means for inhibiting transcription of cells cultured in vitro are available.

## Results

### Global Estimation of Relative RNA Decay Rates in Nmd^+^ and Nmd^−^ Strains

A two-step approach was used to investigate the global impact of NMD on gene expression. First, RNAs that change in abundance in the absence of a functional NMD pathway were identified. Our studies focus on these RNAs because the biological impact of NMD is most likely mediated through corresponding changes in protein abundance. Some NMD-sensitive RNAs might be excluded using this approach since compensatory mechanisms could potentially restore normal RNA levels by counteracting NMD-mediated changes in RNA half-life. Such RNAs, if they exist, were ignored as being biologically irrelevant with respect to NMD because there would be no effect on the abundance of the protein products.

To find those RNAs expressed at different levels in Nmd^−^ *(upf1-Δ)* and Nmd^+^ *(UPF1)* strains (Table S1), image files of Affymetrix YG-S98 arrays hybridized to bulk cRNA probes from the two strains were pre-processed using robust multi-chip average [24] and then compared by SAM (significance analysis of microarrays) [25]. 

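The comparison rests on 6 arrays, 1 for each of 3 cultures of the Nmd+ strain S288C and 3 cultures of the Nmd- strain YRZ1, all harvested at 0 min of the thiolutin time courses. The deposited values had been background-adjusted, normalized and summarized by robust multi-chip average by the authors over the whole set of 96 arrays, and are used here on the log2 scale. With 3 arrays per strain, the number of arrays limits the precision. After 60 control probe sets of the array were left out, 9275 probe sets were compared by limma, of which 6504 carry 1 gene name, 328 carry several and 2443 carry none. A probe set was called when its adjusted p was under 0.05 and its change at least 1.5-fold. *UPF1*, which is deleted in YRZ1, had a log2 value of 2.54 ± 0.17 (SD, n = 3) in Nmd- and 6.81 ± 0.18 (SD, n = 3) in Nmd+. The KanMX4 cassette that replaces it had 12.46 ± 0.08 (SD, n = 3) in Nmd- and 3.86 ± 0.20 (SD, n = 3) in Nmd+. *UPF2* and *UPF3*, the other core factors of the pathway, did not pass the test (log2 changes of 0.54 with adjusted p = 0.332 and of -0.05 with adjusted p = 0.928), and neither did the termination factor genes *SUP35* and *SUP45* or the exonuclease gene *XRN1* (folds of 1.92, 1.08 and 0.995 with adjusted p = 0.547, 0.82 and 0.992).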

Using a 1.5-fold minimum threshold for the change in abundance and a 5% false discovery rate (FDR) as the statistical cutoff, 625 probe sets corresponding to 616 RNAs were identified. 607 probe sets (598 RNAs) were detected at elevated levels and 18 at reduced levels in the Nmd^−^ strain (Tables S2 and S3, respectively). 

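In the Nmd- cultures, 397 probe sets were higher and 65 were lower than in the Nmd+ cultures. *STN1*, which caps telomeres, was 7.45-fold higher (log2 2.90, standard error 0.21, adjusted p = 0.00119). The meiotic gene *ISC10* was 6.99-fold higher, the maltose permease gene *MAL11* 6.82-fold, the subtelomeric gene *COS12* 6.76-fold and *DAL7*, of allantoin degradation, 5.87-fold. The largest rise among probe sets with 1 gene name was that of *YIR043C* (12.0-fold, log2 3.59, standard error 0.27, adjusted p = 0.00121), and its neighbour *YIR042C* rose 6.03-fold. In Nmd+ the log2 values of *YIR043C* were 2.01, 2.95 and 2.65 and those of *YIR042C* 2.44, 2.96 and 3.14. These lie near the 2.54 of the deleted *UPF1* in Nmd-, so both folds are taken over a signal close to background. *RRT13* rose 6.49-fold and both probe sets of *YEL073C* rose (6.20-fold and 6.01-fold). Among factors of RNA turnover, *NMD4* was 3.86-fold higher and *EBS1* 2.76-fold higher. Calls were made by limma, and SAM with the same cutoffs and all 20 orders of the labels gave 610 higher and 14 lower probe sets. The higher count was 247 with the replicate number as a block, 226 with the chip lot as a block, 253 with the scan period as a block and 170 to 281 when 1 of the 6 arrays was left out. Within the 2 scan periods that hold both strains at 0 min, 397 and 397 of the 397 higher probe sets were above 0 and 65 and 65 of the 65 lower ones below 0 (2 Nmd- arrays against 1 Nmd+ array and 1 against 1). These probe sets were chosen on the same 6 arrays, so their direction within the periods was nearly fixed by the choice and does not test the scan period.

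**Figure D1:**
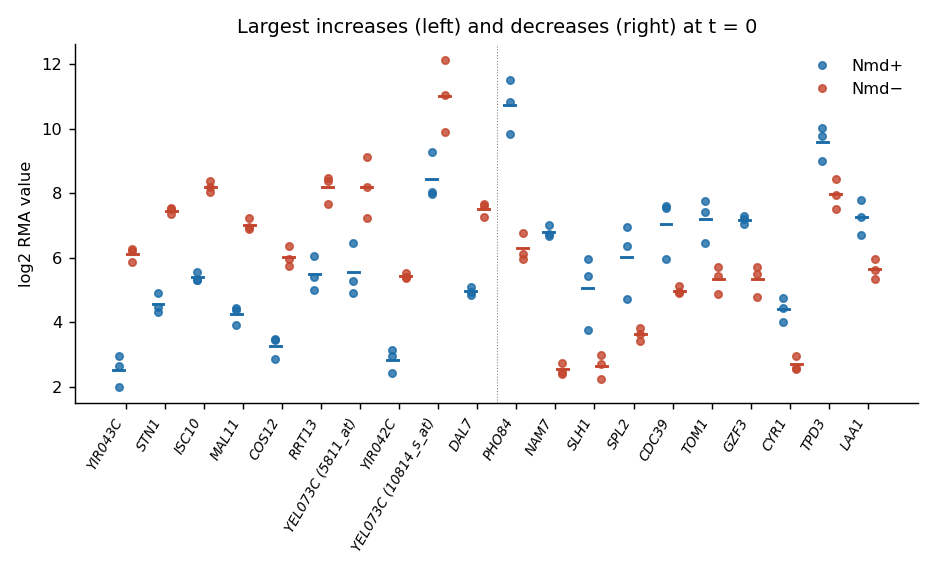
Log2 values (vertical axis) of the 10 probe sets with the largest increase (left of the dotted line) and the 10 with the largest decrease (right) at 0 min among those called with 1 gene name and no overlap between strains. Points are single arrays (n = 3 per strain) and bars are means, and the strains do not overlap for any of these probe sets.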

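*PHO84*, the high-affinity phosphate transporter gene, fell furthest among the named probe sets (log2 change -4.44, standard error 0.42, adjusted p = 0.00182), followed by *UPF1* itself. *SPL2*, of the same phosphate regulon, fell by 2.40 on the log2 scale, and *VTC4* (-1.34) and *PHO86* (-1.30) were lower as well. *GZF3*, coding for a GATA-type repressor of nitrogen genes, fell by 1.85, the adenylate cyclase gene *CYR1* fell by 1.70, the glycolytic gene *TDH1* fell by 1.57 and *STE18*, coding for the G protein gamma subunit of the pheromone pathway, fell by 1.21. *SLH1* (-2.41), *CDC39* (-2.05), *TOM1* (-1.86), *TPD3* (-1.63) and *LAA1* (-1.61) were also among the 10 largest decreases, and the 18 probe sets of Table S3 were all lower. The log2 change at 0 min moved with the number in the probe set name. Its median was -0.59 over the 1111 lowest-numbered probe sets, 0.02 over the 7727 in the middle and -0.50 over the 437 highest-numbered, and 51 of the 65 lower probe sets were in the first or the last of these groups. With a running median over this number taken out of each array, 25 probe sets were lower, 23 of them among the 65. *PHO84*, *SPL2*, *UPF1*, *GZF3*, *CYR1*, *TDH1*, *STE18*, *SWI3*, *SFH5* and *MNN5* stayed called. *VTC4* and *PHO86* are among the highest-numbered probe sets, and their values after this step are not given here. *SLH1* (-2.41 ± 0.52 standard error before and -1.78 ± 0.48 after), *CDC39* (-2.05 ± 0.42 before and -1.44 ± 0.34 after), *TOM1* (-1.86 ± 0.37 before and -1.22 ± 0.28 after), *TPD3* (-1.63 ± 0.33 before and -1.14 ± 0.28 after), *LAA1* (-1.61 ± 0.30 before and -1.22 ± 0.29 after), *CCT7* (-1.35 ± 0.23 before and -0.83 ± 0.20 after), *PSK1* (-1.34 ± 0.21 before and -0.85 ± 0.24 after), *FKS1* (-1.30 ± 0.22 before and -0.74 ± 0.20 after) and *VPS35* (-1.19 ± 0.18 before and -0.78 ± 0.18 after) were no longer past the adjusted p, which ran from 0.0535 to 0.108. Over the 65 lower probe sets the median log2 change went from -1.34 (median standard error 0.24) to -0.85 (0.21), and 56 stayed lower by at least 1.5-fold.

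**Figure D2:**
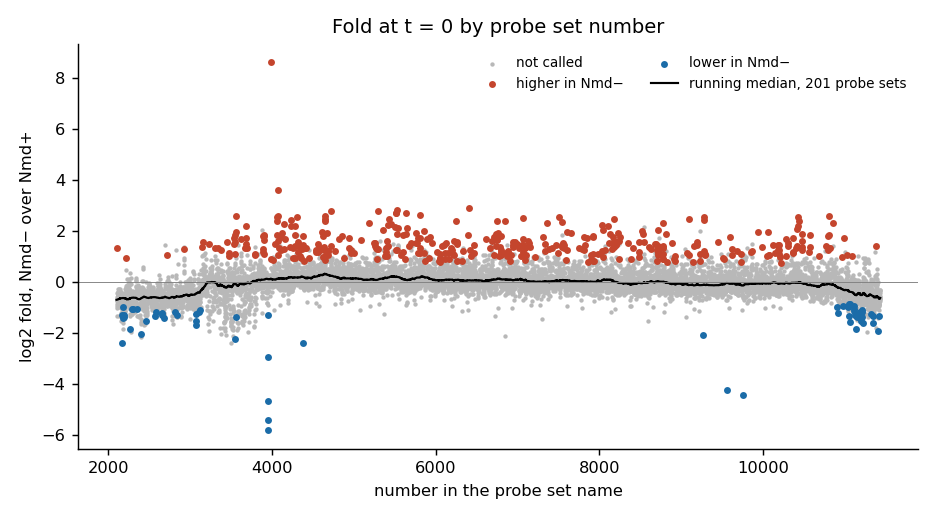
Log2 change at 0 min (Nmd- over Nmd+, vertical axis) of the 9275 probe sets against the number in the probe set name (horizontal axis), with probe sets called higher and lower in color and a running median of 201 probe sets as a line. The line lies near -0.59 at the lowest numbers and near 0.02 in the middle.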

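Of 30 gene lists fixed before the data were examined and tested by camera with a preset correlation of 0.01, 7 shifted as a whole at 0 min, and none of them did with an estimated correlation. Meiosis and sporulation genes, normally off in growing haploid cells, were higher (10 of 54 probe sets, 21 when adjusted over the list alone, median log2 0.50, adjusted p = 3.9e-10, and adjusted p = 0.237 with an estimated correlation), led by *RED1* (3.87-fold), *SPR6* (3.56-fold), *SPS4* (3.40-fold) and *REC107* (3.29-fold). Aryl-alcohol dehydrogenase genes were higher (4 of 5 probe sets, 5 when adjusted over the list alone, adjusted p = 1.6e-07, and adjusted p = 0.251 with an estimated correlation), as were the maltose loci (2 of 6 probe sets, 4 when adjusted over the list alone, adjusted p = 1.3e-05, and adjusted p = 0.237 with an estimated correlation), where *MAL31* rose 5.63-fold. Seripauperin genes were higher (2 of 3 probe sets, 2 when adjusted over the list alone, adjusted p = 0.0199, and adjusted p = 0.465 with an estimated correlation), and so were those of anaerobic mannoproteins (2 of 7 probe sets, 3 when adjusted over the list alone, adjusted p = 0.0483, and adjusted p = 0.52 with an estimated correlation). *PAU3* (2.36-fold) and *PAU4* (2.28-fold) led the seripauperins, and *TIR4* (4.00-fold) and *PAU23* (3.15-fold) the anaerobic mannoproteins. The paper names the *PAU*, *DAN*, *MAL* and *AAD* families as higher on these same arrays. The shifts of the lists drawn from them are therefore not independent evidence. The phosphate regulon was lower (4 of 14 probe sets, 8 when adjusted over the list alone, median -0.81, adjusted p = 8.2e-06, and adjusted p = 0.52 with an estimated correlation). Cytosolic heat shock genes had a median of -0.31 (adjusted p = 0.0367, and adjusted p = 0.762 with an estimated correlation), with 1 of 24 probe sets called higher and 0 lower, and *SSA3* rose 2.51-fold. Among lists that did not shift as a whole, 6 of 27 probe sets of the iron regulon were higher, *FRE3* by 5.56-fold and *FRE2* by 3.45-fold. Of the allantoin and nitrogen catabolite genes, 3 of 30 probe sets were higher, *DAL5* by 4.90-fold and *DAL2* by 3.54-fold. With the scan period as a block 10 lists shifted, not among them cytosolic heat shock (adjusted p = 0.436), whose medians within the 2 scan periods that hold both strains were -0.21 and 0.13, and the other 6 lists kept their direction in both. With the running median over the probe set number taken out, 11 lists shifted with the preset correlation and 0 with an estimated one (5 at an unadjusted camera p under 0.05).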

The experiments described below focus on the 607 probe sets corresponding to the RNAs with elevated levels. The majority of these probe sets were also identified as targets of NMD in two previous studies [13,14,17].

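The time courses comprise 96 arrays, 1 for each of 16 times from 0 to 60 min after addition of thiolutin, 2 strains and 3 independent courses per strain. The sample notes give 10 μg/ml thiolutin except for 6 arrays, whose notes give another dose. Their source names give *upf1*- for both strains and 0 min for the arrays titled 2 min, and the titles were used. Signals were converted from the log2 scale, divided by a reference line and fitted by Y = c0 + b0 exp(b1 X) with separate c0 and b0 for each of the 6 courses, 1 decay rate per strain and separate residual variances, and the strains were compared by a likelihood ratio test. The reference line was the mean of 110 reference probe sets multiplied by exp(0.155 X / 60), a reading of the penalty whose printed form in Text S1 could not be read. Fits with this line came within 0.11 min of the half-lives in Table S2 for 5 of 606 probe sets in Nmd- and 6 in Nmd+. With an exponent of 0.155 per time point and each reference probe set scaled over all arrays, they did for 605 and 584. The line used here is therefore not the one behind the paper's half-lives. Direct targets were called at a false discovery rate of 0.3 over the 397 probe sets higher at 0 min. *UPF1* and KanMX4 stood on the side of the label in 90 of the arrays. The arrays labelled Nmd- at 10, 40, 45 and 50 min of replicate 1 had *UPF1* values of 5.89 to 6.20 and KanMX4 values of 4.99 to 5.38, where the other Nmd- arrays had *UPF1* at no more than 3.81 and KanMX4 at no less than 11.65. The array labelled Nmd+ at 60 min of replicate 3 had both signals (*UPF1* 5.43, KanMX4 11.28), and that of Nmd+ at 20 min of replicate 1 had a KanMX4 value of 8.28. All arrays were used as labelled.

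**Figure D3:**
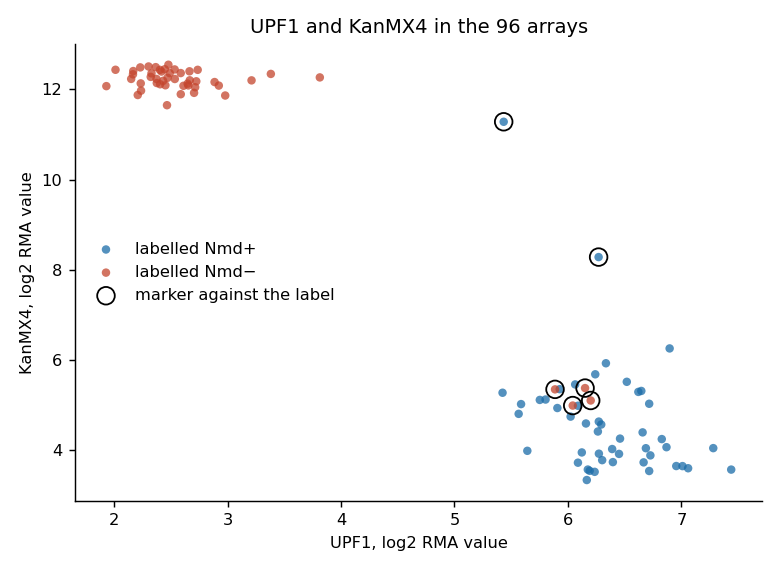
KanMX4 (vertical axis) against *UPF1* (horizontal axis), log2 values of the 96 arrays, colored by the strain on the label. The 6 circled arrays have a marker on the other strain's side of the midpoint, 4 of them with both markers.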

To further characterize the NMD-sensitive RNAs, levels of accumulation were monitored using YG-S98 arrays at 16 time points across a 1-h window following inhibition of transcription with thiolutin. The kinetics of disappearance of RNAs synthesized before inhibition of transcription provide an estimate of the relative rates of decay. We asked which of the 607 probe sets corresponding to RNAs that were differentially expressed in Nmd^−^ and Nmd^+^ strains also had differential rates of decay, making it possible to distinguish direct from indirect targets.

Estimating decay rates on a global scale required development of bioinformatic methods, including selection of a kinetic model for decay to be used for data fitting and methods of normalization to allow direct comparison of data from each time interval following inhibition of transcription. Text S1 and Tables S4, S5, and S6 describe alternative decay models, the criteria for selecting a model for data fitting, and methods for normalization of array data. A non-first-order decay model was selected that is described by the equation *Y* = *c*_0_ + *β_0_* exp*(β_1_X) + ɛ,* where β_1_, the decay rate parameter, is inversely related to RNA half-life *(t*_1/2_ *= −*ln2 / *β_1_)_._* Graphs describing the kinetics of RNA decay were generated using this model. For each probe set, we fit the data using a grid search algorithm and estimated model parameters to test the null hypothesis that RNA decay rates are equal between Nmd^+^ and Nmd^−^ strains. Based on a likelihood ratio test statistic, *p*-values were assigned to each probe set.

In addition to this approach, a novel application of maximum likelihood was developed to predict the proportion of direct targets. We found that 45% ± 5% of the 607 SAM-selected probe sets are likely to be direct targets with altered decay rates (Figure 1). 

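The proportion was estimated from the p-values of the likelihood ratio tests of the 397 probe sets higher at 0 min, with the density of direct targets taken by linear interpolation from 12 of the known direct targets that could be named from the text. It came to 0.22 (bootstrap standard error 0.0515, 95% interval 0.119 to 0.316). With a non-increasing density in place of the interpolated one it was 0.439 (0.320 to 0.559). An exponent of 0.155 per time point in the reference line, with each reference probe set scaled by its mean over all 96 arrays here and below, gave an interpolated estimate of 0.418 (0.345 to 0.492). Among the known targets, *PPT2*, coding for a mitochondrial phosphopantetheine transferase, had half-lives of 7.65 min in Nmd+ and 28.4 min in Nmd- (FCR 3.71, and 0.832 with that exponent). *EBS1*, related to factors of nonsense-mediated decay in other organisms, had half-lives of 10.1 and 34.4 min (FCR 3.42, exact permutation test over single courses, two-sided, p = 0.9), and its FCR was 0.967 with that exponent, with no direct call, and 0.186 with the first 20 min. From a likelihood model of its own p-values, the paper estimates the proportion of its probe sets that are direct targets and concludes that they are likely to have altered decay rates.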

The prediction is based on the following reasoning. We defined the parameter *δ* equal to 1 if the transcript is a direct target and 0 if the transcript is an indirect target, and denote *f* ^(*1*)^ (*p*) and *f* ^(*0*)^ (*p*) to be the probability density function (pdf) of a *p*-value. For hypothesis testing, *f* ^(0)^ (*p*) ≡ 1 for 0 ≤ *p* ≤ 1. Since *f* ^(1)^ (*p*) is an unknown function, the pdf with linear interpolation of the *p*-values for 14 mRNAs shown to be direct targets by conventional half-life experiments (Table 1) was used to estimate *f* ^(1)^ (*p*), where the estimated pdf is denoted as fˆ^(1)^(*p*).

**Figure 1:**
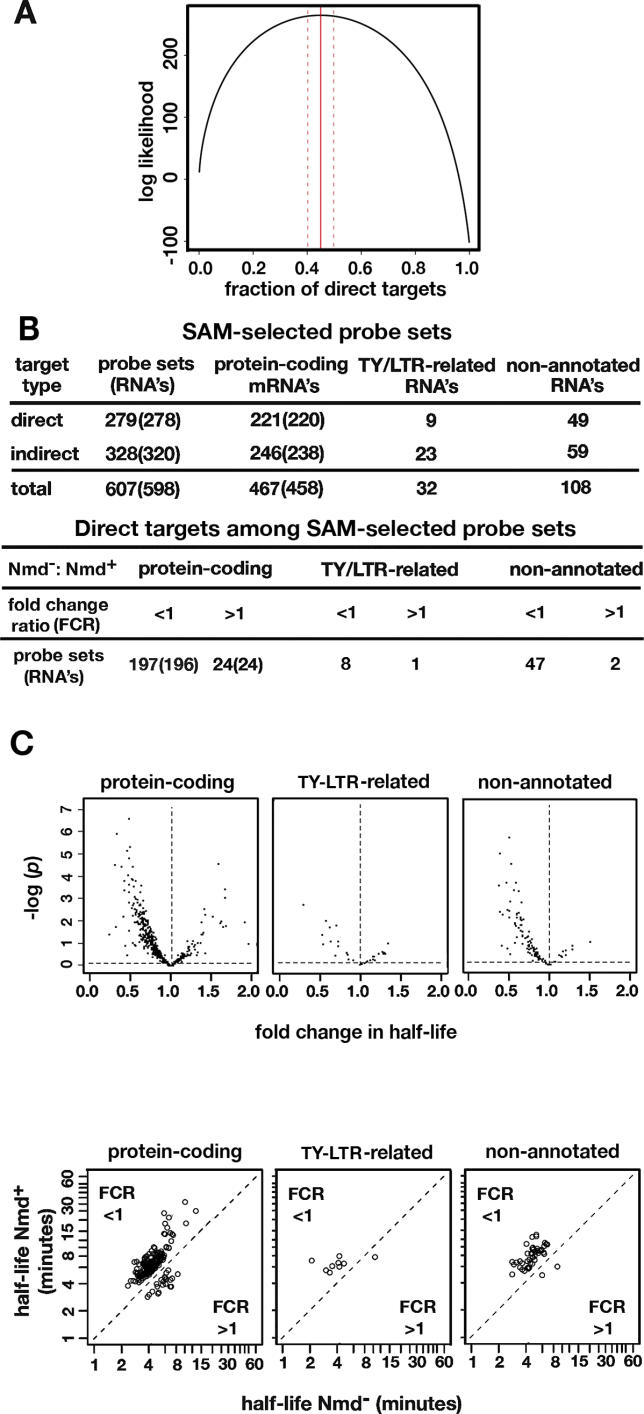
Classification of the NMD-Sensitive RNAs (A) Maximum likelihood estimate of the proportion of direct targets of NMD. (B) 607 probe sets identified by SAM as NMD targets that increase in abundance in the Nmd^−^ strain fell into three groups: protein-coding mRNAs, RNAs related to transposable TY elements and solo LTRs, and non-annotated RNAs corresponding to genomic sequences identified by SAGE tags. In each column the number of probe sets is shown. The number of protein-coding RNAs is shown in parentheses. Some RNAs are represented by more than one probe set. Direct targets have NMD-sensitive decay rates and indirect targets have NMD-insensitive decay rates. For each of the three groups, the predicted direct targets sub-divide into those with an FCR <1 or >1, determined by dividing the predicted fold change in half-life in the Nmd^−^ strain by the fold change in half-life in the Nmd^+^ strain. (C) The top panels show the relationship between FCR and the *p*-value. The bottom panels show the half-lives of predicted direct targets in the Nmd^+^ strain plotted against the half-lives in the Nmd^−^ strain.

**Table 1:**
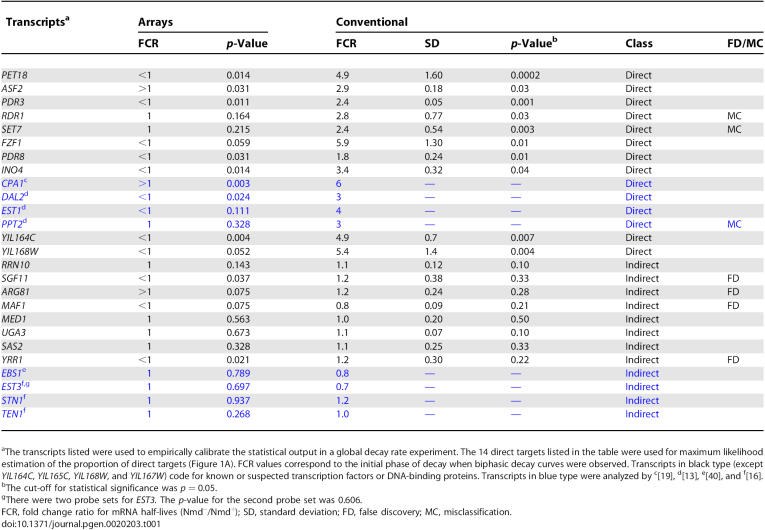
NMD-Sensitive Protein-Coding Transcripts

Assuming Pr(δ = 1) = η, the marginal pdf of *p* is 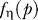 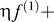 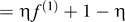 , and its plug-in estimation is 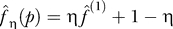 . Based on this, the estimated log-likelihood function of η is:

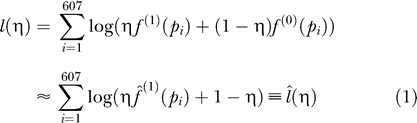

In Figure 1A, 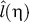 reaches its maximum when η = 0.450, which is the estimated proportion of direct targets. According to the asymptotic theory of maximum likelihood estimation, 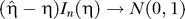 , where *n* is the sample size (in our case *n* = 607), and *I_n_*(η) is Fisher's information, then:

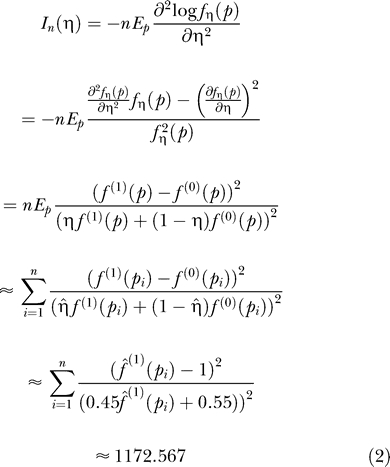

Since 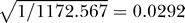 , then 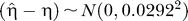 . Therefore, the 95% confidence interval of η is 0.450 ± 1.96 × 0.0292 ≈ (0.393,0.507). This means that 95% of the intervals derived by this method will contain the true proportion of direct targets. The reliability of this approach was verified by bootstrapping (Materials and Methods, Figure S1).

The 607 SAM-selected probe sets were divided into three groups: protein-coding RNAs, RNAs related to yeast transposable (TY) elements and the long terminal repeats (LTRs) found alone or in association with intact TY elements, and non-annotated RNAs corresponding to the locations of serial analysis of gene expression (SAGE) tags that are diagnostic of expressed sequences in the yeast genome (Figure 1B). RNAs from each sub-class were assigned to one of two categories: direct targets that have altered decay rates and indirect targets that have unaltered decay rates. 

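By the decay fits, 104 of the 397 probe sets higher at 0 min were called direct and 293 were not. *ISC10* decayed with half-lives of 3.65 min in Nmd+ and 31.7 min in Nmd- (adjusted p = 0.0432). *ASA1*, coding for a subunit of the chromatin-linked ASTRA complex, followed with 2.15 and 33.7 min, *RTR1*, coding for a phosphatase of RNA polymerase II, with 6.25 and 60.0 min, and the probe set that detects *AAD15* with 3.95 and 41.4 min. Among direct calls with the shorter half-life in Nmd-, the kinetochore gene *WIP1* had 8.15 min in Nmd+ (adjusted p = 0.108). In Nmd- it lay at the lowest value of the search grid, so that its ratio is not a measurement. *ISC10* was not direct with an exponent of 0.155 per time point (FCR 1.09). *NMD4* (FCR 7.15), *DAL7* (3.95), *MCM21* (7.75) and *FRE2* (3.98) were direct, and *AAD14*, *RED1* and *ARN1* were not. Protein-coding genes with their own probe set made up 80 of the direct calls and probe sets with no gene in the annotation 19. The number of direct calls was 34 to 187 when 1 time course was left out, 29 with no reference line and 6 at a false discovery rate of 0.05. Other settings called other probe sets. Among the 104 were 20 of the 175 direct calls with an exponent of 0.155 per time point, 32 of the 137 with first-order decay, 52 of the 165 with the first 20 min, 55 of the 195 with a fit on log2 values and 86 of the 171 without the 0 min arrays, and of these 17, 6, 6, 1 and 83 lay on the same side of an FCR of 1. With 1 residual variance 0 were called by the likelihood ratio test (13 at an unadjusted p under 0.05).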

The assignments were based on a comparison of the kinetics of RNA decay in Nmd^−^ and Nmd^+^ strains, where the reliability of each assignment was based on a *p*-value indicating the statistical likelihood of being a direct target.

### Comparison of Global and Conventional Half-Life Analyses

In the protein-coding mRNA group identified above, 18 RNAs were analyzed by conventional half-life experiments (Tables 1 and S7). The RNAs were part of a larger subset used to calibrate the statistical output in the global decay rate experiment (Materials and Methods and Text S1). For these and other RNAs mentioned below, the accession numbers for the Entrez Gene database are included at the end of the text and also summarized in Table S8. SAM-selected RNAs that accumulated to a higher level due to inactivation of NMD were expected to be more stable in the Nmd^−^ mutant strain than in the Nmd^+^ strain. Changes in decay rates were expressed as fold change ratios (FCRs) determined by dividing the half-life in the mutant strain by the half-life in the wild-type strain. The algorithm in the global decay rate experiment included statistical tools to determine whether the FCR was significantly different from 1 without regard to the direction of change. When the FCR was significantly <1 or >1, the RNA was classified as a direct target of NMD with an altered half-life.

Direct targets of NMD that had higher accumulation levels were expected to have slower decay rates in Nmd^−^ strains with an FCR >1. However, 91% had FCRs <1 (Figure 1B and 1C). 

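Of the 104 direct calls, 10 had an FCR below 1 and 94 above 1, a share below 1 of 9.62% (Wilson interval 5.31% to 16.8%, in which probe sets are not independent replicates). *ISC10*, *ASA1*, *RTR1*, *SSA3* and *NMD4* had the longer fitted half-life in Nmd-, and *INO4* and *WIP1* the shorter one. Several of the 10 calls below 1, *WIP1* among them, lay at the lowest value of the grid in Nmd-, so their ratios are not measurements. Single courses of *WIP1* and *INO4* on average went the other way. Those of *WIP1* had 13.8 ± 12.6 min in Nmd+ and 28.7 ± 31.2 min in Nmd- (SD, n = 3). An exact permutation test of them, two-sided, gave p = 0.9. For *ASA1* they had 26.9 ± 43.3 min in Nmd+ and 40.3 ± 23.7 min in Nmd- (exact permutation test, two-sided, p = 0.4). The medians over the direct calls were 6.85 min in Nmd+ and 32.7 min in Nmd-. Among the 293 probe sets higher at 0 min but not direct, 27.0% had an FCR below 1, with medians of 16.6 and 31.9 min. Of the 8813 probe sets not called at 0 min, 18.6% had an FCR below 1 and 6775 had one above 1, with medians of 19.5 and 46.6 min, so that the longer half-life in Nmd- is not particular to the direct calls. The share among direct calls was 14.5% without the 4 arrays whose markers go against their label and 16.7% without all 6 arrays with a marker against it. The direction turned with the penalty of the reference line. When the exponent of 0.155 was taken per time point, which makes the penalty 10.2-fold at 60 min in place of 1.17-fold, 175 probe sets were direct and 92.0% of them had an FCR below 1. With the penalty alone changed and the reference probe sets scaled per course, the share was 95.0% of 199 direct calls, and with their scaling over all arrays alone changed it was 10.3% of 117. With both changed, *ARN1*, a siderophore transporter gene, had half-lives of 23.0 min in Nmd+ and 7.25 min in Nmd-, and the sporulation gene *DIT2* of 11.9 and 5.45 min, while *RTR1*, *NMD4* and *SSA3* kept an FCR above 1 (1.62, 1.51 and 1.66). Within scan period 2, which holds most arrays of replicates 2 and 3, the share was 3.19% of 94 direct calls with the line set in advance and 66.7% of 48 with the exponent per time point. The share also passed to the other side with first-order decay (91.2%), with the first 20 min alone (98.2%) and with a fit on log2 values (99.0%).

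**Figure D4:**
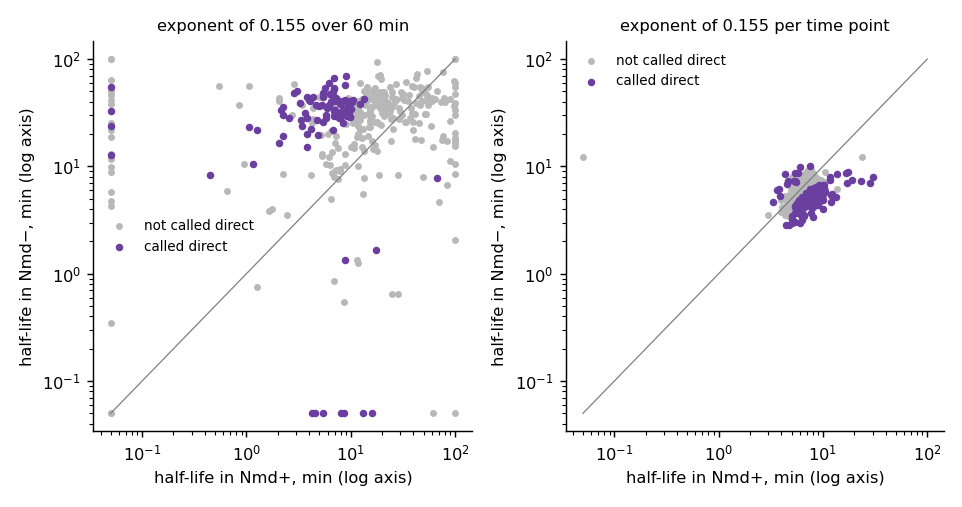
Half-life in Nmd- (vertical) against half-life in Nmd+ (horizontal), both in min on log axes, for the 397 probe sets higher at 0 min, with an exponent of 0.155 over 60 min (left) and per time point with the reference probe sets scaled over all arrays (right), and with direct calls in purple and equal half-lives on the diagonal. Most of the 104 direct calls on the left lie above the diagonal and most of the 175 on the right lie below it.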

To gain an understanding of the underlying cause of FCRs that were reversed relative to expectation, five representative protein-coding transcripts where FCRs were <1 in the global decay rate experiment (top panels of Figure 2) were re-analyzed in conventional half-life experiments. The half-lives were assayed using a distribution of time points similar to that used in the global experiment (conventional standard time course, middle panels of Figure 2) and an alternate distribution including clustered points taken soon after inhibition of transcription (conventional early time course, bottom panels of Figure 2).

**Figure 2:**
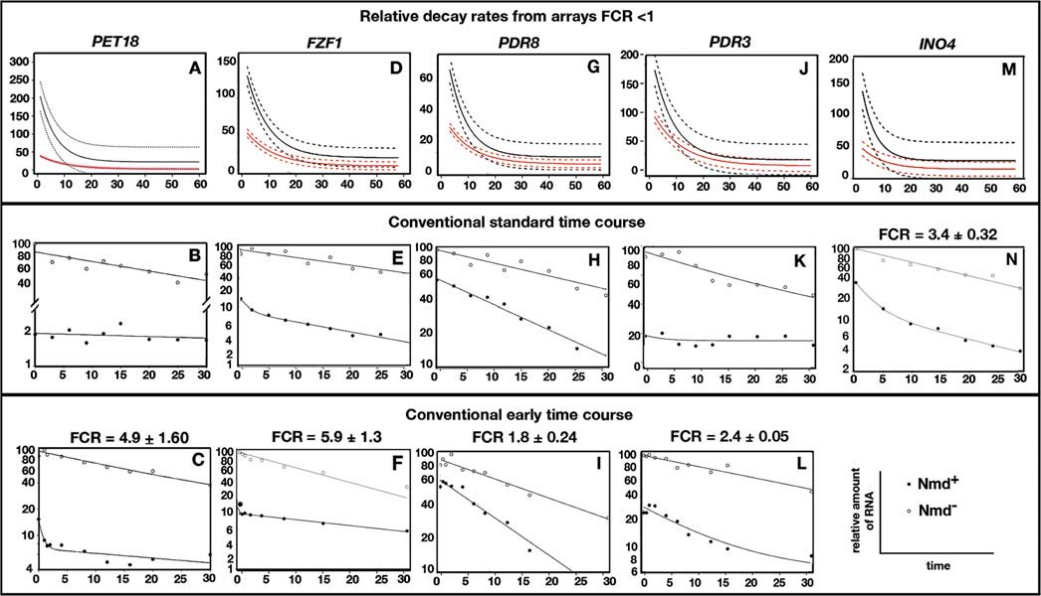
FCR for mRNA Half-Lives Representative protein-coding transcripts where FCR was <1 in a global decay rate experiment were re-analyzed in conventional half-life experiments. (A, D, G, J, and M) illustrate the relative kinetics of mRNA decay from array data (*n* = 3) using a curve-fitting algorithm (see Text S1) (red solid lines, Nmd^+^; black solid lines, Nmd^−^; dashed lines, 90% confidence intervals). (B, E, H, K, and N) show conventional half-life experiments using a standard time course. (C, F, I, and L) show conventional half-life experiments using clustered early time points. For each mRNA, decay curves are arranged vertically. RNA levels were monitored by Northern blotting after inhibition of transcription with thiolutin. The FCR and standard error are shown for each mRNA. In this and subsequent figures, the FCR values correspond to the initial phase of decay when biphasic decay curves were observed. The results are summarized in Table 1.

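On the arrays at 0 min, *PET18*, needed for growth at high temperature, was 5.17-fold higher in Nmd-, the sulfite response activator gene *FZF1* 2.85-fold, *PDR8*, coding for a drug resistance regulator, 2.04-fold and *INO4* 2.77-fold (adjusted p = 0.00156, 0.00453, 0.0359 and 0.0275). *PDR3* had a fold of 1.94 and did not pass the test (adjusted p = 0.0582). Single courses gave *PET18* half-lives of 16.7 ± 9.49 min (SD, n = 3) in Nmd+ and 28.2 ± 10.1 min (SD, n = 3) in Nmd- (exact permutation test, two-sided, p = 0.3, where 3 courses against 3 allow no less than 0.1), and it was not called direct (adjusted p = 0.378). *FZF1* had fitted half-lives of 32.3 min in Nmd+ and 41.3 min in Nmd-, and *PDR3* of 35.1 and 65.3 min. Single courses of *PDR3* on average went the other way, with 42.2 ± 50.8 min in Nmd+ and 34.6 ± 32.0 min in Nmd- (SD, n = 3, exact permutation test, two-sided, p = 0.9). *INO4* had 8.75 min in Nmd+ and 1.35 min in Nmd- and was called direct with an FCR of 0.154 (adjusted p = 0.191). Its single courses on average went the other way, with 5.02 ± 4.86 min in Nmd+ and 34.0 ± 57.2 min in Nmd- (SD, n = 3, exact permutation test, two-sided, p = 1), and without the 0 min arrays it had an FCR of 4.67 and was not direct. The half-life of *PDR8* in Nmd+ lay at the upper end of the search grid. With an exponent of 0.155 per time point all 5 had an FCR below 1 (*PET18* 0.624, *FZF1* 0.765, *PDR8* 0.698, *PDR3* 0.722 and *INO4* 0.603).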

Using a standard time course, *PET18* mRNA had a 3-fold shorter half-life in the Nmd^−^ mutant compared to the Nmd^+^ strain (Figure 2B), which was consistent with FCR <1 in the global experiment. However, when an early time course was used, biphasic kinetics was observed with a rapid initial phase and a slower second phase (Figure 2C). The half-life in the initial decay phase was 3 min in the Nmd^+^ and 20 min in the Nmd^−^ strain. The FCR was 4.9 ± 1.6 (*n* = 3, *p* = 0.0002, Table 1). Using a cutoff for statistical significance of *p* = 0.05, the results indicate that *PET18* is a direct target with an initial decay rate that is NMD-sensitive. 

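Over the first minutes, the median log2 change of the 397 probe sets higher at 0 min was -0.09 ± 0.12 (SD, n = 3 courses) at 2 min and -0.08 ± 0.09 at 6 min in Nmd+, and -0.26 ± 0.24 and -0.38 ± 0.04 in Nmd-. These probe sets were chosen as higher in Nmd- on the same 0 min arrays, which by itself favours a fall in Nmd- and none in Nmd+. Fits to the first 20 min alone called 165 probe sets direct. Fits without the 0 min arrays called 171 direct, and 2.34% of them had an FCR below 1. The direct call of *WIP1* changed sides without 0 min, from an FCR below 1 to 10.2. With the 0 min arrays its half-life in Nmd- lay at the lowest value of the grid, so the first ratio is not a measurement. *SET7*, coding for a lysine methyltransferase of the ribosome, changed sides with the first 20 min alone, to 0.00752. There its half-life in Nmd- lay at the lowest value of the grid, so that this ratio is not a measurement.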

The anomalous FCR value generated by the curve-fitting algorithm in the global experiment was a consequence of the paucity of early time points needed to accurately measure the early phase of decay. Despite this, the algorithm correctly identified *PET18* as having an altered decay rate because it was designed to ignore the direction of change.

Similar results were obtained when *FZF1, PDR8, PDR3,* and *INO4* mRNAs were analyzed by conventional half-life experiments. In a representative early time-course experiment for *FZF1,* biphasic decay was observed with an initial half-life of 2 min in the Nmd^+^ strain and 12 min in the Nmd^−^ strain (Figure 2F). The FCR was 5.9 ± 1.3 (*n* = 4, *p* = 0.01). For *PDR8,* a single decay phase was observed with a half-life of 9 min in the Nmd^+^ strain and 18 min in the Nmd^−^ strain (Figure 2I). The FCR was 1.8 ± 0.24 (*n* = 3, *p* = 0.01). For *PDR3,* the half-life was 11 min in the Nmd^+^ strain and 27 min in the Nmd^−^ strain (Figure 2L). The FCR was 2.4 ± 0.05 (*n* = 3, *p* = 0.001). Biphasic decay was observed for *INO4* mRNA using a standard time course (Figure 2N). The half-life was 5 min in the Nmd^+^ strain and 18 min in the Nmd^−^ strain. The FCR was 3.4 ± 0.32 (*n* = 3, *p* = 0.04).

### False Discoveries, Misclassifications, and Confirmations

In the global decay rate experiment, the statistical FDR for transcripts predicted to be direct targets was set at 0.30 according to the Benjamini-Hochberg procedure [26]. Thus, incorrect assignments where predicted direct targets were actually indirect targets could occur up to a maximum frequency of 30%. Misclassifications of indirect targets as direct targets in the global experiment could also occur, but the frequency was reduced when a relatively high FDR was selected (see Table S9 for further details on FDR analysis).

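Adjusted over all 9275 probe sets, 35 of the 606 probe sets of Table S2 that could be read, 0 of the 18 of Table S3 and 112 of the 8651 others had different half-lives at a false discovery rate of 0.3. At 0.5 the counts were 88, 0 and 353, and at 0.05 they were 0, 0 and 20. An unadjusted p of the likelihood ratio test was under 0.05 for 120, 2 and 692 of them. Of the genes of Table S3, *GZF3* had a half-life of 2.95 min in Nmd+ and one at the upper end of the grid in Nmd-, *CCT7*, coding for a chaperonin subunit, had 9.05 and 67.6 min, and the mannosyltransferase gene *MNN5* had 9.05 and 41.4 min. When the exponent of 0.155 was taken per time point, the counts at 0.3 were 201, 10 and 1725, and the half-lives of *GZF3* (3.85 and 15.4 min) and *VPS35* (5.25 and 10.4 min) were longer in Nmd-. Simulated courses with equal half-lives had a p under 0.05 in a share of 0.133, so that the p-values of this test run low.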

Four examples of false discoveries were identified (Figure 3). *ARG81* mRNA was predicted to be a direct target with an FCR >1 (Figure 3A), whereas *SGF11, YRR1,* and *MAF1* were predicted to be direct targets with FCRs <1 (Figure 3D, 3G, and 3I). 

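*SGF11*, of the SAGA complex, was 2.43-fold higher at 0 min in Nmd- (adjusted p = 0.0103) and *YRR1*, coding for a drug resistance activator, 2.53-fold higher (adjusted p = 0.00903). *ARG81*, of arginine regulation, had a fold of 1.87 (adjusted p = 0.0599) and *MAF1*, the repressor of RNA polymerase III, 1.98 (adjusted p = 0.0817), and neither passed the test. On the arrays, *ARG81* had half-lives of 7.35 min in Nmd+ and 46.0 min in Nmd-, and the 3 courses of each strain did not overlap (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). *SGF11* had 9.85 and 31.9 min (adjusted p = 0.353) and *MAF1* 78.9 and 82.7 min (exact permutation test, two-sided, p = 1). Adjusted over the probe sets of Table S2, *ARG81* was direct and *MAF1* was not. For *YRR1* the fit put the half-life in Nmd+ at the lowest value of the grid, so that its ratio is not a measurement. An exponent of 0.155 per time point gave FCRs of 1.27 for *ARG81*, 0.717 for *SGF11*, 0.639 for *YRR1* and 0.723 for *MAF1*.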

In representative conventional experiments, the half-lives in Nmd^+^ and Nmd^−^ strains, respectively, were: *ARG81,* 20 and 15 min (Figure 3C) (FCR = 1.2 ± 0.24, *n* = 4, *p* = 0.28); *SGF11,* 13 and 16 min (Figure 3F) (FCR = 1.2 ± 0.38, *n* = 3, *p* = 0.33); *YRR1,* 7 and 10 min (Figure 3H) (FCR = 1.2 ± 0.3, *n* = 3, *p* = 0.22); and *MAF1,* 6 and 8 min (Figure 3K) (FCR = 0.8 ± 0.09, *n* = 3, *p* = 0.21). Using *p* = 0.05 as the cutoff, all four transcripts had FCRs that were statistically indistinguishable from a value of 1. Despite the global prediction of being direct targets, they were falsely discovered and were actually indirect targets.

**Figure 3:**
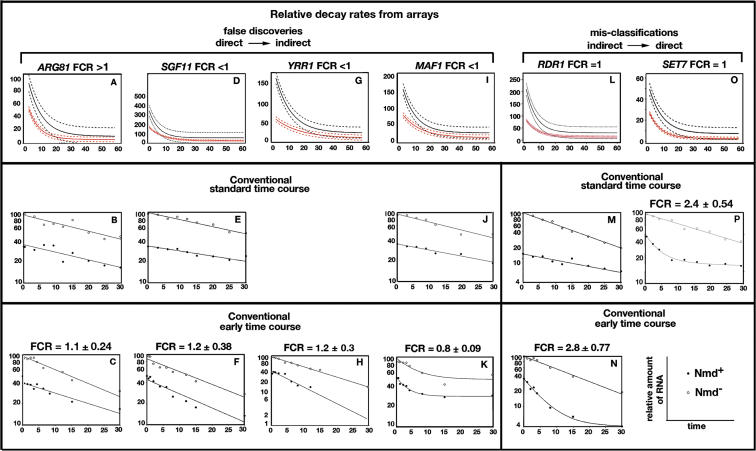
False Discoveries and Misclassifications FDRs and misclassifications were empirically tested by conventional half-life experiments. Representative RNA decay data for four false discoveries and two misclassifications (*n* = 3) are presented in the same format as described in Figure 2. The results are summarized in Table 1.

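At 0 min, *RDR1*, coding for a repressor of the drug response, was 3.01-fold higher in Nmd- (log2 1.59, standard error 0.23, adjusted p = 0.00808), *SET7*, named *RKM4* in the annotation, 2.05-fold higher (adjusted p = 0.0309) and *PPT2* 3.46-fold higher (adjusted p = 0.00335). The *SET7* half-life over the courses was 6.85 min in Nmd+ and 66.5 min in Nmd-, and it was called direct. Single courses gave 8.99 ± 4.35 min (SD, n = 3) in Nmd+ and 65.8 ± 4.00 min (SD, n = 3) in Nmd- (exact permutation test, two-sided, p = 0.1, the smallest possible). *RDR1* had 1.75 and 4.05 min and was not direct (adjusted p = 0.637). *PPT2* was direct, with an FCR of 3.71. With an exponent of 0.155 per time point none of the 3 was direct (FCR of *RDR1* 0.832, *SET7* 1.19 and *PPT2* 0.832).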

Conventional half-life experiments revealed two misclassified transcripts, *RDR1* and *SET7* (Figure 3)*.* Both were predicted to be indirect targets (FCR = 1) in the global experiment (Figure 3L and 3O), but proved to be direct targets. In Nmd^+^ and Nmd^−^ strains, respectively, the *RDR1* half-life was 4 and 12 min (Figure 3N), and the *SET7* half-life was 7 and 22 min, respectively (Figure 3P). Another transcript, *PPT2,* was also considered misclassified based on previously published data [13]. The conventional FCRs were 2.8 ± 0.77 (*n* = 3, *p* = 0.03) for *RDR1* and 2.4 ± 0.54 (*n* = 4, *p* = 0.003) for *SET7.*

Global predictions for five additional transcripts were confirmed by conventional half-life experiments (Figure 4); including the direct target *ASF2* and four indirect targets, *UGA3, MED1, SAS2,* and *RRN10.* In representative conventional half-life experiments, the half-lives in Nmd^+^ and Nmd^−^ strains, respectively, were: *ASF2,* 4 and 11 min (Figure 4C) (FCR = 2.9 ± 0.18, *n* = 3, *p* = 0.03); *UGA3,* 5 and 6 min (Figure 4F) (FCR = 1.1 ± 0.07, *n* = 3, *p* = 0.1); *MED1,* 3 and 4 min (Figure 4I) (FCR = 1.0 ± 0.2, *n* = 3, *p* = 0.5); *SAS2,* 6 and 8 min (Figure 4L) (FCR = 1.1 ± 0.25, *n* = 3, *p* = 0.33); and *RRN10,* 22 and 22 min (Figure 4N) (FCR = 1.1 ± 0.12, *n* = 3, *p* = 0.1). 

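*ASF2* and *SAS2*, which act in silencing, and *RRN10*, of RNA polymerase I transcription, were higher at 0 min in Nmd- (2.50-fold, 1.85-fold and 2.43-fold, adjusted p = 0.0463, 0.0359 and 0.0111). *UGA3*, coding for an activator of GABA use, and *MED1*, of the Mediator complex, had folds of 2.08 and 1.78 and did not pass the test (adjusted p = 0.0722 and 0.0578). *RRN10* had array half-lives of 7.25 min in Nmd+ and 40.4 min in Nmd- (adjusted p = 0.0721), *SAS2* had 7.05 and 33.9 min (adjusted p = 0.135), and both were called direct. *ASF2* was direct, with a half-life of 23.7 min in Nmd- and one at the lowest value of the grid in Nmd+. *UGA3* had 7.45 and 46.6 min and *MED1* 7.75 and 46.7 min (exact permutation tests, two-sided, p = 0.4 for both), and neither was among the 397 probe sets tested as direct targets, but both were called direct when the test was adjusted over the probe sets of Table S2. Under an exponent of 0.155 per time point *ASF2* (FCR 1.40) was direct, and *SAS2* (0.828) and *RRN10* (1.28) were not.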

Using a cutoff of *p* = 0.05, *ASF2* was confirmed as a direct target and the others as indirect targets.

**Figure 4:**
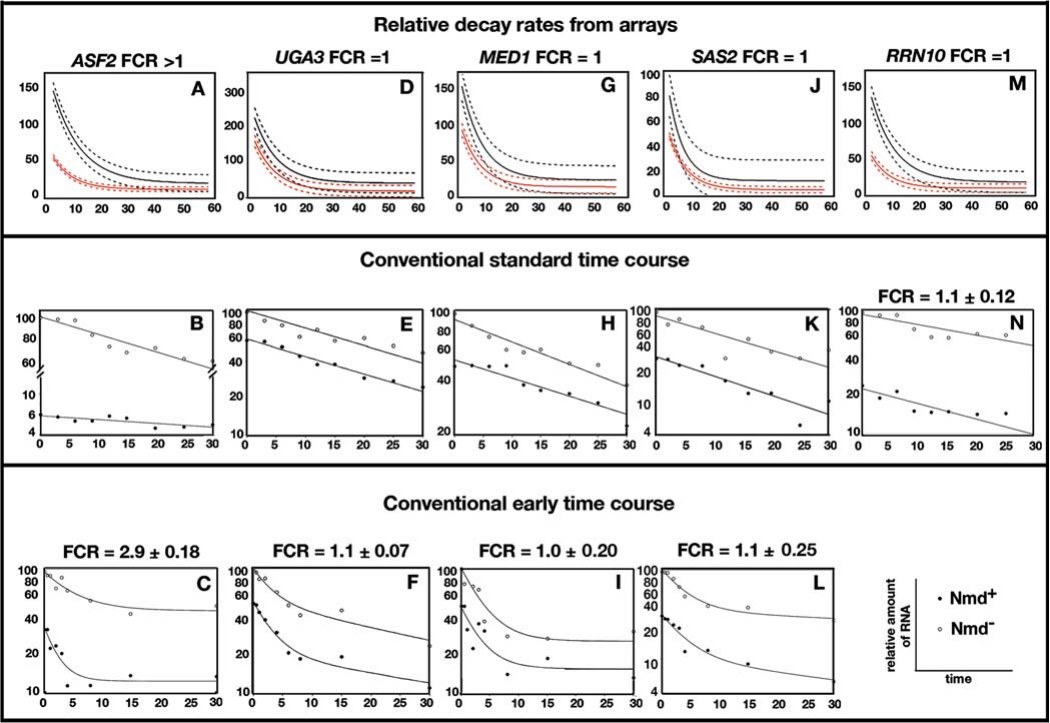
Confirmation of Global Predictions Representative RNA decay data for five transcripts are shown (*n* = 3) where global predictions were borne out by conventional half-life experiments. The format is identical to Figure 2. The results are summarized in Table 1.

Rates of false discovery and misclassification are inversely related to each other. High FDRs correspond to low misclassification rates. Setting the FDR at the relatively high value of 30% accomplished the goal of maximizing the number of actual direct targets among predicted direct targets. Using this approach, the empirical data indicate that the actual FDR was 4/13 (31%) whereas the misclassification rate was 3/14 (21%). Since false discoveries and misclassifications occurred at similar frequencies, the predicted frequencies of direct and indirect targets relative in the global experiment are likely to be close to the actual frequencies.

Direct and indirect targets were also examined to see if members of the two groups could be distinguished by comparing the magnitudes of change in RNA abundance caused by the inactivation of NMD. When protein-coding transcripts were examined, the average FCR based on RNA abundance at *t* = 0 were 2.6 ± 1.2 for direct targets (221 probe sets, 220 transcripts) and 2.4 ± 0.9 for indirect targets (246 probe sets, 238 transcripts). The averages were statistically indistinguishable, indicating that the average magnitudes of changes in abundance were similar for direct and indirect targets.

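The fold at 0 min averaged 2.93 ± 1.23 (SD) over 80 direct and 2.84 ± 1.03 over 187 indirect protein-coding probe sets called higher (difference 0.0936, permutation test over probe sets, two-sided, p = 0.523). *STN1*, *ISC10* and *DAL7* among the direct calls, and *MAL11* and *COS12* among the others, each rose by more than 5-fold. With the classes as listed in Table S2 the averages from these arrays were 2.56 ± 1.06 (196 probe sets) and 2.49 ± 0.974 (224 probe sets). From the lack of a statistical difference between its own averages, the paper concludes that the changes in abundance were of similar size in both classes.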

### Changes in Decay Rates Are Unaffected by Thiolutin and Mediated through 5′ Degradation

Experiments were performed to test whether thiolutin, which acts as a as a metal chelating agent [27], directly affects RNA decay rates separately from effects on transcription (Figure 5). Since thiolutin was used in both global and conventional decay rate experiments to inhibit transcription, experiments were performed to test whether thiolutin induces accelerated decay. The half-life of *RDR1* mRNA, a direct target of NMD (Figure 3, Table 1), was assayed following a double shut-off of transcription achieved by adding thiolutin immediately after temperature shift in strains that carry *rpb1–1,* a temperature-sensitive allele of the large subunit of RNAPII (Figure 5A). If the effects of thiolutin are restricted to inhibition of transcription, then decay rates measured after double transcriptional shut-off should resemble decay rates after temperature shift alone.

**Figure 5:**
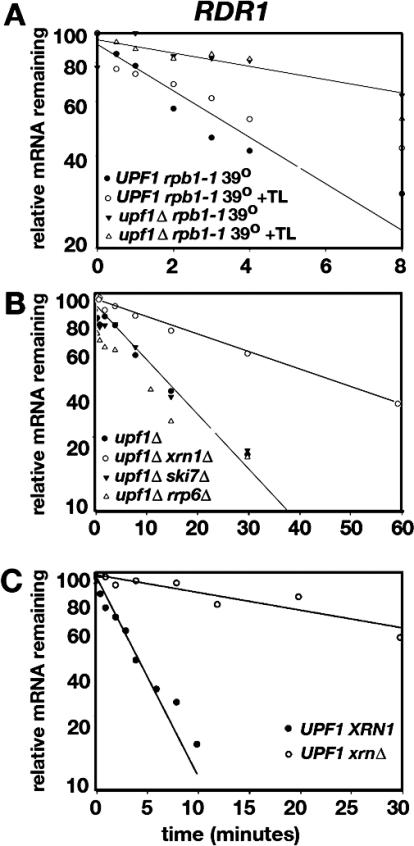
Degradation of Natural RNA Targets by NMD (A) Thiolutin has no effect on mRNA decay. *RDR1* mRNA decay was examined using two methods to inhibit transcription: addition of thiolutin and exposure of cells carrying *rpb1–1* (impaired RNAP II) to a restrictive growth temperature of 39 °C [70]. Transcription was inhibited in *UPF1* and *upf1Δ* cells by temperature-shift alone or by temperature-shift combined with the addition of thiolutin. A representative experiment (*n* = 3) is shown where RNA levels were determined by Northern blotting. (B) A representative experiment (*n* = 3) is shown where the kinetics of *RDR1* mRNA decay were monitored after addition of thiolutin in *upf1Δ* cells carrying mutations that block decay from the 5′ end *(xrn1Δ)* or the 3′ end *(ski7Δ* or *rrp6Δ).* (C) A representative experiment (*n* = 3) is shown where the kinetics of *RDR1* mRNA decay was monitored after addition of thiolutin in *UPF1* cells carrying *XRN1* or *xrn1Δ.*

The results of the double shut-off experiment showed that thiolutin inhibits transcription without independently affecting mRNA decay rates. In *UPF1* (Nmd^+^) strains, the half-life of *RDR1* mRNA was 5.2 ± 0.3 min in the presence of thiolutin and 4.4 ± 2.7 min in the absence of thiolutin. Using *p* = 0.05 as the cutoff, the difference was statistically insignificant (*n* = 3, *p* = 0.34). In *upf1Δ* strains, the half-life of *RDR1* mRNA was 14.5 ± 3.5 min in the presence of thiolutin and 12.9 ± 3.7 min in the absence of thiolutin. This difference was also statistically insignificant (*n* = 3, *p* = 0.45). When the same experiments were performed with *INO4* mRNA, similar results were obtained (unpublished data).

Nonsense transcripts are degraded primarily by a 5′ decay pathway requiring exoribonuclease Xrn1p [12]. An experiment was performed showing that natural targets of NMD are also degraded through the 5′ decay pathway. *RDR1* mRNA was examined in a double mutant strain carrying *upf1Δxrn*Δ defective for 5′ decay, a double mutant *upf1Δ ski7Δ* defective for cytoplasmic 3′ decay [28], and a double mutant *upf1Δ rrp6Δ* defective for nuclear 3′ decay [29]. In the experiment shown in Figure 5B, the *RDR1* mRNA half-life was 16 ± 3.1 min in the *upf1Δ* single mutant, 18 ± 3.3 min in the *upf1Δ ski7Δ* double mutant, and 15 ± 2.1 min in the *upf1Δ rrp6Δ* double mutant. Compared to the *upf1Δ* single mutant, the FCRs were 1.2 ± 0.4 (*n* = 3, *p* = 0.27) and 0.9 ± 0.1 (*n* = 3, *p* = 0.15). The results suggest that in the absence of NMD, the *RDR1* mRNA is not degraded by the 3′ to 5′ cytoplasmic pathway or the nuclear 3′ degradation system. However, the *RDR1* half-life in the *upf1Δ xrn1Δ* double mutant was 42 ± 1.3 min. Compared to the single mutant, the FCR was 2.7 ± 0.6 (*n* = 3, *p* = 0.02), indicating that *RDR1* mRNA is degraded by the 5′ decay pathway.

To test whether degradation of *RDR1* mRNA occurs via 5′ decay when the NMD pathway is functional, the abundance and half-life were compared in wild-type *UPF1 XRN1* and *UPF1 xrn1Δ* strains. The FCR for the relative abundance of *RDR1* mRNA at *t* = 0 was 8.9 ± 1.3 (*n* = 3, *p* = 0.00009). In the experiment shown in Figure 5C, the half-life was 3.3 ± 0.6 min in the *UPF1 XRN1* strain and 34 ± 4 min in the *UPF1 xrn1Δ* strain. The FCR for the half-life was 10.1 ± 2.2 (*n* = 3, *p* = 0.009). These results demonstrate that the degradation of *RDR1* mRNA by NMD depends on a functional 5′ decay pathway.

### Targeting of Disabled Open Reading Frames

Several types of disabled open reading frames, designated dORFs, have been described in the yeast genome [30,31]. dORFs consist of adjacent in-frame ORFs separated by a short gap or by a naturally occurring stop codon without a gap. The presence of internal stops and gaps could cause defective expression at the level of translation, and for this reason some dORFs could be considered candidates for unprocessed pseudogenes. Overlapping out-of-frame ORFs are also classified as dORFs because co-expression requires a ribosomal frameshift to achieve contiguous translation of both reading frames. Yeast retrotransposons (TY elements) are classified as dORFs consisting of adjacent out-of-frame ORFs. However, programmed frameshifting occurs at low frequency just upstream of the internal stop codon, allowing ribosomes to contiguously translate both reading frames [32,33].

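Both ORFs of each of 3 neighbouring pairs were higher at 0 min in Nmd-. *YIL164C* rose 4.53-fold and *YIL165C* 5.37-fold (adjusted p = 0.00677 and 0.00388). The pair *YIL168W* and *YIL167W* rose 3.52-fold and 4.52-fold (adjusted p = 0.0133 and 0.00265), and *YOL163W* and *YOL162W* rose 2.42-fold and 2.17-fold (adjusted p = 0.0445 and 0.0271). *YER039C* had a fold of 2.39 with a standard error of 0.35 on the log2 scale and did not pass the test (adjusted p = 0.0954).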

dORFs were identified among NMD-sensitive RNAs, including *YOL163W*/*YOL162W* (separated by 12 bp), *YER039C-A*/*YER039C* (separated by 57 bp), *YIL164C*/*YIL165C* (separated by 9 bp), and *YIL168W*/*YIL167W* (separated only by a stop codon). Probe sets representing TY elements and the LTRs at the ends of the elements were also identified among NMD-sensitive RNAs (Figure 1), suggesting the possibility that internal stop codons in TY elements might trigger NMD.

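Of 26 probe sets that Table S2 names as TY or LTR sequences, 19 were called higher at 0 min by limma, with a median log2 change of 1.46 over all of them. All 3 *TY4* probe sets rose (median log2 1.63). These names come from a list chosen for being higher in these arrays, so their direction is not independent evidence. The decay fits called 8 of them direct.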

A genetic approach was taken to explore the basis of NMD targeting of dORFs by creating mutations in *YIL164C*/*YIL165C* and *YIL168W*/*YIL167W* (Figure 6). Both were predicted to be direct targets of NMD in the global decay rate experiment (Figure 6A), and *YIL164C/YIL165C* was shown previously to be a direct target [13]. 

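The array courses gave *YIL164C* half-lives of 51.3 min in Nmd+ and 31.1 min in Nmd- (FCR 0.606, adjusted p = 0.822) and *YIL165C* 47.3 and 17.6 min (FCR 0.371, adjusted p = 0.611). *YIL168W* had 42.0 and 39.2 min and *YIL167W* 48.6 and 41.1 min (adjusted p = 0.923). None of the 4 was called direct. With an exponent of 0.155 per time point all 4 were direct with the shorter half-life in Nmd-, with FCRs of 0.557 (*YIL164C*), 0.486 (*YIL165C*), 0.662 (*YIL168W*) and 0.569 (*YIL167W*).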

We tested the hypothesis that the stop codon between ORFs in each dORF pair triggers NMD similar to the way nonsense mutations trigger NMD. In each dORF, two different substitutions were created to change the natural stop codons to sense codons (Figure 6B). The mutants were then assayed to determine the FCRs for abundance and half-life in Nmd^−^ and Nmd^+^ strains.

**Figure 6:**
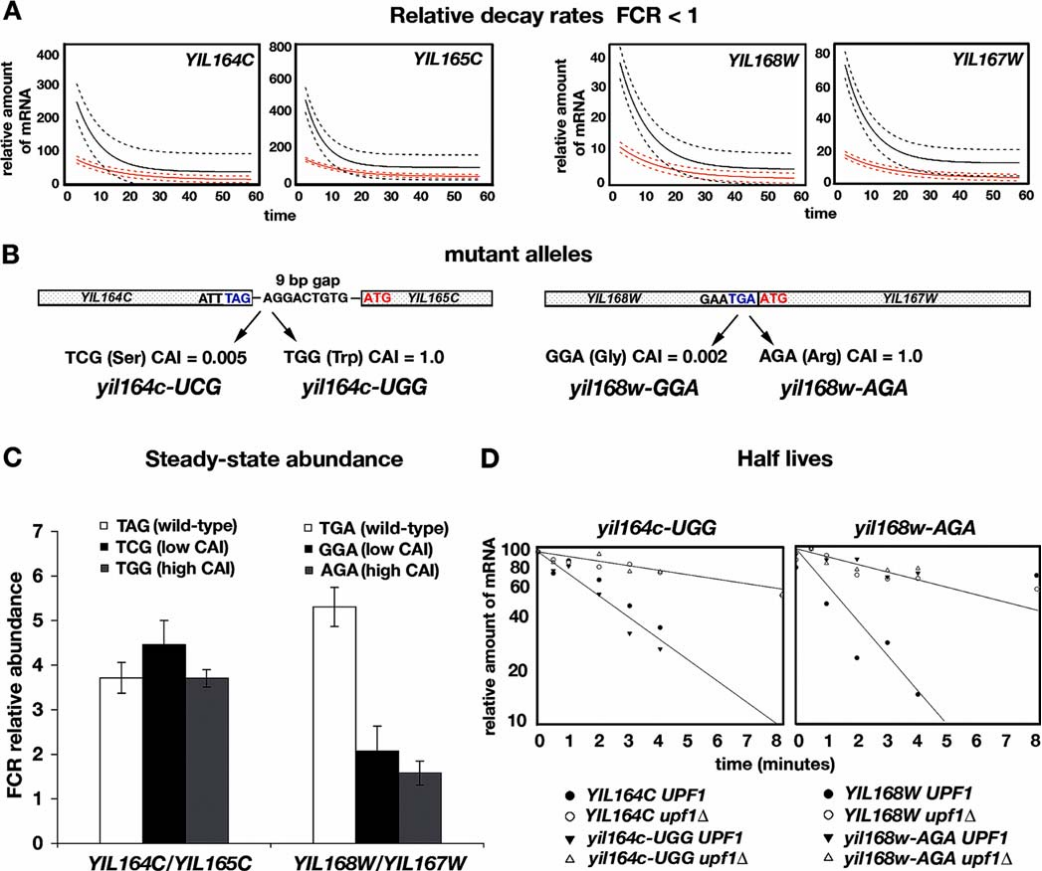
Targeting of dORFs (A) Relative kinetics of decay from array data for two NMD-sensitive dORFs. (B) Organization of the dORFs. The stop codons were changed to rare (low CAI) and commonly used (high CAI) sense codons [77]. (C) Effects of the mutations on RNA abundance expressed as the FCR (*n* = 3). (D) Comparison of half-lives of *yil164-UGG* and *yil168W-AGA* RNA. FCRs were calculated for *n* = 3.

A nearly 4-fold change in the abundance of *YIL164C* was observed in the absence of NMD (Figure 6C), but the magnitude of change was the same when the UAG stop codon at the end of *YIL164C* was changed to UCG or UGG. The FCRs (*n* = 3) for the abundance of *YIL164C, yil164c-UCG,* and *yil164c-UGG* were 3.7 ± 0.4, 4.5 ± 0.5, and 3.7 ± 0.2, respectively. In the experiment shown in Figure 6D, the half-lives of *YIL64C* and *yil64c-UGG* mRNAs were statistically the same in Nmd^+^ strains (3.1 ± 0.4 and 4.3 ± 1.4 min, respectively), whereas both mRNAs had significantly longer half-lives in Nmd^−^ strains (15.6 ± 2.9 and 15.9 ± 2.7 min, respectively). The FCRs for the *YIL164C* and *yil164c-UGG* RNA half-lives were 4.9 ± 0.7 (*n* = 3, *p* = 0.007) and 4.1 ± 1.6 (*n* = 3, *p* = 0.018), respectively. Using *p* = 0.05 as the cutoff, the results indicate that altering the stop codon to a sense codon failed to abolish NMD targeting. The results indicate that the internal stop codon could trigger NMD, but changing the stop codon to a sense codon is not sufficient by itself to abolish the effects of NMD. Another mechanism acting independently of the internal stop codon must be responsible for targeting, possibly a uORF in the 5′ leader (Table 2). Results described below indicate that uORFs can target mRNAs for NMD.

**Table 2:**
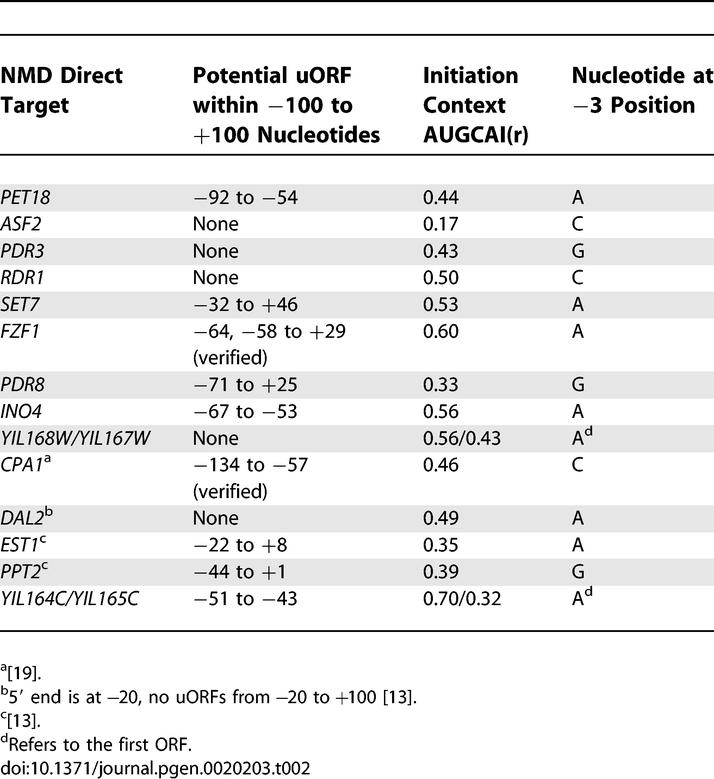
Evaluation of the Likelihood of Direct Targeting by Known Mechanisms

In contrast, changing the UGA stop codon at the end of *YIL168W* to a sense codon abolished targeting. In Nmd^−^ strains, the abundance of *YIL168W* mRNA increased by more than 5-fold (Figure 6C). The difference in abundance was substantially reduced when the stop codon was replaced with a sense codon. The FCRs at *n* = 3 for the abundance of *YIL168W, yil168w-GGA,* and *yil168w-AGA* were 5.3 ± 0.4, 2.1 ± 0.6, and 1.6 ± 0.3, respectively. The half-life of *YIL168W* was 1.1 ± 0.4 and 5.2 ± 0.5 min in Nmd^+^ and Nmd^−^ strains, respectively (Figure 6D). The half-life of *yil168w-AGA* was 5.5 ± 1.5 and 6.9 ± 0.4 min in Nmd^+^ and Nmd^−^ strains, respectively. The FCRs for the half-lives of *YIL168W* and *yil168w-AGA* RNAs were 5.0 ± 1.4 (*n* = 3, *p* = 0.004) and 1.3 ± 0.3 (*n* = 3, *p* = 0.15), respectively. Using *p* = 0.05 as the cutoff, the results indicate that altering the stop codon to a sense codon abolishes targeting. Therefore, the stop codon targets *YIL168W* for NMD.

Our results and the results of others [13] suggest that transcripts produced from TY elements are sensitive to NMD. However, evaluating the basis of the NMD-sensitivity is complicated for two reasons. Different classes of elements show significant sequence similarity causing the probe sets tiled on arrays to exhibit extensive cross-hybridization. Also, some of the TY-related probe sets anneal to LTRs, but the LTRs are found not only at the ends of intact TY elements but also as solo LTRs that lack an adjacent intact element.

To determine whether full-length TY transcripts containing adjacent out-of-frame dORFs are targeted by NMD due to the presence of an internal stop codon, steady-state Northern blots were analyzed using a probe that uniquely hybridizes to transcripts produced from the two known genomic copies of TY3 (see Materials and Methods). When TY3 RNA levels were compared in Nmd^−^ and Nmd^+^ strains, the FCR with respect to abundance was 1.1 ± 0.2 (*n* = 4, *p* = 0.4), indicating that the accumulation of TY3 mRNA is not affected by NMD. Transcripts produced from the two identical genomic copies of TY3 are therefore insensitive to NMD. Furthermore, the internal stop codon in TY3 transcripts fails to trigger NMD. Although it is not yet clear why TY-specific probe sets are heavily represented among NMD-sensitive targets, some possibilities are presented in the discussion based on the observation that most of the NMD-sensitive TY-related probe sets correspond to LTRs.

### Targeting through Translation of uORFs

NMD-sensitive transcripts were examined with respect to uORFs that might potentially trigger NMD (Figure 7). The sequence upstream of *FZF1* indicates the presence of a uORF with two potential AUG start codons at −64 and −58 followed by an in-frame stop codon ending at position +29 (Figure 7A). To determine whether the *FZF1* uORF plays a role in targeting, the two ATG start codon sequences were changed to AGG singly or together to create the mutant alleles *fzf1-Δ1, fzf1-Δ2,* and *fzf1-Δ1,-Δ2.* The evidence described below indicates that *FZF1* mRNA is targeted for NMD by the uORF.

**Figure 7:**
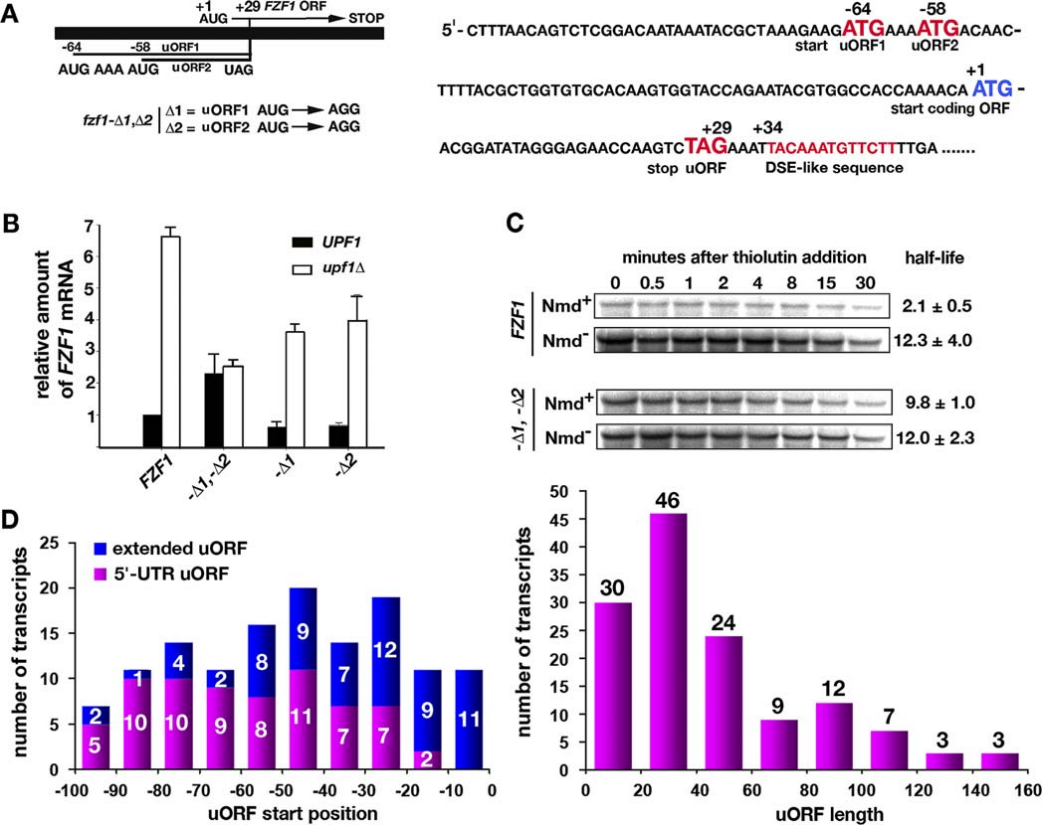
Targeting through uORFs (A) Two uORF start codons are present in the *FZF1* sequence. The uORF stop codon is located upstream of the start codon of the coding ORF in the −1 reading frame. The position of a sequence resembling a downstream element reported to be required for NMD [78,79] is shown. uORF start codons were changed to AGG sense codons. DSE, downstream element. (B) Steady-state RNA levels for *FZF1, fzf1-Δ1, fzf1-Δ2,* and *fzf1-Δ1,-Δ2* determined by Northern blotting. (C) Comparison of *FZF1* and *fzf1-Δ1,-Δ2* RNA half-lives in Nmd^+^ and Nmd^−^ strains. Half-lives, FCRs, and *p*-values were calculated for *n* = 5. (D) Potential uORFs with end points between −100 and +100 nucleotides of predicted direct targets as a function of start position and total length. Left: upper and lower numbers refer to uORFs that end downstream and upstream of the coding ORF start codon, respectively.

A 6.6 ± 0.3 (*n* = 3, *p* =.005) -fold change in the relative abundance of the wild-type *FZF1* mRNA was observed when Nmd^+^ and Nmd^−^ strains were compared (Figure 7B), confirming that *FZF1* mRNA is a target of NMD. Fold changes in the levels of the mRNAs produced from the *fzf1-Δ1* and *fzf1-Δ2* single mutant alleles (FCR = 5.9 ± 0.9, *n* = 3, *p* = 0.006; FCR = 5.9 ± 0.6, *n* = 3, *p* = 0.002, respectively) were similar to that found for *FZF1* mRNA, suggesting that these mRNAs were also targets of NMD. However, the fold change in abundance was abolished in the *fzf1-Δ1,-Δ2* double mutant (FCR = 1.1 ± 0.2, *n* = 3, *p* = 0.21), indicating that sensitivity to NMD might be dependent on uORF translation. An additional observation inherent in the data was that overall reductions in mRNA levels were evident in both single and double mutants in both Nmd^+^ and Nmd^−^ strains, suggesting that mutations in the DNA corresponding to the uORF start codons affected mRNA abundance by a second mechanism that was independent of NMD.

To further examine the sensitivity of the double mutant mRNA to NMD, the half-lives of *FZF1* and *fzf1-Δ1,-Δ2* were compared in Nmd^+^ and Nmd^−^ strains. In the representative set of experiments shown in Figure 7C, *FZF1* mRNA had a half-life of 2.1 ± 0.5 min in the Nmd^+^ strain and 12.3 ± 4.0 min in the Nmd^−^ strain. The FCR was 5.9 ± 1.3 (*n* = 3, *p* = 0.005). Using a *p* = 0.05 cutoff, the results confirm that *FZF1* mRNA is a direct target of NMD. The mRNA produced in the *fzf1-Δ1,-Δ2* double mutant had a half-life of 9.8 ± 1.0 min in the Nmd^+^ strain and 12.0 ± 2.3 min in the Nmd^−^ strain. The FCR was 1.2 ± 0.1 (*n* = 3, *p* = 0.121). Using a *p* = 0.05 cutoff, the results show that the NMD-dependent change in half-life observed for wild-type *FZF1* mRNA was abolished in the double mutant. This result supports the conclusion that translation of the uORF is required for the targeting of *FZF1* mRNA. This is the first demonstration of a uORF required for targeting that starts in the 5′ leader and terminates in the coding ORF.

To estimate the number of NMD-sensitive protein-coding mRNAs targeted by uORF translation, an algorithm was used to screen direct targets of NMD for uORFs that start and end between nucleotides −100 and +100 relative to the coding ORF AUG. Uncertainties were inherent in the screen because the locations of most transcription start sites are unknown, but those that have been mapped are typically within 100 nucleotides of the coding ORF AUG. The median length of known 5′-UTRs is 61 nucleotides [34], and >95% of 5′-UTRs are <100 nucleotides in length [35]. 135 of the 220 predicted direct targets of NMD contained a putative uORF (including *CPA1,* which has a leader longer than 100 nucleotides) (Figure 7D). 

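*CPA1*, coding for a subunit of carbamoyl phosphate synthetase, had a fold of 2.78 at 0 min (log2 1.48, standard error 0.37) and did not pass the test by limma (adjusted p = 0.0673), while SAM called it higher. The fitted half-lives were 6.65 min in Nmd+ and 49.0 min in Nmd- (exact permutation test over single courses, two-sided, p = 0.1, the smallest that 3 against 3 courses allow), with an FCR of 7.36 and a direct call when adjusted over the probe sets of Table S2. The FCR was 1.40 with an exponent of 0.155 per time point and 0.233 with the first 20 min.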

85 transcripts were devoid of uORFs. 70 transcripts had a uORF that was self-contained in the 5′-UTR (including *CPA1*), and 65 had a uORF that terminated translation out-of-frame in the coding ORF. Potential uORFs for the transcripts listed in Table 1 are described in Table 2. Potential uORFs identified among direct targets of NMD are listed in Table S10.

### Targeting through Out-of-Frame Initiation of Translation

*SPT10* mRNA is targeted for degradation by NMD because translating ribosomes frequently bypass the coding ORF AUG due to a suboptimal context, scan to a downstream AUG in an alternate reading frame, and initiate translation. Termination of translation at an out-of-frame stop codon triggers NMD [20]. Whether this mechanism, referred to as “leaky scanning,” is responsible for targeting other transcripts for NMD remains unverified.

The context surrounding an AUG initiation codon is believed to influence the efficiency of translation initiation, especially the nucleotide at the −3 position [36,37]. The context relevant to initiation includes the −6 to +6 nucleotides based on the frequencies of nucleotide usage around the AUG start codons of a set of highly expressed genes. The consensus for optimal initiation is (A/U_−6_)A(A/C)AA(A/C)AUGUC(U/C_+6_) [38]. A codon adaptation index (A_UG_CAI) was previously developed to evaluate all possible context sequences based on frequency of nucleotide usage at each nucleotide position [39]. To test the generality of the leaky scanning model for NMD targeting, we revised the CAI to create an index A_UG_CAI(r) ranging from 0 to 1 based on the weighted contribution of each context position and the relative frequency of nucleotide use at each position (Materials and Methods and Table S11). The relative importance of each context nucleotide is summarized by a Web logo (Figure 8).

**Figure 8:**
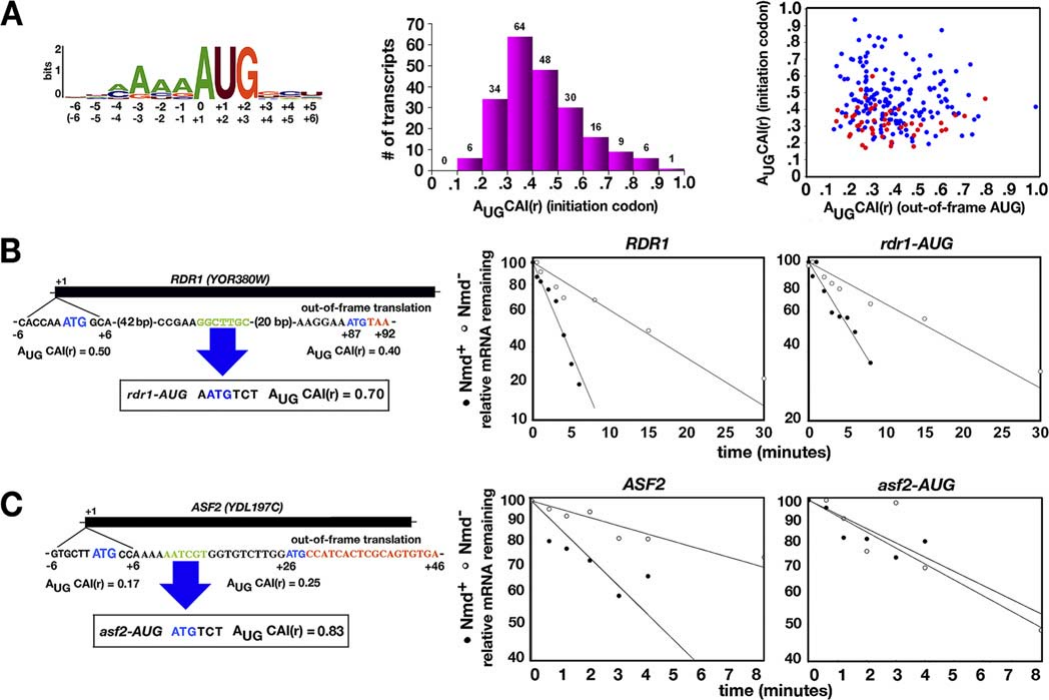
Targeting through Out-of-Frame Initiation of Translation (A) A_UG_CAI(r) scores were calculated to evaluate the influence of context on the efficiency of translation initiation. The bit score indicates relative sequence conservation at a given nucleotide position and the height of nucleotide symbols indicates the frequency of nucleotide use. Standard numbering (parentheses) differs from Web logo numbering. The bar chart shows the distribution of A_UG_CAI(r) scores for protein-coding transcripts that satisfy criteria for targeting by leaky scanning. The dot plot shows the distribution of candidate transcripts where the A_UG_CAI(r) score of the initiator AUG is plotted against the score for the downstream out-of-frame AUG. Red dots correspond to transcripts considered to be likely candidates for leaky scanning based solely on the presence of U or C at the −3 position. (B) Sequence changes in *RDR1* DNA and comparison of *RDR1* and *rdr1-AUG* transcript half-lives in Nmd^+^ and Nmd^−^ strains. (C) Sequence changes in *ASF2* DNA and comparison of *ASF2* and *asf2-AUG* transcript half-lives in Nmd^+^ and Nmd^−^ strains.

A_UG_CAI(r) scores were calculated for predicted direct targets of NMD (Figure 8A, bar graph and Table S12). To visualize the effects of the scoring method, A_UG_CAI(r) scores were compared with a simpler system to evaluate the initiation context based solely on the nucleotide at the −3 position, where U or C are considered bad context and A or G are considered better context [20] (Figure 8A, dot plot). Red dots represented by transcripts with a sub-optimal −3 context (U or C) are skewed on the y-axis towards low A_UG_CAI(r) scores, but are distributed across a broad range between 0.2 and 0.6. When the context of the second out-of-frame AUG was evaluated (x-axis), the transcripts were also skewed towards low A_UG_CAI(r) scores but with an even broader range between 0.1 and 0.8. The results suggest that an index based solely on nucleotides at −3 position is an inadequate predictor of the efficacy of translation initiation. The revised index is an improvement because it distinguishes initiation contexts with the same −3 nucleotides. The results also show that the A_UG_CAI(r) scores for the second out-of-frame AUG are not necessarily higher than the scores for the first AUG.

The A_UG_CAI(r) for *SPT10* initiation codon is 0.32. For *EBS1,* which is not targeted by leaky scanning [40], the A_UG_CAI(r) for the initiation codon is 0.44. We therefore anticipated that transcripts with scores ≥0.44 might be poor candidates for leaky scanning and those with scores ≤0.32 or lower might be good candidates. To further test whether A_UG_CAI(r) is a predictor of leaky scanning, *RDR1:* A_UG_CAI(r) = 0.50 and *ASF2:* A_UG_CAI(r) = 0.17. mRNAs were analyzed using a genetic approach. In each transcript, sequences in between the first and second AUG codons were altered to create a new in-frame AUG codon in a good context: A_UG_CAI(r) = 0.70 for *rdr1-AUG* and 0.83 for *asf2-AUG*. The mutant alleles were analyzed by comparing transcript abundance and half-lives in Nmd^+^ and Nmd^−^ strains (Figure 8B and 8C). If leaky scanning targets *RDR1* or *ASF2* mRNA for NMD, the new AUG codon should abolish the effects of NMD on RNA abundance and half-life.

The results show that leaky scanning is not a likely targeting mechanism for *RDR1* mRNA. When Nmd^+^ and Nmd^−^ strains were compared, the change in abundance was 1.8 ± 0.2 (*n* = 3, *p* = 0.001) for *RDR1* mRNA and 1.7 ± 0.4 (*n* = 3, *p* = 0.014) for *rdr1-AUG.* Using a *p* = 0.05 cutoff, the results show that mRNA abundance is not affected by the introduction of the new AUG codon. In a representative experiment (Figure 8B), the *RDR1* half-life was 3.9 ± 1.8 min in the Nmd^+^ strain and 12.6 ± 1.0 min in the Nmd^−^ strain. The FCR for half-life was 3.6 ± 1.6 (*n* = 3, *p* = 0.02), confirming prior results (Table 1) showing that *RDR1* mRNA is a direct target of NMD. The half-life of *rdr1-AUG* mRNA was 4.7 ± 0.8 min in the Nmd^+^ strain and 12.1 ± 3.6 min in the Nmd^−^ strain. The FCR for the *rdr1-AUG* half-life was 2.6 ± 0.4 (*n* = 3, *p* = 0.001). These results indicate that the introduction of a new AUG in a good context had no effect on mRNA half-life. The A_UG_CAI(r) score of 0.50 for the *RDR1* mRNA start codon is not low enough to trigger leaky scanning.

By contrast, leaky scanning is a likely targeting mechanism for *ASF2* (A_UG_CAI(r) = 0.17). When Nmd^+^ and Nmd^−^ strains were compared, the change in abundance was 1.8 ± 0.3-fold (*n* = 3, *p* = 0.003) for *ASF2* mRNA and 1.1 ± 0.2-fold (*n* = 3, *p* = 0.2) for *asf2-AUG* mRNA. Using a *p* = 0.05 cutoff, the results suggested that the introduction of the new AUG codon abolished the effect of NMD on *ASF2* abundance. In a representative experiment (Figure 8C), the *ASF2* half-life was 4.4 ± 0.3 min in the Nmd^+^ strain and 11.6 ± 4.8 min in the Nmd^−^ strain. The FCR for the half-life was 2.6 ± 0.9 (*n* = 3, *p* = 0.03). The half-life of *asf2-AUG* mRNA was 7.2 ± 1.7 min in the Nmd^+^ strain and 7.7 ± 2.7 min in the Nmd^−^ strain. The FCR for the half-life was 1.1 ± 0.03 (*n* = 3, *p* = 0.3). Since the abundance and the half-lives were statistically indistinguishable using a *p* = 0.05 cutoff, the results show that the sensitivity of *ASF2* mRNA to NMD was abolished in the *asf2-AUG* mutant. The results suggest that NMD-mediated degradation of *ASF2* mRNA is triggered by leaky scanning. Inefficient translation initiation at the *ASF2* mRNA start codon is reflected by the relatively low A_UG_CAI(r) score of 0.17.

## Discussion

This paper describes how to estimate relative rates of RNA decay on a global scale by monitoring RNA abundance on DNA arrays at time intervals following a block that prevents further transcription. Furthermore, methods were developed to estimate the proportion of direct targets with altered decay rates versus indirect targets with unaltered decay rates among 607 SAM-selected RNA targets of NMD that rose in abundance when the NMD pathway was inactivated. To estimate RNA decay rates on a global scale, alternative kinetic models describing rates of decay were tested. In order to be of practical use, data fitting had to be accomplished within the constraints imposed by limits on the number of time points used to monitor the disappearance of RNA following inhibition of transcription.

Our general experience from conventional decay rate experiments is that deviations from exponential first-order decay are commonplace. It was important that decay models recognize departures from first-order caused either by features of experimental design or biological origin. The models we considered, the methods for testing them, and the criteria for selecting an appropriate non-first-order decay model are described in detail in Text S1. In addition, the statistical methods used to control for experimental error by normalization of data to stable reference RNAs are described. Normalization procedures were needed to permit useful array-to-array, time point-to-time point, and strain-to-strain comparisons of the data.

After the normalization step, a non-first-order decay model was implemented using least squares estimations of the parameters including the decay rate (*β*_1_) for the 607 SAM-selected NMD targets. Extensive searching of *β*_1_ in a proper interval was performed. 

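Among the 606 probe sets of Table S2 that could be read, the half-life lay at 100 min, the upper end of the search, for 6 in Nmd- and 30 in Nmd+, and at the lowest value of the grid for 22 and 35. *MAL31* and *ARN1* were at the upper end in both strains and *PDR8* in Nmd+, while *ASF2* and *YRR1* were at the lower end in Nmd+. Under an exponent of 0.155 per time point, 1 half-life in Nmd+ and none in Nmd- lay at an end, and those in Nmd- ran from 2.15 to 15.7 min.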

Notably, none of the *β*_1_ decay rate estimates for the 607 targets hit the boundary of the interval, implying adequacy of model fitting. To our knowledge, this estimation procedure is a novel contribution. A likelihood ratio test was used to compare *β*_1_ in Nmd^+^ and Nmd^−^ strains. This standard tool in regression setting was successfully applied in our data analysis. The results indicate that 47%–48% of the protein-coding mRNAs that are targeted by NMD are direct targets. 

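Among 267 probe sets of single protein-coding genes that were higher at 0 min, 80 (30.0%) were direct, with *STN1*, *NMD4*, *FRE2* and the telomerase subunit gene *EST3* among them. The share was 48.3% without the 0 min arrays, 47.9% with a fit on log2 values and 45.7% with an exponent of 0.155 per time point, but 8.24% with no reference line, 10.9% without Nmd- replicate 2, 10.9% without Nmd+ replicate 3 and 0% by the likelihood ratio test with 1 residual variance (13 of the 397 at an unadjusted p under 0.05). Of 32 probe sets that match several genes, 5 (15.6%) were direct.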

We also estimated the proportion of direct targets using a novel application of maximum likelihood. At the 95% confidence level, maximum likelihood predicts a similar frequency of direct targets estimated to be 45% ± 5% of the SAM-selected NMD-sensitive targets.

In *S. cerevisiae,* RNA accumulation levels vary over a >1,000-fold range and decay rates vary from several minutes to several hours. Accumulation levels and decay rates do not always correlate with each other [41]. Although NMD-sensitive RNAs tend to be present at low abundance [14], there was no prior basis for assuming a similar skew toward rapid decay. Because of this, time points in the global decay rate experiment were distributed over 1 h to capture a broad range of rates with sufficient data points but at the expense of accurately describing rapid decay rates for short-lived RNAs. Our high-throughput study revealed that NMD-sensitive RNAs tend to be both non-abundant and short-lived. 

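The fitted half-lives of the 397 probe sets higher in Nmd- had medians of 11.7 min in Nmd+ and 32.4 min in Nmd-, against 19.5 and 46.6 min for the 8813 probe sets not called (permutation tests over probe sets, two-sided, p = 1e-05 for both strains, the smallest that the permutations can give). Without the 0 min arrays, on which the probe sets were chosen, the medians were 10.9 against 16.0 min in Nmd+ and 40.1 against 50.8 min in Nmd-. With an exponent of 0.155 per time point they were 6.35 against 7.15 min and 5.35 against 6.85 min. The order turned in Nmd+ with first-order decay (74.1 against 58.2 min) and with a fit on log2 values (81.7 against 60.8 min), and in Nmd- with no reference line (14.6 against 4.65 min). It also turned in Nmd- within scan period 1 (32.4 against 2.65 min, and 7.25 against 6.95 min with the exponent per time point), where each strain has 1 course and Nmd- has no array at 0 min. Probe sets are not independent replicates. No abundance is compared, because the signals of different probe sets depend on their probes.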

Many RNAs differentially disappeared in the Nmd^+^ strain in the first few minutes after inhibition of transcription, making them challenging to monitor on arrays.

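Between 0 and 4 min, the median log2 change of the 397 probe sets higher at 0 min was -0.06 ± 0.08 (SD, n = 3 courses) in Nmd+ and -0.22 ± 0.13 in Nmd-. At 20 min it was -0.01 ± 0.14 in Nmd+ and -0.29 ± 0.14 in Nmd-. The 0 min arrays from which these changes are taken are also those on which the probe sets were chosen, which lowers a fall in Nmd+ and raises one in Nmd-. The fitted half-life in Nmd+ was 1.25 min for *STN1* and 0.450 min for *SSA3*, a gene of the cytosolic Hsp70 family. Both are shorter than the 2 min to the next array, so the arrays do not resolve them. Single courses in Nmd+ gave 1.12 ± 1.52 min for *STN1* and 0.183 ± 0.231 min for *SSA3* (SD, n = 3). With the exponent of the reference line taken per time point, the fits gave 4.05 and 3.65 min. The median changes are relative to the average RNA, since the normalization makes all arrays alike in overall level.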

Some RNAs known to respond to NMD were excluded by SAM on statistical grounds and were not analyzed, including *CTF13, SPT10, ADR1,* and *PPR1* [13,14,17]. These are all known to be among the least abundant mRNAs. 

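*CTF13*, coding for a kinetochore protein, had a fold of 1.01 at 0 min (adjusted p = 0.974), the histone gene regulator *SPT10* 0.886 (adjusted p = 0.708) and *ADR1*, coding for an activator of glucose-repressed genes, 1.08 (adjusted p = 0.927). *PPR1*, coding for the activator of pyrimidine genes, had a fold of 1.62 (log2 0.69, standard error 0.25, adjusted p = 0.189), and none of the 4 passed the test. Their Nmd+ values on the log2 scale were 3.67 ± 0.25 (*CTF13*), 2.90 ± 0.13 (*SPT10*), 5.14 ± 0.83 (*ADR1*) and 5.98 ± 0.29 (*PPR1*) (SD, n = 3).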

The transcripts excluded in our study were also excluded in other global studies [13]. Although some NMD targets were not captured in the analyses, the results of all of the published global studies identify a large common subset of transcripts as being sensitive to NMD (Figure S2). More probe sets could have been captured using less stringent statistical parameters, but at the cost of low reliability. The 607 SAM-positive probe sets were deemed to constitute a sufficiently large fraction of NMD-sensitive targets to draw general conclusions.

The results from the global approach provided a starting point for conventional studies to learn more about how RNAs are targeted for NMD and about the relationship between direct and indirect targets. 18 transcripts were strategically selected for conventional studies to complement the high-throughput analysis of RNA decay rates. Using the global approach, the initial abundance at the time of thiolutin addition, intrinsic decay rates, differential decay rates, the distribution of time points, and methods of data fitting all influence the measurement of decay rates. Although these factors frequently converged to produce FCRs that were unexpectedly <1 in the global experiment when the results from Nmd^−^ and Nmd^+^ strains were compared, conventional analyses of decay rates consistently showed this to be an anomaly. Except for false discoveries, FCRs that were <1 in the global experiment were >1 in conventional experiments, indicating that the global approach accurately predicted direct targets within statistical limits.

### Targeting of dORFs by NMD

dORFs were uncovered as targets of NMD. Two dORFs shown to be direct targets of NMD were studied in an effort to understand the targeting mechanisms. Genetic analysis of *YIL164C/YIL165C,* consisting of in-frame ORFs separated by a 9-bp gap, revealed that translation termination at the *YIL164C* stop codon fails to trigger NMD. Leaky scanning is an unlikely targeting mechanism: A_UG_CAI(r) = 0.70. However, a putative uORF in the 5′-UTR could potentially be responsible for targeting (Table 2). The dORFs *YIL168W/YIL167W* are organized like *YIL164C/YIL165C* but without a gap. We found that the *YIL168W* stop codon targets the mRNA for NMD and is presumably recognized as a premature site for termination similar to premature termination events caused by nonsense mutations.

When a special class of dORFs were analyzed that are translated through programmed frameshifting, it was found that internal stop codons fail to trigger NMD. *EST3* mRNA *(YIL009C/YIL009C-A),* which codes for a telomerase regulator [42], was shown to be an indirect target of NMD [16], indicating that the *YIL009C* stop codon is not involved in targeting. *ABP140* mRNA *(YOR239W/YOR240W),* which codes for an actin-binding protein [43], was not identified as NMD-sensitive in three different genome-wide studies of NMD [13,14]. 

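Both *ABP140* probe sets had folds below 1 and did not pass the test (0.694 with adjusted p = 0.318 and 0.863 with adjusted p = 0.611). *EST3*, whose mRNA also needs a frameshift, rose 3.77-fold and 3.35-fold in its 2 probe sets (adjusted p = 0.00183 and 0.00394). Both were direct (FCR 3.40 and 3.77), and neither was with first-order decay (1.19 and 1.26) or with an exponent of 0.155 per time point (0.927 and 0.938).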

Most TY elements contain dORFs *(TYA/TYB)* that undergo contiguous translation by low-frequency programmed frameshift events [32,33]. Our results indicate that the TY3 transcript is insensitive to NMD, indicating that the *TY3A* stop codon is not involved in targeting. Overall, the results suggest that most stop codons associated with programmed frameshifting do not trigger NMD.

Most of the NMD-sensitive probe sets related to TY elements contain LTRs, including δ (11 probe sets), σ (1 probe set), and τ (12 probe sets). These LTRs are located as direct repeats at the ends of intact TY1/TY2, TY3, and TY4 elements, respectively. 

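Of the LTR probe sets that Table S2 names, 4 of 10 δ, 1 of 1 σ and 11 of 12 τ were called higher at 0 min by limma. Their median log2 changes were 1.05 (δ), 1.55 (σ) and 1.58 (τ).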

When intact elements recombine within LTR sequences, solo copies of the LTRs are left behind. Solo LTRs are found at 270 different locations in the genome. The LTR-related probe sets may detect NMD-sensitive RNAs that initiate at promoters in solo LTRs and extend into neighboring DNA. These transcripts most likely serve no functional purpose and are probably degraded due to the fortuitous presence of premature stop codons that trigger NMD. The degradation of these types of transcripts illustrates a role for NMD in RNA surveillance as opposed to its role in controlling the expression levels of transcripts that code for functional proteins.

### Targeting Mechanisms

NMD-sensitive protein-coding mRNAs were further examined to reveal what features of the RNAs cause direct targeting. Targeting by uORF termination and leaky scanning were examined in detail. Overall, the results suggest that these two mechanisms account for only a portion of direct targets.

*FZF1* mRNA is targeted for NMD by a translated uORF that starts in the 5′ leader and ends in the coding ORF. In order to abolish uORF translation and targeting for NMD, it was necessary to mutate two AUG start codons. Although the FCR for half-life in the double mutant fully accounted for the effect of NMD on the abundance of the wild-type mRNA, the single and double mutant mRNAs were generally reduced in abundance in both Nmd^+^ and Nmd^−^ strains. The 5′ end of *FZF1* mRNA is not known, but the AUG codons for the uORF could be near the 5′ end, and mutations at these sites might influence rates of transcription. This could potentially explain the NMD-independent effects on abundance that were observed. The only other verified uORF demonstrated to target a transcript for NMD is found in *CPA1* [19]. The *CPA1* uORF starts and ends in the 5′-UTR. These examples show that uORFs can target transcripts for NMD whether they are self-contained in the 5′-UTR or whether they extend into the ORF. The *CPA1* uORF is conserved in related species of yeast [35], but the *FZF1* uORF varies among related species. Three species contain one or the other of the two AUG uORF start codons in *FZF1* and five lack both AUG start codons. Thus, the mRNAs subject to uORF targeting show some evolutionary conservation but with some variation even among closely related species.

Among the 220 predicted direct targets of NMD, 135 transcripts contained a uORF potentially involved in targeting. After evaluating the median length, average distribution, and known positions of transcription start sites [34,35], the presence of translatable uORFs were ruled out for 16 transcripts, typically because transcription initiates downstream of the uORF start codon, leaving 119 candidates for uORF targeting. Among these, the uORFs in 63 transcripts were self-contained in the 5′ leader and the uORFs in 56 transcripts extended into and terminated in the coding ORF. In order for these uORFs to trigger NMD, they must be translated. 45 uORFs begin with translation start codons that reside in a poor context for initiation: A_UG_CAI(r) ≤ 0.32, leaving 74 uORFs with a likelihood of being translated. Overall, it appears highly unlikely that uORFs target more than 35% of direct targets for NMD.

Prior to this study, only one transcript, *SPT10,* has been demonstrated to use leaky scanning as a targeting mechanism [20]. This occurs when ribosomes fail to initiate and scan past the first AUG. NMD is triggered when translation initiation at a second out-of-frame AUG leads to premature termination at an out-of-frame stop codon. To estimate the frequency of use of leaky scanning as a targeting mechanism, a revised method was developed to evaluate context sequences surrounding AUG initiation codons that influence the efficiency of initiation. The codon adaptation index (A_UG_CAI) [39] was modified to account for the frequency of nucleotide usage at each context position and the weighted contribution of each nucleotide relative to the overall context. Candidate transcripts were ranked according to their A_UG_CAI(r) score. The best candidates for targeting by leaky scanning were presumed to be those transcripts with low A_UG_CAI(r) scores corresponding to a poor context for translation initiation.

We demonstrated that *ASF2* mRNA (A_UG_CAI(r) = 0.17) is targeted by leaky scanning. Although *RDR1* is a direct target, the index score is 0.50 and our results shows that leaky scanning is not the mechanism responsible for targeting. The finding that leaky scanning targets a second transcript increases the confidence that leaky scanning is a general mechanism dependent on the context surrounding AUG codons. Combined with previous results, *SPT10* mRNA with a score of 0.32 is targeted by leaky scanning [20], whereas the *EBS1* [40] and *RDR1* transcripts with scores of 0.44 and 0.50, respectively, are not targeted by leaky scanning.

The best candidates identified for leaky scanning were 53 transcripts with scores of ≤0.32 (Table S12). Combined with our analysis of uORFs, we estimate that approximately 100 transcripts out of the 220 direct targets are very likely to be targeted by one of these known mechanisms. 55 transcripts were identified as being very unlikely to be targeted by either mechanism. *RDR1* mRNA is a candidate for an alternative targeting mechanism since no uORFs were found and leaky scanning is an unlikely targeting mechanism. *PPR1* mRNA might also be targeted by an unknown mechanism [21]. It is possible that features of the 3′-UTR of some transcripts might play a role in targeting as a third mechanism based on the mutant allele *unc54(r293)* in *Caenorhabditis elegans,* which is deleted for 3′ UTR sequences and produces an NMD-sensitive transcript [44]. Further studies of the candidates for novel targeting mechanisms will be required to establish alternative mechanisms.

### Functional Relationships among NMD Targets

Striking new functional relationships are evident in the genomic data. 35% of the protein-coding NMD targets identified in this study can be organized around two central themes (Figure 9). 62 NMD-sensitive transcripts code for proteins involved in replication and maintenance of telomeres, chromatin-mediated silencing, and post-replication events related to the transmission of chromosomes during the cell division cycle: including recombination, synapsis, cohesion, disjunction, segregation of chromatids, and the formation and function of the spindle apparatus (Figure 9A). 36 transcripts are direct targets of NMD-sensitive and 26 are indirect targets. 16 NMD-sensitive transcripts were identified that code for proteins known to function in the replication and maintenance of telomeres or as chromatin remodeling factors that affect either global or local aspects of chromatin structure. Previously unrecognized NMD-sensitive transcripts affecting telomere replication and DNA silencing were uncovered, including *YKU80* mRNA coding for a subunit of the Ku complex that plays a role in telomere length maintenance [45], *SIR1* mRNA coding for a protein required for silencing of mating type cassettes [46], and *LRS4* mRNA coding for a protein required for rDNA silencing [47].

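*LRS4* was 1.77-fold higher at 0 min in Nmd- (adjusted p = 0.0463). *YKU80* had a fold of 1.55 (log2 0.63, standard error 0.18, adjusted p = 0.113) and the 2 probe sets of *SIR1* had folds of 1.70 and 1.07 (adjusted p = 0.102 and 0.946), and these did not pass the test. Of 33 probe sets of telomere maintenance genes, 6 were higher and 0 lower (7 higher and 1 lower when adjusted over the list alone), with *TEN1*, coding for a partner of Stn1, up 2.84-fold. Of 25 probe sets of silencing factors, 3 were higher (4 when adjusted over the list alone), those of *LRS4*, *ASF2* and *SAS2*. *LRS4* had half-lives of 6.85 min in Nmd+ and 52.6 min in Nmd- and was direct (adjusted p = 0.251). Its single courses had 5.25 ± 3.47 min in Nmd+ and 23.2 ± 39.2 min in Nmd- (SD, n = 3, exact permutation test over courses, two-sided, p = 0.7). The FCR of *LRS4* was 0.913 with an exponent of 0.155 per time point and 0.688 with first-order decay (at the upper end of the grid in Nmd+), and it was direct with neither. Over the courses *YKU80* had 30.3 and 6.05 min (exact permutation test over courses, two-sided, p = 0.9) and was direct when adjusted over the probe sets of Table S2.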

**Figure 9:**
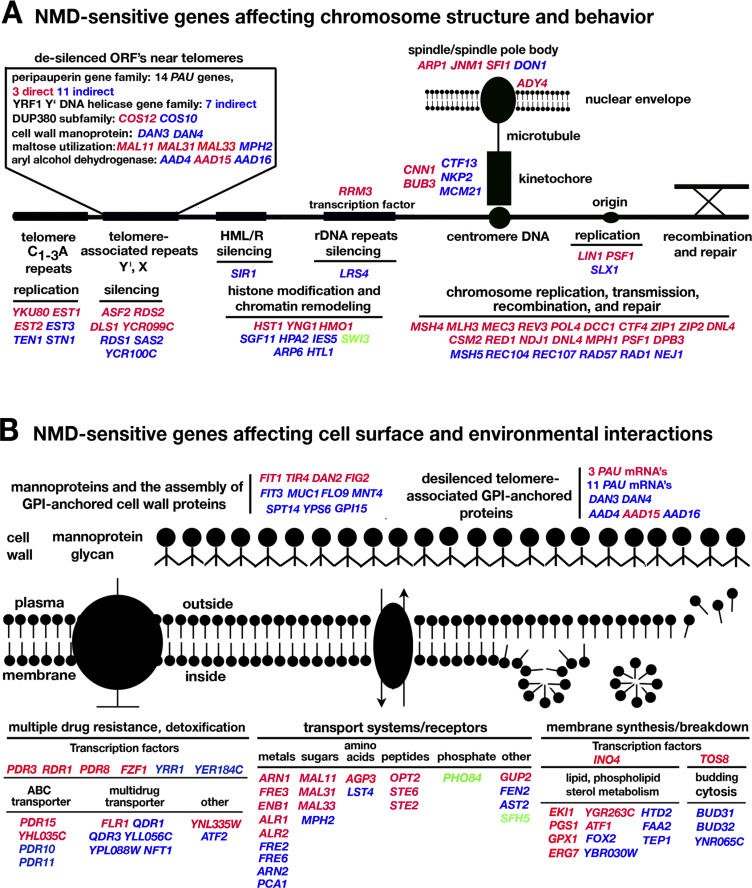
Networks of NMD-Sensitive Transcripts (A) Summary of NMD-sensitive genes coding for proteins that affect chromosome structure and behavior, including telomere replication and maintenance, chromatin silencing, replication, recombination, repair, components of the spindle apparatus such as the kinetochore and spindle pole body, and chromosome transmission. Among these, 32 probe sets detected RNAs expressed at higher levels due to de-silencing of repeated genes in six multi-gene families whose members are located in the sub-telomeric repeats near chromosome ends. (B) Summary of NMD-sensitive genes coding for proteins that affect the cell surface and environmental interactions, including surface receptors for signal transduction, macromolecular transport, synthesis breakdown of the plasma membrane, cell wall mannoproteins, and the MDR system for cellular defense against toxins. Transcripts that increase in abundance in Nmd^−^ strains are indicated in red for direct targets with altered decay rates and blue for indirect targets with unaltered decay rates. Targets that decrease in abundance in Nmd^−^ strains are indicated in green.

Evidence for NMD-mediated effects on telomere replication and silencing of telomere-proximal reporters was previously reported [16]. 

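By gene name, 64 probe sets detect 6 subtelomeric gene families, and 25 of them were higher in Nmd- and 0 lower. The seripauperin (*PAU*) family led with 16 of 22 probe sets (median log2 1.15), followed by the aryl-alcohol dehydrogenase (*AAD*) family with 5 of 6 (median 1.49) and the *MAL* genes with 2 of 5. Of 23 *COS* (*DUP380*) probe sets, 1 was higher, that of *COS12*, and of 6 *DAN* and *TIR* probe sets, 1 was higher, that of *TIR4*. The 2 probe sets that match *YRF1* genes by name had log2 changes of -0.29 and 0.21, and neither limma nor SAM called them. The families together shifted upward (camera p = 7.2e-18, and p = 0.0178 with an estimated correlation). They are the families that the paper names as higher on these same arrays, so this shift is not independent evidence. SAM called 30 of the probe sets higher. Of all of them, 41 match 1 gene and the rest match several, so that members which share sequence cannot be told apart.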

In this study, we identified 32 probe sets that detected increased levels of the RNA products of repeated genes located in the sub-telomeric repeats near chromosome ends. The probe sets, which corresponded to genes at one or both ends of 15 out of the 16 haploid chromosomes, include representatives of the *PAU* [48], *DUP380* [49], *DAN* [50], *MAL* [51], *AAD* [52,53], and *YRF* [54] multi-gene families. Most of these transcripts were predicted to be indirect targets of NMD (the exceptions could be false discoveries). 

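Of the 25 probe sets of these families that were higher, 24 were not called direct, among them the 16 *PAU* probe sets, *COS12*, *TIR4* and *MAL11*. The direct call was the probe set of *AAD15*, with an FCR of 10.5. An exponent of 0.155 per time point made 11 of the 25 direct.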

As expected for genes located in silent chromatin, the RNAs were barely detectable in Nmd^+^ strains. 

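In Nmd+ at 0 min, the 25 higher probe sets of these families had log2 values from 3.07 to 8.14. *COS12* had 3.27 ± 0.36 in Nmd+ and 6.02 ± 0.31 in Nmd-, and *MAL31* had 4.43 ± 0.33 and 6.92 ± 0.23 (SD, n = 3). The deposited values hold no detection calls, and the signals of different probe sets depend on their probes, so that these values do not tell whether an RNA was detected in Nmd+. Of the 22 *PAU* probe sets, 10 match 1 gene, so a signal in Nmd+ is often not that of a single locus.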

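On the right end of chromosome II, where *MAL31* lies, the *MAL33* probe set of 1 gene had a fold of 1.37 (adjusted p = 0.428). A *MAL33* probe set that matches 2 genes was higher (2.55-fold, adjusted p = 0.00767). In addition, 2 probe sets that detect *DAN3* (*PAU24* in the annotation) with other genes rose 2.61-fold and 2.22-fold. On chromosome VII, *COS12* rose as given above, with 4 of 5 probe sets that include *PAU11*. Probe sets shared by *PAU6*, *PAU18* and *PAU20* were higher (3 of 3, folds 2.51, 2.09 and 2.47). *COS10* was not called in its 4 probe sets (folds 1.76, 2.20, 1.64 and 1.53, adjusted p from 0.0688 to 0.387). Of 6 *YRF1* probe sets named in Table S2, which is a list chosen for being higher in these arrays, 3 were higher (2.14-fold, 2.10-fold and 2.06-fold), and the *AAD15* probe set rose 2.35-fold.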

Clusters of telomere-proximal genes residing next to each other that were co-expressed in Nmd^−^ strains included *DAN3, MAL31,* and *MAL33* on C2R, *PAU11* and *COS12(DUP380)* on C7L, *PAU18* and *YRF1* on C12L, *PAU6* and *COS10* on C14R, and *PAU20* and *AAD15* on C15L. We propose that regional de-silencing is the underlying mechanism for the expression of telomere-proximal genes in Nmd^−^ strains.

Interestingly, many of the telomere-proximal repeated genes are naturally de-silenced under anaerobic growth conditions. In Nmd^−^ strains, unscheduled de-silencing occurs under conditions of aerobic growth. The *YRF* genes differ from other telomere-proximal repeated gene families in that expression occurs when the telomere replication machinery is compromised, as is the case in Nmd^−^ strains [16]. It was suggested that the putative DNA helicase encoded by the *YRF* genes may function in protecting the integrity of chromosome ends [54]. These findings build on the previous results showing that disruption of NMD reduces the number of hexameric DNA repeats at telomeres and de-silences reporters inserted near telomeres [16]. RNAs that increase in abundance due to de-silencing constitute a previously unrecognized class of indirect targets of NMD.

The dynamics of the plasma membrane and cell wall is another central theme evident among the targets of NMD. 71 NMD-sensitive transcripts (including some of the sub-telomeric de-silenced transcripts mentioned above) code for proteins that have an impact on communication with the extracellular environment, including synthesis and breakdown of the plasma membrane, plasma membrane receptors involved in signal transduction, transport of macromolecules and nutrients, cell wall proteins, and cellular defense (Figure 9B). Of these, 32 are direct targets. 13 NMD-sensitive transcripts, including one transcription factor, *INO4,* code for proteins involved in fatty acid and phospholipid metabolism. 

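Of 38 probe sets for phospholipid and fatty acid synthesis, 2 were higher at 0 min in Nmd- and 0 lower (2 and 0 when adjusted over the list alone). The higher ones were *INO4*, coding for an activator of phospholipid genes, and the ethanolamine kinase gene *EKI1*, up 2.29-fold (adjusted p = 0.0261). The fatty acid synthase gene *FAS1* had a fold of 0.481 (adjusted p = 0.211) and the inositol transporter gene *ITR2* 1.36 (adjusted p = 0.219). The list as a whole had a median of -0.15 (camera, adjusted p = 0.528).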

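*STE6*, coding for a pheromone exporter, was 2.37-fold higher and *STE2* 2.02-fold higher at 0 min in Nmd- (adjusted p = 0.0464 and 0.0209). Among the α-specific genes, *STE3* had a fold of 0.792 (adjusted p = 0.571) and *SAG1* of 0.841 (adjusted p = 0.711). *STE2* had half-lives of 20.8 min in Nmd+ and 49.7 min in Nmd- (adjusted p = 0.637) and *STE6* of 52.6 and 30.9 min (adjusted p = 0.905), and neither was direct. With an exponent of 0.155 per time point both were direct with FCRs of 0.772 (*STE2*) and 0.641 (*STE6*).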

Two transcripts required for mating, *STE6* coding for the **a**-factor membrane transporter [55] and *STE2* coding for the α-factor membrane receptor [56], are direct targets of NMD. 21 transcripts code for proteins that transport nutrients and small molecules across the plasma membrane.

Transcripts coding for cell wall mannoproteins, the enzymes for assembling GPI anchors (glycosylphosphatidylinositol) that attach mannoproteins to the cell wall, and cell wall regulators are targets of NMD [57]. The genes for these proteins are unusual because they contain Ser-Thr repeats that expand and contract in their copy number leading to proteins of differing size and antigenicity [58]. Also, many of the NMD-sensitive genes in telomere-associated silent regions code for GPI-anchored cell wall mannoproteins.

A surprising number of NMD targets play central roles in multi-drug resistance (MDR), a phenomenon observed in organisms ranging from yeast to humans, which involves complex mechanisms of intracellular reorganization to remove or sequester toxins and other agents that threaten cell viability. MDR, which is clinically relevant and is a major cause of the failure of chemotherapy in cancer patients [59], is controlled by a complex network of transcription factors that auto-regulate their own synthesis, regulate each other, and regulate the expression of ATP-binding cassette transporters, permeases, and genes involved in lipid metabolism. 

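Of 34 probe sets for pleiotropic drug resistance, 7 were higher and 2 lower at 0 min in Nmd- (9 higher and 6 lower when adjusted over the list alone). Besides *RDR1*, *YRR1* and *PDR8*, the fluconazole transporter gene *FLR1* was 4.98-fold higher (adjusted p = 0.00156) and the transporter gene *PDR10* 2.93-fold higher (adjusted p = 0.0103), and both probe sets of the transporter gene *YOR1* were lower. *FLR1* and *PDR10* were not direct targets by the decay fits. The list as a whole did not shift (median log2 0.02, camera, adjusted p = 0.437).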

NMD targets key transcription factors that control MDR, especially *PDR3* [60], *PDR8* [61], *RDR1* [62], and *YRR1* [63]. The transcription factor *FZF1,* which is sensitive to NMD due to uORF targeting, is part of the MDR network that causes a cellular response to the presence of nitric oxide leading to detoxification. 

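*YNL335W*, detected by a probe set that matches 2 genes, had a fold of 1.70 at 0 min in Nmd- (log2 0.77, standard error 0.20, adjusted p = 0.0756) and did not pass the test.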

*FZF1* transcription, which decreases in strains carrying a mutation in *PDR3* [64], controls the expression of the five genes including the NMD-sensitive transcript *YNL335W* [65].

The levels of the transcripts coding for the Upf proteins do not appear to change during the environmental stress response in which yeast cells adapt to the sudden exposure to suboptimal environments through global changes in the gene expression program [66]. However, like the transcripts affected by NMD, many of the transcripts affected by the environmental stress response code for proteins that influence chromosome dynamics and cell surface dynamics. To explain why so many NMD-sensitive mRNAs code for proteins that influence both chromosome and cell surface properties, we suggest a possible connection between NMD and the environmental stress response that might involve post-transcriptional regulation of the Upf proteins. Further studies will be required to substantiate whether this model has merit.

### Extension of Global Methods to Other RNA Decay Pathways and Other Organisms

Using our methods it should be immediately possible to examine other RNA decay pathways on a global basis in yeast using appropriate mutants. Furthermore, recent evidence from steady-state expression profiling of human cell lines indicates that numerous RNAs are up-regulated when cells are depleted of hUPF1, including transcripts that contain 5′ uORFs, alternatively spliced nonsense RNAs, transposons, and retroviruses [67]. Using our methods for global analysis of decay rates, these findings could be extended to distinguish direct versus indirect targets. In theory, global RNA decay rates could be monitored in any multi-cellular eukaryote where cell lines are available and could be employed to examine a multiplicity of mRNA decay pathways, including but not limited to NMD. We anticipate that global decay rate experiments will provide a wealth of new information on RNA surveillance and post-transcriptional control mechanisms.

## Materials and Methods

### Strains and genes.

The strains used in this study are listed in Table S1. The sources of RNA for global gene expression studies were the congenic Saccharomyces cerevisiae strains S288C and YRZ1. S288C has a functional NMD pathway and is referred to throughout as the wild-type strain. Strain YRZ1, which is defective for NMD because it carries the null allele *upf1Δ::KanMX4,* is referred to throughout as the *upf1^−^* strain. It was shown previously that null alleles of *UPF1, UPF2, UPF3,* or all three genes affect abundance of the same subset of transcripts [14].

### Bioinformatics.

The 96 raw image files (.CEL) were processed using the method of robust multichip average [24] to remove non-biological variation between arrays resulting in background adjusted, normalized signals summarized as ln(PM) (perfect match) values for each transcript. 

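The deposited values run from 1.15 to 14.16. The highest lies above the natural log of the largest 16-bit intensity, so the values were used as log2 values. *PHO84* (10.73 ± 0.85, SD, n = 3, in Nmd+ at 0 min) and *TDH1* (11.51 ± 0.25) are examples of values inside this range.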

Several alternative mathematical models describing the kinetics of RNA decay were evaluated using both simulated and actual array data to determine the model giving the best fit. The models, methods for testing the models, and other bioinformatic methods used to analyze array data are described in detail in Text S1. Genomic DNA sequences were retrieved from the *Saccharomyces* Genome Database (http://www.yeastgenome.org). Transcription factors and target genes are described in the Promoter Database of S. cerevisiae (http://rulai.cshl.edu/SCPD). The yeast transcriptome data [68] were downloaded from http://web.wi.mit.edu/young/pub/data/orf_transcriptome.txt. The RNA sequence alignment to generate the AUG initiation context was done by using the logo generation form at http://weblogo.berkeley.edu/logo.cgi. The database for transcriptional start sites in S. cerevisiae is available at http://data.cgt.duke.edu/5sage.php.

### Verification of maximum likelihood estimation.

Bootstrapping was used to validate the maximum likelihood method used to estimate the proportion of direct targets (Figure S1). 607 data points were randomly sampled from the 607 *p*-values with replacement, and *η* was estimated using the same fˆ^(1)^(*p*) and maximum likelihood method as described in the Results. The process of re-sampling and estimation was repeated 1,000 times to get a distribution of ηˆ. The distribution was very close to a normal distribution, with the mean at 0.449521, 2.5% percentile at 0.39, and 97.5% percentile at 0.508. These numbers are very close to the inference of *η* obtained using the theoretical derivation. The empirical fˆ^(1)^(*p*) using linear interpolation of 14 known direct targets (Table 1) was not strictly isotonic in the interval [0, 1]. Isotonic regression was used to obtain a revised empirical distribution denoted as ĝ^(1)^(*p*). Using this modified empirical distribution ĝ^(1)^(*p*) to replace fˆ^(1)^(*p*), the bootstrap procedure was repeated and similar results were obtained with the distribution of the mean at 0.46298, 2.5% percentile at 0.407, and 97.5% percentile at 0.522. This indicates that the inference of *η* is robust.

### RNA methods.

To prepare probes for array hybridization, cell cultures of S288C and YRZ1 were grown to mid-log phase (O.D. = 0.6) and harvested at 0, 2, 4, 6, 8, 10, 12, 15, 20, 25, 30, 35, 40, 45, 50, and 60 min after the addition of 10 μg/ml thiolutin (a gift from Pfizer, Inc., part number CP-4092), which inhibits transcription [69]. The effective concentration of thiolutin was established by assaying for growth inhibition and inhibition of transcription of selected transcripts. At each time point total RNA was isolated by hot phenol extraction [7]. Double-stranded cDNA was synthesized by two-step reverse transcription from 15 μg total RNA and 100 pmol oligo(dT) primer, purified by PLG-P/C extraction, precipitated with ethanol, and resuspended in 12 μl of RNase-free water. 5 μl of the reaction mixture was used to prepare biotinylated cRNA using the Enzo BioArray HighYield RNA transcript labeling kit (T7). Half of the in vitro transcription products were purified using Qiagen (http://www1.qiagen.com) RNeasy spin columns. The cRNA quantity was measured and adjusted as directed by the Affymetrix Technical Manual. 20 μg of biotinylated cRNA was fragmented using 6 μl of 5× fragmentation buffer in a 30-μl reaction and incubated at 94 °C for 35 min, mixed in a hybridization cocktail as described in the Affymetrix Technical Manual, and hybridized to a YG-S98 GeneChip array for 20 h. Following hybridization, the arrays were washed and stained using a GeneChip Fluidics Station 400 and scanned with a GeneArray scanner following the manufacturer's instructions. Three independent trials were performed using RNA from each of the two strains for 16 time points giving a total of 96 arrays.

To measure mRNA half-lives, transcription was inhibited by adding thiolutin dissolved in DMSO (10 μg/ml for S288c and related strains; 25 μg/ml for W303 and related strains) or by shifting cell cultures to the restrictive temperature of 39 °C for strains carrying the *rpb1–1* allele coding for a temperature-sensitive subunit of RNAP II [70]. Total RNA was extracted at time intervals following inhibition of transcription, and 20 μg of RNA from each sample was fractionated on agarose gels, transferred to GeneScreen Plus (Dupont, NEN Research Products, http://www.dupont.com) and analyzed by Northern hybridization using sequence-specific probes prepared by in vitro reverse transcription. TY3 transcripts were detected on Northern blots using a fragment complementary to nucleotides 1366–1624 in the TY3B ORF [71], which specifically recognizes transcripts from two full-length TY3 elements in the genome but does not hybridize to genomic copies of TY1, TY2, TY4, or TY5. Hybridization signals were normalized to *SCR1* RNA [72]. Graphs were generated with SigmaPlot (version 9.0). Data fitting for experiments based on conventional Northern blotting was accomplished by non-linear regression using a biphasic decay model *(y* = *ae* ^−*bx*^ + *ce* ^−*dx*^ *).*

To determine the half-lives of *YIL168W* and *ASF2,* RNA levels were measured by quantitative real-time PCR using an ABI 7900HT RT-PCR thermocycler (Applied Biosystems, http://www.appliedbiosystems.com). The cycling conditions were: 48 °C for 30 min, 90 °C for 10 min, and 40 cycles at 95 °C for 15 s and 60 °C for 1 min. RNA was treated with DNase I (Ambion, http://ambion.com) at 37 °C for 30 min and then amplified with a TaqMan one-step RT-PCR master mix (Applied Biosystems) in the presence of 0.7 μM of each gene-specific primer and 0.35 μM 5,- 6-carboxyfluorescein (6-FAM), 3,- 6-carboxytetramethylrhodaminutese (TAMRA)-labeled probe. The RNA quantity in each time-course reaction was determined by comparison with standard curves generated by amplification of the time-zero RNA sample. Data were analyzed using the SDS 2.2.1 software (Applied Biosystems).

### Mutagenesis.

Mutations were created by PCR mutagenesis. Centromeric *(CEN)* plasmid pQG29 contains *YIL164C/YIL165C* plus 800 bp and 750 bp of upstream and downstream sequence, respectively. The TAG stop codon of *YIL164C* was changed to TCG (pQG44C) or TGG (pQG44G). *CEN* plasmid pQG32 contains *YIL168W/YIL167W* plus 580 bp and 400 bp of upstream and downstream sequence, respectively. The TGA stop codon of *YIL168W* was changed to GGA (pQG47G) or AGA (pQG47A). *CEN* plasmid pQG20 contains *FZF1* plus 195 bp and 731 bp of upstream and downstream sequence, respectively. Two uORF AUG codons starting at −64 and −58 were changed to AGG codons to generate *fzf1-Δ1* (AGG at −64) (pQG38), *fzf1-Δ2* (AGG at −58) (pQG39), and the double mutant *fzf1-Δ1,-Δ2* (pQG40). *CEN* plasmid pZW29 contains *RDR1* plus 317 bp and 595 bp of upstream and downstream sequence, respectively. *CEN* plasmid pZW28 contains *ASF2* plus 344 bp and 516 bp of upstream and downstream sequence, respectively.

To create an in-frame AUG in the *RDR1* ORF, GGCTTGC was changed to AATGTCT between the first AUG and the downstream out-of-frame AUG (pZW31) (Figure 8B). To create an in-frame AUG in the *ASF2* ORF, AATCGT was changed to ATGTCT between the first AUG and the downstream out-of-frame AUG (pZW30) (Figure 8C). The wild-type genes were separately deleted in strains W303 *(UPF1)* and AAy320 *(upf1Δ)* and replaced with *KanMX4,* conferring resistance to 200 μg/ml geneticin [73], to generate strains QGy29, QGy30, QGy33, QGy34, QGy11, QGy12, ZWY58, and ZWY59 (Table S1). These strains were transformed [74] with the appropriate plasmids.

### Revised codon adaptation index.

In order to determine whether transcripts were eligible for targeting by leaky scanning, the context surrounding the initiation codon was evaluated as follows: A revised AUG context adaptation index termed A_UG_CAI(r) was created based on a previous methodology developed by Miyasaka [39]. Two modifications were made. To avoid the arbitrary selection of reference genes, which should be highly representative of the nucleotide/codon usage bias, 63 highly expressed genes were used in the A_UG_CAI(r) calculation. They represent 1% of the yeast transcriptome and were selected from iterations of computational algorithms used to detect the most predominant codon bias [75].

The relative weight given to each nucleotide in the AUG context was calculated as follows. Position-specific weight matrices (PWM) were generated by calculating the frequency of a nucleotide *j* (A, U, G, C) at position *i* (−6, −5, −4, −3, −2, −1, 4, 5, 6) of the AUG initiation context from 63 reference genes. Since the occurrence of some nucleotides at some positions was zero, a value of 1 was added to the number of occurrences of each nucleotide at each position. The information content (IC) (bit score, see Figure 8), which measures the sequence conservation at each position, was calculated using the equation in [76]:

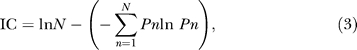
where *N* = 4 (A, U, G, C) and *Pn* is the frequency of a nucleotide at a particular sequence position as calculated in the PWM. The corrected weight for each nucleotide was calculated by multiplying the frequency for nucleotide *j* at position *i* (the values in PWM) by the IC value at position *I* (Table S11). Unlike the values in [39], the weight for the optimum nucleotide at each position is not equal to 1, but is dependent on both the nucleotide frequency and the weighted importance of the position. When the context adaptation index is calculated using the equation from [39], the maximum value is 0.22.

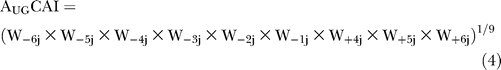

In order to obtain values ranging from 0 to 1, the A_UG_CAI(r) was calculated using a denominator equal to the maximum A_UG_CAI value of 0.22. A unique A_UG_CAI(r) for each individual mRNA was calculated using equation:

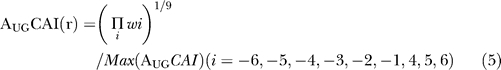

The higher the A_UG_CAI(r) value, the closer the context is to the optimal context for translation initiation. Low values correspond to a higher probability of read-through without initiation.

Candidates for targeting by leaky scanning were screened as follows: To avoid the presence of introns while at the same time retaining 5′ and 3′ flanking sequences for each gene, source code was written to attach the intronless coding sequence and flanking sequences downloaded separately from the SGD (Saccharomyces Genome Database). Source code was written to scan each ORF from start codon to termination codon. The algorithm calculates the A_UG_CAI(r) value of the first AUG and identifies those ORFs where the second AUG is out-of-frame and followed a termination codon in the same alternate frame.

## Supporting Information

Figure S1 Bootstrap Test of Maximum Likelihood Estimate for the Proportion of Direct Targets (47 MB TIF)

Figure S2 Comparison of NMD Targets Identified in Different Published Studies (2.2 MB TIF)

Table S1 Strains and Plasmids (36 KB DOC)

Table S2 Positive NMD-Sensitive Probe Sets Selected by SAM (601 KB DOC)

Table S3 Negative NMD-Sensitive Probe Sets Selected by SAM (35 KB DOC)

Table S4 Stable Transcripts Used to Generate a Reference Line (52 KB DOC)

Table S5 Performance Assessments of Decay Model Using Simulated Data (30 KB DOC)

Table S6 Performance Assessments of Decay Model Using Actual Data (23 KB DOC)

Table S7 Supporting Information on mRNA Half-Life Experiment (43 KB DOC)

Table S8 Accession Numbers for Genes/Proteins (32 KB DOC)

Table S9 Analysis of the False Discovery Rate (23 KB DOC)

Table S10 uORFs in Direct Targets of NMD (155 KB DOC)

Table S11 Nucleotide Weight Matrices Used to Calculate A_UG_CAI(r) (49 KB DOC)

Table S12 Leaky Scanning Analysis (264 KB DOC)

Text S1 Supplementary Methods (542 KB DOC)

### Accession Numbers

Source codes for all of the algorithms developed for use in this study were deposited at http://www.SourceForge.net. The Entrez Gene (http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene) accession numbers for some of the entities discussed in this paper are *ADR1* (851802), *ARG81* (854874), *ASF2* (851330), *COS10* (855812), *COS12* (852628), *CPA1* (854479), *CTF13* (855119), *DAN3* (852603), *EBS1* (851787), *FZF1* (852638), *HHF2* (855701), hUPF1 (5976), *INO4* (854042), *LRS4* (852049), *MAF1* (851568), *MAL31* (852601), *MAL33* (852600), *MED1* (856183), *PAU6* (855813), *PAU11* (852630), *PAU18* (850662), *PDR3* (852278), *PDR8* (850971), *PET18* (850382), *PPR1* (850701), *RDR1* (854562), *RPB1* (851415), *RRN10* (852256), *RRP6* (854162), *SAS2* (855157), *SET7* (851844), *SGF11* (856060), *SK17* (854243), *S1R1* (853976), *SPT10* (853315), *STE2* (850518), *STE6* (853671), *SUP35* (851752), *SUP45* (852440), *UGA3* (851384), *unc-54* (259839), Upflp (855104), Upf2p (856476), Upf3p (852963), *URA3* (856692), *XRN1* (852702), *YER039C-A/YER039C* (856762/856761), *YIL009C/YIL009C-A* (EST3) (854806), *YIL164C/YIL165C* (854642/8854641), *YIL168W/YIL167W* (854638/854639), *YKU80* (855132), *YNL335W* (855381), *YOL163W/YOL162W* (854001/854002), *YOR239W/YOR240W* (ABP140) (854414), *YRF1–4* (851187), and *YRR1* (854333).

## Abbreviations

CAI: codon adaptation index
dORF: disabled open reading frame
FCR: fold change ratio
FDR: false discovery rate
LTR: long terminal repeat
MDR: multi-drug resistance
NMD: nonsense-mediated mRNA decay
ORF: open reading frame
pdf: probability density function
SAM: significance analysis of microarrays
TY: yeast transposon
uORF: upstream open reading frame

# Supplementary material for: Impact of Nonsense-Mediated mRNA Decay on the Global Expression Profile of Budding Yeast
**Source:** PLoS Genet. 2006 Nov 24;2(11):e203. doi: 10.1371/journal.pgen.0020203
**Supplement:** Table S1 — (36 KB DOC)

|  | **Table S1.** Yeast strains and plasmids |
| --- | --- |
| Strain/plasmid | Genotype/description |
|  |  |
| YRZ1 | *MAT SUC2* *mal mel gal2 CUP1 flo1 flo8-1 upf1KanMX4* |
| S288C  AAY334a | *MAT SUC2* *mal mel gal2 CUP1 flo1 flo8-1*  *MAT****a*** *ura3-1 his3-11,15 trp1-1 leu2-3,112 rpb1-1* |
| AAY335a | *MAT****a*** *ura3-1 his3-11,15 trp1-1 leu2-3,112 rpb1-1 upf1-2::URA3* |
| AAY320a | *MAT****a*** *ura3-1 his3-11,15 leu2-3,112 trp1-1 ade2-1 can1-100 upf1-∆2::URA3* |
| QGY11 | *MAT****a*** *fzf1::KanMX4 ura3-1 his3-11 leu2-3,112 trp1-1 ade2-1 can1-100 GAL2* |
| QGY12 | *MAT****a*** *upf1∆ fzf1::KanMX4 ura3-1 his3-11,15 leu2-3,112 trp1-1 ade2-1 can1-100* |
| QGY13 | *MAT****a*** *fzf1::KanMX4 ura3-1 or 3-15 his3-11,15 leu2-3,112 trp1-1 rpb1-1* |
| QGY14 | *MAT****a*** *upf1∆ fzf1::KanMX4 ura3-1 or 3-15 his3-11,15 leu2-3,112 trp1-1 rpb1-1* |
| QGY29 | *MAT****a*** *yil164c&165c::KanMX4 ura3-1 his3-11 leu2-3,112 trp1-1 ade2-1 can1-100 GAL2* |
| QGY30 | *MAT****a*** *upf1∆ yil164c&165c::KanMX4 ura3-1 his3-11,15 leu2-3,112 trp1-1 ade2-1 can1-100* |
| QGY33 | *MAT****a*** *yil168w&167w::KanMX4 ura3-1 his3-11 leu2-3,112 trp1-1 ade2-1 can1-100 GAL2* |
| QGY34 | *MAT****a*** *upf1∆ yil168w&167w::KanMX4 ura3-1 his3-11,15 leu2-3,112 trp1-1 ade2-1 can1-100* |
| QGY42 | *MAT****a*** *ura3-1 his3-11,15 leu2-3,112 trp1-1 ade2-1 can1-100 upf1-∆ xrn1∆::KanMX4* |
| QGY46 | *MAT****a*** *ura3-1 his3-11,15 leu2-3,112 trp1-1 ade2-1 can1-100 upf1-∆2 ski7∆::KanMX4* |
| QGY48 | *MAT****a*** *ura3-1 his3-11,15 leu2-3,112 trp1-1 ade2-1 can1-100 upf1-∆2 rrp6::KanMX4* |
| W303a | *MAT****a*** *ura3-1 his3-11 leu2-3,112 trp1-1 ade2-1 can1-100 GAL2* |
| ZWY56 | *MAT leu2∆ his3∆ ura3∆ lys2∆ asf2::KanMX4* |
| ZWY57 | *MAT leu2∆ his3∆ ura3∆ lys2∆ rdr1::KanMX4* |
| ZWY58 | MAT upf1∆ leu2∆ his3∆ ura3∆ lys2∆ asf2::KanMX4 |
| ZWY59 | *MAT upf1∆ leu2∆ his3∆ ura3∆ lys2∆ rdr1::KanMX4* |
| pRS313b | *CEN4 HIS3 ARS4* |
| pRS314b | *CEN4 TRP1* ARS4 |
| pQG20 | pRS313 *FZF1* (genomic clone) |
| pQG21 | pRS314 *FZF1* (genomic clone) |
| pQG29 | pRS313 *YIL164C/YIL165C* (genomic clone) |
| pQG30 | pRS314 *YIL164C/YIL165C* (genomic clone) |
| PQG32 | pRS313 *YIL168W/YIL167W* (genomic clone) |
| pQG33 | pRS314 *YIL168W/YIL167W* (genomic clone) |
| pQG38 | pRS313 *fzf1-1* |
| pQG39 | pRS313 *fzf1-2* |
| pQG40 | pRS313 *fzf1-1,-2* |
| pQG44C | pRS313 *yil164c-UCG* |
| pQG44G | pRS313 *yil164C-UGG* |
| pQG47A | pRS313 *yil168W-AGA* |
| pQG47G | pRS313 *yil168W-GGA* |
| pZW28 | pRS313 *ASF2* (genomic clone) |
| pZW29 | pRS313 *RDR1* (genomic clone) |
| pZW30 | pRS313 *asf2-AUG* |
| pZW31 pEGTy3-1c | pRS313 *rdr1-AUG*  BglII-KpnI fragment from TY3B (nt 1366-1624) |
|  |  |

aKebaara B, Nazarenus T, Taylor R, Forch A, Atkin AL (2003) The Upf-dependent decay of wild-type *PPR1* mRNA depends on its 5'-UTR and first 92 ORF nucleotides. Nucl Acids Res 31: 3157-3165.

bSikorski RS, Hieter P (1989) A system fof shuttle vectors and yeast host strains designed for efficient manipulation of DNA in *Saccharomyces cerevisiae*. Genetics 122: 19-27.

cprovided by S. Sandmeyer.

# Supplementary material for: Impact of Nonsense-Mediated mRNA Decay on the Global Expression Profile of Budding Yeast
**Source:** PLoS Genet. 2006 Nov 24;2(11):e203. doi: 10.1371/journal.pgen.0020203
**Supplement:** Table S2 — (601 KB DOC)

aRed = Direct targets Blue = Indirect targets

# Supplementary material for: Impact of Nonsense-Mediated mRNA Decay on the Global Expression Profile of Budding Yeast
**Source:** PLoS Genet. 2006 Nov 24;2(11):e203. doi: 10.1371/journal.pgen.0020203
**Supplement:** Table S3 — (35 KB DOC)

| Table S3. Negative NMD-sensitive probe sets selected by SAMProbe Setsa ORF Gene mut t1/2 wt t1/2 FCR -2ln *p*-value | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 11137_at | YJL110C | GZF3 | 15.3577 | 3.8519 | 3.98703 | 293385 | 5.2E-07 |
| 11184_at | YJL154C | *VPS35* | 10.3552 | 5.35265 | 1.93458 | 182.226 | 0.00125 |
| 11207_at | YJL176C | *SWI3* | 14.2571 | 6.053 | 2.35538 | 120.162 | 0.00197 |
| 11136_at | YJL111W | *CCT7* | 14.6573 | 5.95295 | 2.46219 | 71.9266 | 0.00345 |
| 11148_at | YJL145W | *SFH5* | 18.2591 | 8.054 | 2.26708 | 36.612 | 0.00729 |
| 11060_at | YJL052W | *TDH1* | 16.3582 | 6.6533 | 2.45865 | 28.0908 | 0.0098 |
| 11194_at | YJL186W | *MNN5* | 9.95495 | 4.95245 | 2.01011 | 20.9019 | 0.01367 |
| 11350_at | YAL017W | *PSK1* | 15.1576 | 7.8539 | 1.92994 | 13.3363 | 0.02284 |
| 3073_s_at | --- | *CYR1* | 13.8569 | 6.55325 | 2.11451 | 12.5271 | 0.02454 |
| 9271_at | --- | *---* | 3.4517 | 5.75285 | 0.6 | 11.9848 | 0.02583 |
| 10925_at | YJR086W | *STE18* | 11.2556 | 7.35365 | 1.53061 | 3.66945 | 0.10686 |
| 3951_at | --- | *---* | 7.8539 | 5.2526 | 1.49524 | 1.47894 | 0.37633 |
| 3953_at | --- | *---* | 0.4502 | 4.6523 | 0.09677 | 1.23144 | 0.51876 |
| 3954_at | --- | *---* | 6.75335 | 3.6518 | 1.84932 | 1.09765 | 0.66598 |
| 2836_g_at | --- | *FKS1* | 10.4552 | 9.2546 | 1.12973 | 1.05682 | 0.73954 |
| 3952_at | --- | *---* | 1.95095 | 5.55275 | 0.35135 | 1.04407 | 0.76898 |
| 9566_at | YMR080C | *NAM7* | 7.2536 | 6.15305 | 1.17886 | 1.02452 | 0.82578 |
| 9762_at | YML123C | *PHO84* | 1.15055 | 6.053 | 0.19008 | 1.01045 | 0.88534 |

aRed = Direct targets Blue = Indirect targets

# Supplementary material for: Impact of Nonsense-Mediated mRNA Decay on the Global Expression Profile of Budding Yeast
**Source:** PLoS Genet. 2006 Nov 24;2(11):e203. doi: 10.1371/journal.pgen.0020203
**Supplement:** Table S4 — (52 KB DOC)

| **Table S4.** Stable transcripts used to generate a reference line  Probe ID Gene Probe ID Gene Probe ID Gene | | | | | |
| --- | --- | --- | --- | --- | --- |
| 10019_at | *ACO1* | 10721_at | *GPM1* | 4194_at | *PRM5* |
| 11356_at | *ACS1* | 4074_at | *GTT1* | 6513_at | *PRM7* |
| 7748_at | *AEP3* | 4576_at | *GUT1* | 11350_at | *PSK1* |
| 10228_at | *AHP1* | 8881_at | *HEF3* | 6446_at | *PST2* |
| 5179_at | *AMS1* | 10143_at | *HMX1* | 4584_at | *RIM4* |
| 6499_at | *APC11* | 4432_at | *HXT5* | 5812_at | *RMD6* |
| 4386_at | *ARO9* | 11258_at | *HXT8* | 7192_at | *RPL21B* |
| 8433_at | *ARP8* | 8886_at | *IDP3* | 7918_at | *RRD2* |
| 11213_at | *ASG7* | 8642_at | *IZH4* | 5589_at | *RTT105* |
| 9107_at | *ATG2* | 10930_at | *JSN1* | 7124_at | *SDS24* |
| 11046_at | *BBC1* | 11078_at | *KAR2* | 11142_at | *SET4* |
| 11388_at | *BDH1* | 10681_at | *LAP4* | 6222_at | *SET7* |
| 9329_at | *CAT8* | 6909_at | *LEU2* | 5627_at | *SHC1* |
| 11371_at | *CDC19* | 4519_at | *LEU5* | 8888_at | *SIS1* |
| 6314_at | *CDC37* | 4881_at | *LSB1* | 5368_at | *SMX2* |
| 11103_at | *CHS6* | 10723_at | *MCR1* | 4526_at | *SOD2* |
| 8849_at | *CIT1* | 7859_at | *MEI5* | 8883_at | *SPO1* |
| 6261_at | *COQ4* | 4534_at | *MIP6* | 5218_at | *SPT16* |
| 9721_at | *CPR3* | 10731_at | *MRP8* | 10470_at | *SRL3* |
| 4784_at | *CRM1* | 8672_at | *MSN1* | 10362_at | *SSA2* |
| 4224_at | *CSM2* | 5055_at | *MST27* | 9950_at | *SSQ1* |
| 7958_at | *CSM4* | 7289_at | *NRG2* | 8229_at | *TIM18* |
| 6483_at | *DIA3* | 11352_at | *NTG1* | 9355_at | *TPS3* |
| 6193_at | *DON1* | 9444_at | *PAI3* | 5036_at | *TRP5* |
| 5760_at | *ECM10* | 8880_at | *PBI2* | 4774_at | *TRX2* |
| 4495_at | *ECM12* | 10208_at | *PDC5* | 9743_at | *TSL1* |
| 4714_at | *ERV29* | 4923_at | *PDC6* | 8188_at | *TYE7* |
| 7339_at | *ETR1* | 7916_at | *PEP4* | 10802_at | *UBA1* |
| 7282_at | *FES1* | 10518_at | *PET10* | 7686_at | *UBA3* |
| 7308_at | *FIG1* | 4204_at | *PFK26* | 10392_at | *UBI4* |
| 4478_at | *FSH1* | 6890_at | *PGK1* | 10479_at | *UBP11* |
| 8412_at | *GCY1* | 8659_at | *PHM7* | 7928_at | *UIP4* |
| 6099_at | *GGA1* | 8408_at | *PNS1* | 11098_at | *YHC3* |
| 6937_at | *GLK1* | 7214_at | *POP7* | 10690_at | *YJU2* |
| 4732_at | *GND2* | 8932_at | *POR2* | 5704_at | *YND1* |
| 6485_at | *GPD1* | 11140_at | *PRM10* | 7184_at | *YPC1* |
| 4075_at | *YPS6* | 7322_at | *YRO2* |  |  |

# Supplementary material for: Impact of Nonsense-Mediated mRNA Decay on the Global Expression Profile of Budding Yeast
**Source:** PLoS Genet. 2006 Nov 24;2(11):e203. doi: 10.1371/journal.pgen.0020203
**Supplement:** Table S5 — (30 KB DOC)

**Table S5. Performance assessments of decay models using simulated dataa**

| Model | Criterion | M1 best | M2 best | M3 best | M4 best |
| --- | --- | --- | --- | --- | --- |
| 1 | AIC | 391 | 366 | 41 | 202 |
| BIC | 496 | 332 | 16 | 156 |
| 2 | AIC | 10 | 895 | 8 | 87 |
| BIC | 19 | 922 | 6 | 53 |
| 3 | AIC | 37 | 49 | 893 | 21 |
| BIC | 56 | 53 | 878 | 13 |
| 4 | AIC | 176 | 570 | 27 | 227 |
|  | BIC | 261 | 557 | 9 | 173 |

aWhen data were simulated from model k (k=1, 2, 3, 4), model k can be identified as the best model fitting the data most of the time. Parameters in simulated data were , , , , and . When data were simulated from model 4, model 2 was identified as the best model. Model 2 tolerates the data from Model 1 or Model 4 better than Model 1 or 4 tolerates the data from Model 2, suggesting that Model 2 is the best choice.

# Supplementary material for: Impact of Nonsense-Mediated mRNA Decay on the Global Expression Profile of Budding Yeast
**Source:** PLoS Genet. 2006 Nov 24;2(11):e203. doi: 10.1371/journal.pgen.0020203
**Supplement:** Table S6 — (23 KB DOC)

**Table S6. Performance assessments of decay models using actual data**

| Strain | Criterion | M1 best | M2 best | M3 best | M4 best |
| --- | --- | --- | --- | --- | --- |
| Nmd+ | AIC | 77 | 359 | 4 | 167 |
| BIC | 140 | 388 | 2 | 77 |
| Nmd- | AIC | 46 | 232 | 5 | 324 |
| BIC | 117 | 326 | 2 | 162 |

# Supplementary material for: Impact of Nonsense-Mediated mRNA Decay on the Global Expression Profile of Budding Yeast
**Source:** PLoS Genet. 2006 Nov 24;2(11):e203. doi: 10.1371/journal.pgen.0020203
**Supplement:** Table S7 — (43 KB DOC)

| **Table S7.** Supplementary details on mRNA half-life experimentsa | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Half-life in NMD+ strain (min) | | | | | | Half-life in Nmd- strain (min) | | | | | |
| Transcript | #1 | #2 | #3 | #4 | Avg. | SD | #1 | #2 | #3 | #4 | Avg. | SD |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
| PET18 | 7 | 5 | **3** |  | 5.0 | 2.0 | 25 | 23 | **20** |  | 22.7 | 2.5 |
| FZF1 | **2** | 2 | 3 | 2 | 2.1 | 0.6 | **12** | 8 | 18 | 11 | 12.3 | 4.0 |
| PDR8 | 14 | 15 | **9** |  | 12.7 | 3.2 | 26 | 23 | **18** |  | 22.3 | 4.0 |
| PDR3 | **11** | 10 | 11 |  | 10.7 | 0.6 | **27** | 24 | 26 |  | 25.7 | 1.5 |
| INO4 | 3 | **5** | 2 |  | 3.3 | 1.5 | 9 | **18** | 7 |  | 11.3 | 5.9 |
| ARG81 | 39 | 13 | 31 | **15** | 24.5 | 12.6 | 32 | 17 | 37 | **20** | 26.5 | 9.5 |
| SGF11 | **13** | 12 | 6 |  | 10.3 | 3.8 | **16** | 9 | 9 |  | 11.3 | 4.0 |
| YRR1 | 15 | **7** | 16 |  | 12.7 | 4.9 | 20 | **10** | 14 |  | 14.7 | 5.0 |
| MAF1 | 32 | 34 | **6** |  | 24.0 | 15.6 | 25 | 31 | **8** |  | 21.3 | 11.9 |
| RDR1 | **4** | 5 | 5 |  | 4.7 | 0.6 | **12** | 17 | 10 |  | 13.0 | 3.6 |
| SET7 | 8 | 7 | **7** | 10 | 8.0 | 1.4 | 16 | 16 | **22** | 20 | 18.5 | 3.0 |
| ASF2 | 7 | 4 | **4** |  | 5.0 | 1.7 | 21 | 11 | **11** |  | 14.3 | 5.8 |
| UGA3 | 22 | 27 | **5** |  | 18.0 | 11.5 | 24 | 32 | **6** |  | 20.7 | 13.3 |
| MED1 | 35 | 28 | **3** |  | 22.1 | 16.6 | 30 | 33 | **4** |  | 22.4 | 15.9 |
| SAS2 | 14 | **6** | 38 |  | 19.3 | 16.7 | 12 | **8** | 36 |  | 18.7 | 15.1 |
| RRN10 | **22** | 21 | 22 |  | 21.7 | 0.6 | **22** | 26 | 26 |  | 24.7 | 2.3 |

aTrials highlighted in blue were used to generate plots in Figure 2, 3, and 4.

# Supplementary material for: Impact of Nonsense-Mediated mRNA Decay on the Global Expression Profile of Budding Yeast
**Source:** PLoS Genet. 2006 Nov 24;2(11):e203. doi: 10.1371/journal.pgen.0020203
**Supplement:** Table S8 — (32 KB DOC)

Table S8. Entrez Gene accession numbersa

| Gene | accession # | Gene | accession # |
| --- | --- | --- | --- |
| *AAD15* | 853999 | *RRP6* | 854162 |
| *ABP140* | 854414 | *SAS2* | 855157 |
| *ADR1* | 851802 | *SET7* | 851844 |
| *ARG81* | 854874 | *SGF11* | 856060 |
| *ASF2* | 851330 | *SIR1* | 853976 |
| *COS10* | 855812 | *SKI7* | 854243 |
| *COS12* | 852628 | *SPT10* | 853315 |
| *CPA1* | 854479 | *STE2* | 850518 |
| *CTF13* | 855119 | *STE6* | 853671 |
| *DAN3* | 852603 | *SUP 45* | 852440 |
| *EBS1* | 851787 | *SUP35* | 851752 |
| *EST3* | 854806 | *UGA3* | 851384 |
| *FZF1* | 852638 | *unc-54* | 259839 |
| *HHF2* | 855701 | *hUPF1* | 5976 |
| *INO4* | 854042 | *UPF1* | 855104 |
| *LRS4* | 852049 | *UPF2* | 856476 |
| *MAF1* | 851568 | *UPF3* | 852963 |
| *MAL31* | 852601 | *URA3* | 856692 |
| *MAL33* | 852600 | *XRN1* | 852702 |
| *MED1* | 856183 | *YER039C* | 856761 |
| *PAU11* | 852630 | *YER039C-A* | 856762 |
| *PAU18* | 850662 | *YIL164C* | 854642 |
| *PAU20* | 854003 | *YIL165C* | 854641 |
| *PAU6* | 855813 | *YIL167W* | 854639 |
| *PDR3* | 852278 | *YIL168W* | 854638 |
| *PDR8* | 850971 | *YKU80* | 855132 |
| *PET18* | 850382 | *YNL335W* | 855381 |
| *PPR1* | 850701 | *YOL162W* | 854002 |
| *PPT2* | 855955 | *YOL163W* | 854001 |
| *RDR1* | 854562 | *YRF1* | 855377 |
| *RPB1* | 851415 | *YRR1* | 854333 |
| *RRN10* | 852256 |  |  |

ahttp://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene

# Supplementary material for: Impact of Nonsense-Mediated mRNA Decay on the Global Expression Profile of Budding Yeast
**Source:** PLoS Genet. 2006 Nov 24;2(11):e203. doi: 10.1371/journal.pgen.0020203
**Supplement:** Table S9 — (23 KB DOC)

**Table S9. Estimating the number of significant probe sets at different levels of FDRa**

| Group | FDR=0.5 | FDR=0.3 | FDR=0.2 | FDR=0.1 | FDR=0.05 |
| --- | --- | --- | --- | --- | --- |
| Positive targets | 316 (52%) | 200 (33%) | 145 (24%) | 75 (12%) | 38 (6%) |
| Negative targets | 11 (61%) | 10 (56%) | 10 (56%) | 4 (22%) | 2 (11%) |
| Non-targets | 3197 (37%) | 1749 (20%) | 1056 (12%) | 490 (6%) | 229 (3%) |

aThe table provides estimates of how many probe sets can be called “significant”, and how many among these are actually “false” using different stringencies. 9335 probe sets were ranked according to their *p*-values, and threshold lines at different FDR levels were drawn. Points below the threshold line all have a *p* values smaller than or equal to the cutoff *p* value. For example, when setting FDR=0.1, 75+490+4=569 probe sets are called significant, while about 569*0.1=56.9 probe sets are mistakenly classified as significant. At this setting, 75 out of 607 (75/607*100%=12%) positive targets have significantly different half-lives in Nmd+ and Nmd- strains, while 7.5 (75*0.1) probe sets are mistakenly called significant.

# Supplementary material for: Impact of Nonsense-Mediated mRNA Decay on the Global Expression Profile of Budding Yeast
**Source:** PLoS Genet. 2006 Nov 24;2(11):e203. doi: 10.1371/journal.pgen.0020203
**Supplement:** Table S10 — (155 KB DOC)

ahttp://data.cgt.duke.edu/5sage.php

bGaba *et al.* 2005

# Supplementary material for: Impact of Nonsense-Mediated mRNA Decay on the Global Expression Profile of Budding Yeast
**Source:** PLoS Genet. 2006 Nov 24;2(11):e203. doi: 10.1371/journal.pgen.0020203
**Supplement:** Table S11 — (49 KB DOC)

| Table S11. Nucleotide weight matrices for calculating AUGCAI(r) | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Nucleotide distribution at each position of the AUG Contexta | | | | | | | | | | |
|  | -6 | -5 | -4 | -3 | -2 | -1 | AUG | 4 | 5 | 6 |
| A | 20 | 20 | 29 | 53 | 43 | 44 |  | 6 | 7 | 11 |
| C | 7 | 18 | 27 | 0 | 11 | 7 |  | 6 | 35 | 10 |
| G | 13 | 3 | 0 | 9 | 0 | 12 |  | 31 | 8 | 7 |
| U | 23 | 22 | 7 | 1 | 9 | 0 |  | 20 | 13 | 35 |
| Total | 63 | 63 | 63 | 63 | 63 | 63 |  | 63 | 63 | 63 |
| Position-Specific Weight Matrices (PWMs)b | | | | | | | | | | |
| pA | 0.313 | 0.313 | 0.448 | 0.806 | 0.657 | 0.672 | AUG | 0.104 | 0.119 | 0.179 |
| pC | 0.119 | 0.284 | 0.418 | 0.015 | 0.179 | 0.119 |  | 0.104 | 0.537 | 0.164 |
| pG | 0.209 | 0.060 | 0.015 | 0.149 | 0.015 | 0.194 |  | 0.478 | 0.134 | 0.119 |
| pU | 0.358 | 0.343 | 0.119 | 0.030 | 0.149 | 0.015 |  | 0.313 | 0.209 | 0.537 |
| Sum | 1 | 1 | 1 | 1 | 1 | 1 |  | 1 | 1 | 1 |
| Bit score at each positionc | | | | | | | | | | |
| Bit | 0.122 | 0.219 | 0.609 | 1.294 | 0.783 | 0.830 | AUG | 0.325 | 0.329 | 0.316 |
| Corrected Weight Matricesd | | | | | | | | | | |
| wA | 0.038 | 0.069 | 0.273 | 1.043 | 0.514 | 0.558 | AUG | 0.034 | 0.039 | 0.057 |
| wC | 0.015 | 0.062 | 0.254 | 0.019 | 0.140 | 0.099 |  | 0.034 | 0.177 | 0.052 |
| wG | 0.025 | 0.013 | 0.009 | 0.193 | 0.012 | 0.161 |  | 0.155 | 0.044 | 0.038 |
| wU | 0.044 | 0.075 | 0.073 | 0.039 | 0.117 | 0.012 |  | 0.102 | 0.069 | 0.170 |

a63 highly expressed genes were included as the reference genes (Carbo*ne et a*l. 2003)

breflects the nucleotide frequencies at each position (Miyasaka 1999)

creflects the relative conservation of each position (Croo*ks et a*l. 2004)

dused for AUGCAI(r) calculation

# Supplementary material for: Impact of Nonsense-Mediated mRNA Decay on the Global Expression Profile of Budding Yeast
**Source:** PLoS Genet. 2006 Nov 24;2(11):e203. doi: 10.1371/journal.pgen.0020203
**Supplement:** Text S1 — (542 KB DOC)

### Use of RNA Decay Models in the Analysis of Array Data

Four theoretical models describing the kinetics of mRNA decay were developed and evaluated for their ability to explain changes in mRNA abundance over a one-hour time course following inhibition of transcription in the presence of 10 g/ml thiolutin (see Materials and Methods). In each model, denotes time after transcription inhibition, denotes mRNA abundance at *n* time points. , the decay rate parameter, is inversely related to mRNA half life (). Other parameters are defined separately for each model as described below. is the experimental error.

**Model 1: Naïve first-order decay.** If transcripts made prior to transcription inhibition decay after inhibition according to first-order kinetics (exponential decay), the decay is described by:

NMD-sensitive transcripts have the common feature that their levels of abundance are relatively low in wild-type yeast strains [1,2, and this study]. By examining the scatter plot of *Y* *vs.* *X*, it was observed that the decay curves flatten out at later time points following inhibition of transcription. This is also a common phenomenon observed when the half-lives of low-abundance transcripts are examined by Northern hybridization [3]. These decay curves fail to conform to first-order exponential decay. Although departures from first-order decay could have biological causes in some cases (e.g. an RNA population might consist of sub-populations with different decay rates), the most likely global cause of the departure is that transcription inhibition by thiolutin is incomplete. A low level of on-going transcription would give rise to "tails" on the decay curves that would distort the results when fitting the data to an exponential decay model. The distortion would be most evident for non-abundant transcripts with rapid decay rates.

**Model 2: Non-first order decay.** A model developed to account for a departure from first-order decay due to residual transcription is described by:

The reduced rate of transcription in the presence of the transcriptional inhibitor is assumed to be constant. This model was arrived at by solving the ordinary differential equation , where is the expected amount of RNA at time *X*, is the decay parameter related to half-life as in Model 1, and represents the rate of change of mRNA abundance with respect to time. The decay rate is composed of two parts: *c*, representing residual transcription at a constant rate, and , representing the first-order exponential decay of the transcript. This equation has the solution , with . At *X*=0, is the initial mRNA abundance upon the addition of thiolutin. Model 2 captures biphasic decay patterns including the patterns typical of low abundance transcripts that are distorted by incomplete inhibition of transcription. For relatively abundant transcripts where low-level residual transcription is not evident during a one-hour time course (), the decay rate reverts to first-order exponential decay. Therefore, it appears that Model 2 is better suited than Model 1 for the analysis of the array data. However, since Model 2 has one more parameter than Model 1, additional criteria described below were used before making a choice.

**Model 3:** **Truncated first-order decay.** Model 3 provides an alternative explanation to the “flat tail” problem. It assumes that the tail is caused by hitting an experimental threshold of detection, *c*, which prevents the ability to distinguish differences in mRNA abundance at later time points following inhibition of transcription. The model is described as follows:

where *c* is a constant and , which can vary for each transcript, is the amount of time that has transpired between inhibition of transcription and appearance of the “tail”.

**Model 4:** **Differential decay of two RNA sub-populations.** A model was also considered that describes the decay of two sub-populations of the same RNA each of which decays at a different rate. The model is described by:

where *a* and *b* are the initial mRNA amounts of the two groups respectively, and are the decay rates of each RNA sub-population. The difference between this model and model 2 is that both lines describing each decay rate are permitted to have a non-zero slope. To avoid confounding of the two exponential terms, additional constraints have to be added in model fitting process.

###### Performance assessment

Simulated data were used to compare the performance of the models by Akaike and Bayesian Information criteria (AIC*/*BIC) criteria [3,4] (Tables S5 and S6). In each model, . Therefore, the response , where in Model 1, ; in Model 2, ; in Model 3,

and in Model 4, .

If the true distribution of data *Y* is *f*(*Y*), and *g*(*Y*) is the density specified by the model, then their discrepancy can be estimated by AIC= , where *r* is the dimension of the parameter vector . For Model 1, *r* = 2; for Model 2, *r* = 3; for Model 3, *r* = 4, and for Model 4, *r* = 4. In all four models,

(1)

If the maximum likelihood estimates and are known (*RSS* is the residual sum of squares of the fitted model and *n* is the sample size), then AIC can be written as:

(2)

Another commonly used criterion, BIC[17], has a slightly different form:

(3)

In order to assess performance, each non-linear model was fitted using algorithms for profiling that convert them into linear models, as follows:

Naïve first-order decay (Model 1).(1) For a fixed , a design matrix, , was created to generate a linear model The least squares estimator was calculated by . was also calculated. (2) was profiled across [0.1, 240] at resolution of 0.24. was calculated and compared at each possible value of . (3) The value of that minimizes was identified. is the least squares estimator for Model 1. is the *RSS* of the fitted model.

Non-first order decay (Model 2). (1) For a fixed , a design matrix was created to generate a linear model , where The least squares estimator was calculated by . The sum of squares error of the fitted model was also calculated. (2) was profiled across [0.1, 240] at resolution of 0.24. was calculated and compared at each possible value of . (3) The value of that minimizes was identified. is the least squares estimator for Model 2. is the *RSS* of the fitted model.

Truncated first-order decay (Model 3).(1)Let *t*=3, and divide the data into two parts: and . (2) For the first *t* observations, Model 1 was fitted by profiling . and were used in steps 1-3 of Model 1 described above. The minimal at was calculated and denoted as . (3) For the other *n*-*t* observations, the model was fitted. and were calculated. (4) For , steps 1-3 were repeated, and the argument that minimizes was found. The minimum of is the residual sum of squares for the fitted model. The corresponding parameters are obtained in step 2 of the iteration , and .

Differential decay (Model 4). (1) For a fixed and a fixed , a design matrix was created to generate a linear model , where The least squares estimator was calculated by . The sum of squares error of the fitted model was also calculated. (2) Both and were profiled across [0.1, 240] at resolution of 0.24, with the constraint that , which is set up to avoid confounding of the two exponential terms. was calculated and compared at each possible pairs of and . (3) The value of that minimizes was identified. is the least squares estimator for Model 4. is the *RSS* of the fitted model.

The four models were fitted for *n* observations using the algorithms described above to obtain each *RSS*. By substituting the values for *RSS*, *n* and *r* for each model in equations (2) and (3), the AIC/BIC values were calculated. The model giving the best fit is the one with the smallest AIC/BIC. 48 observations were simulated from models 1 through 4 (3 trials  16 time points), and the simulated data were fitted and compared using AIC/BIC. This simulation was repeated 1000 times, and the number of times each model had the smallest AIC*/*BIC was determined.

The results indicate that Model 2 (non-first order decay) tolerates data obeying Model 1 (naïve first-order decay) or Model 4 (differential decay) more than Model 1 or 4 tolerates data obeying Model 2. This indicates that when there is uncertainty about whether mRNA decay obeys first-order or non-first order kinetics, the latter should be assumed. In addition, when experimental data for a given mRNA is best fitted by Model 3, the most appropriate assumption is that sufficient sensitivity is lacking to measure decay with only 16 time points across a one-hour time window. Based on our analyses, Model 2 was used to estimate changes in decay rates when wild-type and *upf1-* strains were compared. 

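Over the 397 probe sets higher at 0 min, Model 2 had the lowest AIC for 162 in Nmd+ and 19 in Nmd-, and Model 1 for 219 in Nmd-. By BIC, Model 2 was best for 169 and 10 and Model 1 for 192 and 352. Under an exponent of 0.155 per time point Model 2 was best by AIC for 241 in Nmd+ and 72 in Nmd-.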

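By AIC, Model 3, the truncated first-order decay, was best for 139 of the 606 probe sets of Table S2 in Nmd+ and for 62 in Nmd-, and by BIC for 50 and 11. With an exponent of 0.155 per time point these counts were 4 and 5 by AIC and 2 and 2 by BIC, and with no reference line 430 and 233 by AIC.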

None of the 607 NMD-sensitive probe sets identified by SAM were eliminated from the analysis by virtue of conforming to Model 3.

### Estimation and comparison of decay rates

Model 2 described above shows the relationship between the expected amount of RNA and time. If is the experimental error, and assuming , we can fit the data with the regression model , with the parameter vector . Three independent experiments were done for the Nmd- strain, denoted as , and three for the wild-type strain, denoted as . For each probe set, six regression lines can be fitted that describe mRNA decay. Each regression line contains data observed from 16 time points: 0, 2, 4, 6, 8, 10, 12, 15, 20, 25, 30, 35, 40, 45, 50, 60, (). The log-likelihood function of for one group and the total likelihood function for six groups of experiments are derived as follows.

The likelihood function of for experiment *i* is:

(4)

(5)

(6)

where is the parameter of interest in experiment *i*, . is the residual sum of squares of the *i*th regression line for a probe set. Since there are six regression lines, the total likelihood function is:

(7)

where is the likelihood function with *i*th group of data substituted in (4).

The best estimate of parameter vector is the argument that minimizes in (4) with respect to the linear constrains , and . They are denoted as and when and respectively. Since values are significantly different when and , the variance of is allowed to be different between mutant and wild type strains, but to be the same within each group. They are denoted as and . Equation (7) can be further written as:

(8)

(9)

(10)

If (10) is 0, is obtained. Similarly, . By substituting these terms in (8), we obtain:

(11)

(12)

The best estimate of parameter vector is the argument that maximizes the total likelihood with respect to the linear constraints , and . Since values representing mRNA abundance are significantly different when and , the variance of is allowed to be different between mutant and wild type strains, but to be the same within each group. Therefore the best estimate of is

(13)

where is the residual sum of squares of the *i*th regression line for a probe set. The likelihood ratio can be used to test the hypothesis , where:

(14)

To implement the estimation of by extensive profiling of , it was assumed that the mRNA half life is 100 minutes or less, was profiled in the interval of (0, 100] at a resolution of 0.1. For each fixed , a unique least squares estimator and were determined. A 2-dimensional profiling of (for ) and (for ) was performed to construct a matrix , where , . The best estimate of is obtained at (*R,S*) where is the minimum element of *A*, while the best estimate of under is obtained at (*D,D*), where is the minimum diagonal element of *A*. Since , .

### Reference line

Since equal amounts of cRNA were added to the array hybridization chamber to generate data from each array at each time point and since the transcripts decay at different rates over time, a control was required in order to normalize the expression levels of each transcript at each time point to one or several stable transcripts (the reference line) that undergo negligible decay during the one-hour time-course. Internal spike controls proved inadequate in providing a reference line because the levels of cross hybridization were too high to be used in the analysis of low abundance transcripts.

The database of Wang et al. [5] was screened to identify reference transcripts meeting the criteria of an mRNA half-life greater than 60 minutes and no known role in the heat-shock response since thiolutin reportedly induces transcription of heat-shock genes [6]. The temperature-sensitive mutation *rpb1-1* (large subunit of RNA polymerase II) was used by Wang et al. to inhibit transcription following a temperature-shift. We justified a screen of their database to generate a reference line for use in our database because their global transcript stability profile most closely resembles the profile obtained when thiolutin is used to inhibit transcription as opposed to other chemical inhibitors of transcription [7].

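All 110 reference probe sets of Table S4 are on the array. At 0 min, 6 of them were higher and 2 were lower in Nmd-, and 5 changed over time at different rates in the 2 strains. Relative to the average RNA they rose, by a median of 0.86 log2 units per h in Nmd+ and 0.48 in Nmd-, where the median of all probe sets was 0.04 and 0.01.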

110 candidate probe sets were found that satisfied the criteria described above (Table S4). To obtain the average trend line for these stable reference transcripts, their signal at time point *j* was divided by , and was calculated. This was done to avoid potential distortion of the average trend line by highly abundant transcripts that have a large . A stable reference line based solely on the average of these 110 probe sets suffers the disadvantage that each probe set in this pool still decays slowly, and their real decay rates vary from 60 minutes to 240 minutes. Therefore, a stable reference line was generated by penalizing the average trend line obtained from the 110 probe sets by a factor of , where . was used as the *j*th point on the reference line.

To identify the proper penalizing factor , use was made of information derived from a subset of NMD-sensitive transcripts whose accumulation and decay were evaluated by single transcript Northern blotting experiments [3]. The subset consists of 14 probe sets corresponding to 14 transcripts that exhibit differential decay rates in wild-type and *upf1-* strains (direct NMD targets) and 11 probe sets corresponding to 10 transcripts that exhibit differential accumulation in wild-type and *upf1-* and strains but without a change in decay rate (indirect NMD targets). For each fixed , the normalized raw data for these 25 probe sets was used as input into the program estimating and , and a likelihood ratio was obtained. Theoretically, since direct NMD targets should have larger values than indirect NMD targets, we evaluated whether specific values separated these two known groups by the Wilcoxon rank sum test. was extensively profiled in the interval of [0, 0.25] at a resolution of 0.005. When , the rank sum of direct NMD targets by sorting was the largest. 

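Taken over 60 min, an exponent of 0.155 raises the last point of the reference line 1.17-fold. Taken per time point it raises it 10.2-fold, where a half-life above 60 min allows at most 2-fold. Averaged over the 60 min, this corresponds to a half-life of 17.9 min for the reference RNAs. The exponent grows by time point and the early points lie closer together, so the penalty is steeper in the first minutes than later. With the exponent per time point and each reference probe set scaled by its mean over all 96 arrays, the fits came within 0.11 min of the half-lives in Table S2 for 605 of 606 probe sets in Nmd- and 584 of 606 in Nmd+. With the exponent per time point and the reference probe sets scaled per course, 482 and 274 came that close. For *PET18*, the fits with both changes gave 6.65 min in Nmd+ and 4.15 min in Nmd-, and the half-lives that the paper's Table S2 lists are 6.65 and 4.15 min. With the exponent over 60 min, 5 and 6 of the half-lives came that close.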

For this reason, we chose the penalizing factor 0.155 to form the stable reference line, and normalized the data for all 607 probe sets representing the NMD targets by replacing by .

The following approach was used to visualize the number of targets with FCR values < 1. Since converges to in distribution, the hypotheses were tested using the likelihood ratio as described in equation (14), where the *p*-values were derived using . The testing statistic and the corresponding *p*-values were calculated for all 607 SAM-selected probe sets, and the relationship between and the estimated fold change in half life was plotted. Larger differences in half-life correlated with larger values (smaller *p*-values).

**Supporting information**

Table S4. List of probe sets used to generate a stable reference line.

Table S5. Performance assessments of decay model using simulated data

Table S6. Performance assessments of decay model using actual data

**Abbreviations.** AIC, Akaike information criterion; BIC, Bayesian information criterion; FCR, fold change ratio; FDR, false discovery rate; MLE, maximum likelihood estimation; NMD: nonsense mediated decay; pdf, probability density function; RSS, residual sum of squares; SAM, significance analysis of microarrays

### References

1. Lelivelt MJ, Culbertson MR (1999) Yeast Upf proteins required for RNA surveillance affect the global expression of the yeast transcriptome. Mol Cell Biol 19: 6710-6719.

2. He F, Li X, Spatrick P, Casillo R, Dong S, et al. (2003) Genome-wide analysis of mRNAs regulated by the nonsense-mediated and 5' to 3' mRNA decay pathways in yeast. Mol Cell 12: 1439-1452.

3. Akaike H (1973) Information theory and an extension of the maximum likelihood principle. In: Petrov BNC, Frigyes, editor. 2nd International Symposium on Information Theory, Tsahkadsor, Armenia, USSR, September 2-8, 1971 : [papers]. Budapest: Akadémiai Kiadó. pp. 267-281.

4. Box GEP, Jenkins GN, Reinsel GC (1994) Time series analysis: forecasting and control. 3rd ed. Englewood Cliffs, N.J.: Prentice Hall. pp. 200-201.

5. Wang Y, Liu CL, Storey JD, Tibshirani RJ, Herschlag D, et al. (2002) Precision and functional specificity in mRNA decay. PNAS 99: 5860-5865.

6. Grigull J, Mnaimneh S, Pootoolal J, Robinson MD, Hughes TR (2004) Genome-Wide Analysis of mRNA Stability Using Transcription Inhibitors and Microarrays Reveals Posttranscriptional Control of Ribosome Biogenesis Factors. Mol Cell Biol 24: 5534-5547.

How the deposited data were processed for this re-analysis (not part of the article)

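The samples were 96 Affymetrix YG-S98 arrays, 2 strains by 16 times by 3 time courses, with the strain, time and replicate taken from the sample titles. The source names in the sample records give *upf1*- for every array and 0 min for the arrays titled 2 min, and the titles were used. Arrays were scanned in 3 periods, and those of replicate 1 were scanned mostly in the first and those of replicates 2 and 3 mostly in the second. The signals were background-adjusted, normalized over arrays and summarized per probe set by robust multi-chip average by the authors, as deposited, and this normalization makes all arrays alike in overall level, so that a change is relative to the average RNA. The deposited values were taken as log2 values, because the highest of them exceeds the natural log of the largest 16-bit intensity, and they were used with no further filter or normalization. The probe sets were named by the gene annotation supplied for the array, and a probe set with several gene names was kept as 1 probe set. The 60 array control probe sets were left out of the tests. The samples were grouped by their labels, and the number of arrays limits the precision.

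Abundance at 0 min and at 60 against 0 min was compared with limma 3.58.1 in R 4.3.3 by linear models with empirical Bayes moderation and Benjamini-Hochberg adjustment over all probe sets tested, with a call at an adjusted p under 0.05 and at least 1.5-fold. Gene lists were tested with camera at a correlation of 0.01 and again with an estimated correlation. Of 31 lists, 30 could be tested, since the annotation holds no TY names. SAM was written anew from its published statistic and used all 20 orders of the labels. Decay fits, permutation tests (100000 resamples over probe sets, exact for courses), the proportion of direct targets (1000 bootstrap samples) and the chromosome arm test (10000 permutations) were done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and numba 0.67.0. The decay fits followed Text S1 of the paper as far as it could be read. With the line used here they came within 0.11 min of the half-lives in Table S2 for 5 of 606 probe sets in Nmd- and 6 in Nmd+, and for 605 and 584 with an exponent of 0.155 per time point and the reference probe sets scaled over all arrays, a setting chosen after the values were seen. They used the linear signal divided by a reference line, a curve with its own plateau and amplitude for each course, both at least 0, 1 decay rate and 1 residual variance per strain, and half-lives on a grid of 1000 values up to 100 min. The FCR is the half-life in Nmd- over that in Nmd+. The penalty of the reference line was read as exp(0.155 X / 60), because its printed form in Text S1 could not be read. The known direct targets that set the density for the proportion were the 12 that the text names, because the paper's Table 1 was held as a picture. The copy of Table S2 gave 606 probe sets.

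The steps were tested on simulated data. With 3 arrays against 3, limma recovered 0% of 1.5-fold, 26% of 2-fold, 70% of 3-fold and 92% of 4-fold changes, with 5 false calls, and at 60 against 0 min 6%, 38%, 82% and 92%. The decay test at a false discovery rate of 0.3 recovered 100% of simulated half-life ratios of 0.4 and 89% of ratios of 2.5, with 86 false calls. It was run on 500 simulated probe sets, and the false calls are among those with equal half-lives. The simulated courses fell by most of their signal, with noise in proportion to it and no error of the reference line, labels or scan periods. The arrays changed less over time, so these rates need not hold for them.

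The genes named were set by a rule fixed before any deposited value was seen, while the values printed in the paper's tables had been seen. They are the genes that the paper names in its text, Tables 1 and 2, Table S3 and Figure 9, except *URA3*, *HHF2*, *RPB1*, *RRP6*, *SKI7* and *SCR1*, which it names as background or for its methods, the 10 largest increases and the 10 largest decreases at 0 min among called probe sets with 1 gene name and no overlap between strains, up to 4 members of each list with the smallest adjusted p, the 5 smallest p of the decay test on each side of an FCR of 1 and the 5 largest changes in each direction from 0 to 60 min in each strain. *DIT2* and *YOR1* were named after their values were seen. The alternatives tried numbered 52 set in advance and 24 added later. They changed the test, the fold minimum, the arrays, the blocks, the normalization, the filter on dim probe sets, the reference line, the decay model, the times, the error model and the threshold. Northern blots, conventional half-lives and the effects of upstream ORFs were left out, because no deposited file holds them and no genome sequence was at hand.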

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

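The tests of wrong label, mixed RNA and swap for the 4 arrays of replicate 1, of a wrong label at 60 min, of the penalty, of a strain difference under the line set in advance, of the splits at a false discovery rate of 0.05, and of the trend over the probe set number, extra copies and single genes were chosen after the results were seen, and the others before. The strain markers singled out 4 arrays labelled Nmd-, those of replicate 1 at 10, 40, 45 and 50 min, which carry the *UPF1* and KanMX4 signals of the Nmd+ strain, a signal the paper does not report. RNA of YRZ1 alone, which lacks *UPF1* and carries KanMX4, is argued against in all 4 by *UPF1* values of 5.89 to 6.20 and KanMX4 values of 4.99 to 5.38. The other Nmd- arrays had *UPF1* at no more than 3.81 and KanMX4 at no less than 11.65. A wrong label stays open, since in 4 of the 4 arrays the median log2 value of the probe sets higher at 0 min (5.33 to 5.45) lay inside the range of the Nmd+ arrays and below the other Nmd- arrays of replicate 1 (6.45 to 7.01). Mixed RNA is argued against by their highest KanMX4 value of 5.38, below the 5.93 reached by Nmd+ arrays of replicate 1, and a swap by 0 arrays labelled Nmd+ with both markers of Nmd-. All 4 entered the decay fits here as Nmd-. With an exponent of 0.155 per time point and the reference probe sets scaled over all arrays, 605 of 606 Nmd- half-lives matched Table S2. Without the 4 arrays 365 did, so the half-lives printed by the paper rest on them too. The array labelled Nmd+ at 60 min of replicate 3, far from the others in its KanMX4 value of 11.28, may hold mixed RNA, since over 309 probe sets its median position between the other Nmd+ arrays (0) and the Nmd- arrays (1) was 0.341, against -0.0159 and 0.0701 for the other Nmd+ arrays, while a wrong label is argued against by its *UPF1* value of 5.43, above the 3.81 of the other Nmd- arrays. The array labelled Nmd+ at 20 min of replicate 1 also stood out from the other Nmd+ arrays, with a KanMX4 value of 8.28.

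A signal outside what the paper analysed was the median log2 change at 0 min of -0.59 over the lowest-numbered probe sets, and it goes with lower calls and with chromosomes I and X. Extra copies of these chromosomes in the Nmd+ cultures are argued against by their mean change over the 15 later times of -0.0934 (SD 0.16). A trend of the signal over the probe set number stays open as an explanation of a part of the change, since the outer groups of numbers on other chromosomes had a median of -0.64. Of the chromosome arms, 20 were past an adjusted p of 0.05, and 0 with the trend removed (permutation test over probe sets, 3 at an unadjusted p under 0.05). Lower RNA levels of single genes in Nmd-, the biological explanation, are not settled as the whole cause, since with the trend removed the 65 lower probe sets kept a median of 66.2% of their log2 change (median -1.34 before and -0.85 after), with 23 still called and the others at adjusted p from 0.0507 to 0.351.

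The share of direct calls with an FCR below 1 depends on the penalty of the reference line, since it was 6.15% with a 2-fold penalty at 60 min and 95.0% with an exponent of 0.155 per time point at the same scaling of the reference probe sets (with their scaling over all arrays, 92.0%, and 10.3% with that scaling alone). A wrong label of the 4 arrays as the cause of the high share under the exponent per time point is argued against by 89.2% without them, and under the line set in advance the share was 14.5% without them. A strain difference in all RNAs as the cause of that high share is not decided. Under the same exponent 57.6% of the probe sets not called at 0 min had an FCR below 1, lower by over 10 percentage points. The direct calls were picked by the decay test, unlike these, which by itself can raise their share. Over all probe sets higher at 0 min it was 76.3%, but these were chosen on the 0 min arrays, which favours a fall in Nmd-. Under the line set in advance such a difference stays open too, since 18.6% of the probe sets not called had an FCR below 1, within 10 percentage points of the 9.62% of the direct calls. A faster decay of these RNAs in Nmd- is the biological explanation of a high share, and was not tested. The paper's conventional half-lives, which were not analysed here, are longer in Nmd- for *PET18* and *FZF1* in the early phase and for *PDR8*, *PDR3* and *INO4*, and shorter for *PET18* in a standard time course, and the paper concludes that, apart from false discoveries, FCRs below 1 on the arrays are an anomaly.

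A direct comparison of 60 with 0 min, which the paper does not report, gave 491 probe sets higher at 60 min in Nmd+ and 1074 in Nmd-. The difference between strains in this change, tested by camera as a strain by time interaction, had medians of 0.40 for cytosolic heat shock (adjusted p = 2.7e-04, and adjusted p = 0.857 with an estimated correlation), of -0.38 for ribosome biogenesis (adjusted p = 0.013, and adjusted p = 0.909 with an estimated correlation), of -0.34 for meiosis and sporulation (adjusted p = 2.3e-05, and adjusted p = 0.72 with an estimated correlation), of -0.29 for the iron regulon (adjusted p = 0.00792, and adjusted p = 0.857 with an estimated correlation), of 0.38 for the zinc regulon (adjusted p = 0.0111, and adjusted p = 0.857 with an estimated correlation), of 0.61 for the phosphate regulon (adjusted p = 4.8e-04, and adjusted p = 0.857 with an estimated correlation) and of 0.16 for the proteasome (adjusted p = 0.00792, and adjusted p = 0.909 with an estimated correlation). This comparison shares its 0 min arrays with that of the strains at 0 min, where the medians of these lists had the opposite signs (-0.31, 0.05, 0.50, 0.10, -0.30, -0.81 and -0.14, in the same order), so that noise in these arrays alone would give opposite signs. Without the Nmd+ array at 60 min with the KanMX4 signal, 6 of these lists passed, not ribosome biogenesis. With 3 arrays against 3 the 10 splits are too few for a share under 0.05, at 462 calls for the real split and 9 for the highest other at 0 min. The same holds from 0 to 60 min, with 1408 calls in Nmd+ and 1544 in Nmd- for the real splits, against 0 and 0 for the highest others, and the real split was in each case 1 of 10 with as many calls. The interaction called 0 probe sets by limma (373 at an unadjusted p under 0.05). The 100 of 100 splits with as many therefore decide nothing, and the highest of the other splits called 2925. These splits moved arrays between strains and between 0 and 60 min, so that the change over time can enter them as an interaction. For the direct calls 2 of 10 splits had as many as the real 104, which are too few splits for a share under 0.05, and the highest other, 139, joined the Nmd- course of replicate 1, with its 4 arrays, to 2 Nmd+ courses, as did the splits with 100 to 139 calls. At a false discovery rate of 0.05 the real split had 6 direct calls, 7 of the 10 splits had as many and the highest other had 57. With the exponent of 0.155 per time point the real split had 175 against 154 for the highest other, and 51 against 62 at 0.05.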

How the results depend on the processing

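The tests with an exponent of 0.155 per time point (with each reference probe set scaled by its mean over all arrays, unless given otherwise), with this penalty or this scaling alone changed, with a 2-fold penalty at 60 min, without the arrays whose markers go against their label, with the trend over the probe set number removed and with the scan period as a block or alone were chosen after the results were seen, and the other settings were set in advance. Among the settings set in advance, 99 values of counts and summary results stayed within the spread or within 1.5 times the value reported, 10 became larger, 38 smaller, 12 moved and 6 changed sides, and among those added later the numbers were 36, 8, 14, 7 and 11. The 95 named probe sets called at 0 min had 1499 values under other settings, of which 1162 kept the call, 337 were no longer past it and 0 changed direction, and of 1281 values of the 81 others 18 passed it. Centring on array medians moved the median change of all probe sets at 0 min to -0.11, and division by the reference line moved that from 0 to 60 min to -0.82 in Nmd+ and -1.04 in Nmd-. On arrays the signal over background limits the dim probe sets, and 3 courses per strain limit every half-life. Camera with an estimated correlation for TY and LTR probe sets was not run, because the annotation holds no such names.

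At 0 min, the higher count of 397 was 610 by SAM, 226 with the chip lot as a block and 253 with the scan period as a block. The lower count of 65 was 14 by SAM, 40 without the dimmest probe sets, 133 with the chip lot as a block, 19 with the scan period as a block and 25 with the trend over the probe set number removed. Apart from the smaller number of probe sets when the dimmest are left out, the cause was not tested.

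With the replicate number as a block, 247 probe sets were higher and 30 lower, and the mean difference of log2 half-lives within replicate numbers was below 0 for 19.2% of the direct calls and for 30.2% of the probe sets higher at 0 min, where an exact test of 3 pairs gives no p under 0.25. The deposited records give no pairing of the cultures by replicate number, but the replicate numbers go with the scan periods. Of the 16 arrays of each course, 15 (Nmd+) and 11 (Nmd-) of replicate 1 were scanned in the first period, 14 and 15 of replicate 2 and 16 and 16 of replicate 3 in the second, and the others in another. Within replicates 1, 2 and 3, the half-life was shorter in Nmd- for 26.9%, 17.3% and 7.69% of the direct calls, and with an exponent of 0.155 per time point for 87.4%, 80.6% and 68.6% of those called with it. At 0 min all 397 higher and 65 lower probe sets kept their direction within each of the 2 periods that hold both strains. They were chosen for this direction on these same arrays, so this does not test the scan period. The fits within scan period 2 gave 94 direct calls, 3.19% of them with an FCR below 1, and 48 with the exponent of 0.155 per time point, 66.7% of them below 1, where the main lines gave 9.62% and 92.0%. Over the probe sets higher at 0 min the shares within it were 17.1% and 55.9%. The fits within scan period 1 decide nothing, since it holds 1 course per strain, has no Nmd- array at 0 min and includes the 4 Nmd- arrays with Nmd+ markers among its 11. They gave 0 and 0 direct calls by the likelihood ratio test (20 and 28 at an unadjusted p under 0.05). Of the named probe sets, 1 with no gene name passed to an FCR of 8.11 within scan period 2 with the exponent. From 0 to 60 min the scan period as a block gave 876 higher and 1128 lower probe sets in Nmd+. The cause of these changes was not tested.

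Leaving out 1 replicate of a strain gave 170 to 281 higher probe sets (234 without Nmd- replicate 1, 170 without Nmd- replicate 3, 233 without Nmd+ replicate 2 and 261 without Nmd+ replicate 3) and 20 to 146 lower ones (22 without Nmd- replicate 1, 20 without Nmd- replicate 3, 21 without Nmd+ replicate 1, 21 without Nmd+ replicate 2 and 146 without Nmd+ replicate 3). Direct calls ran from 34 to 187 (34 without Nmd- replicate 2, 187 without Nmd+ replicate 2 and 37 without Nmd+ replicate 3), their share with an FCR below 1 from 5.50% to 18.6% (18.6% without Nmd- replicate 3 and 5.50% without Nmd+ replicate 1) and that of the probe sets higher at 0 min from 16.4% to 36.3% (36.3% without Nmd+ replicate 3). From 0 to 60 min, Nmd+ had 144 to 620 higher (302 without Nmd+ replicate 1, 176 without Nmd+ replicate 2 and 144 without Nmd+ replicate 3) and 195 to 967 lower probe sets (472 without Nmd+ replicate 1, 318 without Nmd+ replicate 2 and 195 without Nmd+ replicate 3), and Nmd- had 583 to 1071 higher (583 without Nmd- replicate 1 and 681 without Nmd- replicate 2) and 654 to 1247 lower ones (654 without Nmd- replicate 1 and 753 without Nmd- replicate 2). The lone pair of arrays left in a group was assumed to vary like the other groups. The difference of the strains had 0 to 1 calls by limma, 1 without Nmd- replicate 2 (335 probe sets at an unadjusted p under 0.05).

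The decay results changed with the reference line, the model and the times. The 104 direct calls became 29 with no reference line, 165 with the first 20 min, 171 without 0 min, 195 with a fit on log2 values and 0 by the likelihood ratio test with 1 residual variance (13 at an unadjusted p under 0.05). At false discovery rates of 0.1 and 0.05 there were 37 and 6. An exponent of 0.155 per time point gave 175, 157 without the 4 arrays, 176 with the trend removed and 277 over the probe sets of Table S2, the penalty alone changed gave 199, the scaling alone 117, and the 2-fold penalty at 60 min gave 65. The share of direct calls with an FCR below 1, 9.62%, passed to the other side with first-order decay (91.2%), the first 20 min (98.2%), a fit on log2 values (99.0%) and the exponent of 0.155 per time point (92.0%, 89.2% without the 4 arrays, 86.9% with the trend removed, 91.0% over Table S2 and 95.0% with the penalty alone changed). It was 10.3% with the scaling alone changed, 14.5% without the 4 arrays and 16.7% without the 6 arrays with a marker against the label. It was 2.34% without 0 min, and 2.70% and 0% at the stricter rates. Over the probe sets higher at 0 min the share of 22.4% passed to the other side under the same settings (71.3%, 83.1%, 82.9% and 76.3%, 74.3% without the 4 arrays, 74.3% with the trend removed and 79.1% with the penalty alone changed). It was 21.7% with the scaling alone changed, 17.4% with no reference line, 12.6% without 0 min, 31.2% with the 2-fold penalty and 29.2% without the 6 arrays with a marker against the label. Of the named probe sets, *WIP1* and 2 with no gene name passed to FCRs of 10.2, 17.0 and 336 without 0 min, *ISC10* to 0.424 with first-order decay and 0.333 on log2 values, the *AAD15* probe set and *ASA1* to 0.631 and 0.448 on log2 values, and *SET7* to 0.00752 with the first 20 min (at the lowest value of the grid in Nmd-, so not a measurement). Of the 104 direct calls, 20 were among those with the exponent of 0.155 per time point, 32 among those with first-order decay, 52 with the first 20 min, 55 on log2 values, 86 without 0 min, 26 with no reference line and 69 within scan period 2. The cause was not tested, apart from the penalty, which turned the share with nothing else changed when all arrays were used.

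The proportion of direct targets moved from 0.22 to 0.439 with a non-increasing density, to 0.418 with the exponent of 0.155 per time point and to 0.471 with both. Model 1 was best by AIC for 40 probe sets in Nmd+ and 128 in Nmd- with no reference line, and for 41 and 24 with the exponent of 0.155 per time point. By BIC it was best for 74 in Nmd+ with no reference line, and for 67 and 60 with that exponent. From 0 to 60 min, division by the reference line left 172 higher and 5111 lower probe sets in Nmd+ and 247 and 6210 in Nmd-, because the line rises, and without the Nmd+ array at 60 min with KanMX4 signal 295 were higher in Nmd+. By camera with an estimated correlation, 0 gene lists passed at 0 min, 1 over time in Nmd+, 0 in Nmd- and 0 for the difference of the strains, with 3, 6, 6 and 1 at an unadjusted p under 0.05, where the preset correlation gave 7, 17, 14 and 7. With the trend over the probe set number removed, 11 lists with the preset correlation (and 10 with the scan period as a block in its place), 0 with an estimated one (5 at an unadjusted camera p under 0.05) and 0 chromosome arms passed at 0 min (3 arms at an unadjusted p under 0.05, permutation test over probe sets). For these results too the cause was not tested.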

Differences from the paper's values

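The tests with an exponent of 0.155 per time point, with its penalty or its scaling alone changed, with Table S2 combined with another setting, with the trend over the probe set number removed and with the scan period as a block were chosen after the values were seen, and the other settings below were set before the data were examined. For probe sets higher at 0 min at the paper's thresholds, the paper's count is 607 and the count here is 397. Only SAM (610) came within 1.5 times of the paper's count, and the other fold minimums, the fit of all arrays, the replicate block, the filter on dim probe sets, both further normalizations, the chip lot as a block and each replicate left out did not. SAM, the paper's tool, called 605 of the 606 probe sets of Table S2 that could be read, where limma called 397 of them. For lower probe sets the paper's count is 18 and the count here is 65. Within the paper's count were 14 by SAM, 22 without Nmd- replicate 1, 20 without Nmd- replicate 3, 21 without Nmd+ replicate 1 and 21 without Nmd+ replicate 2, and not within it were the counts without Nmd- replicate 2 and without Nmd+ replicate 3 and those of the other settings just named. The trend over the probe set number removed, chosen after seeing the values and dropping 4 of the paper's 18 lower probe sets, gave 25, and the scan period as a block, chosen after seeing the values and dropping 3 of them, gave 19, both within it.

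The paper's share of direct targets with an FCR below 1 is 91%, and the share here is 9.62%. The line set in advance is not the one behind the paper's half-lives. It gave back 5 of 606 half-lives printed in Table S2 in Nmd- and 6 in Nmd+. The exponent of 0.155 per time point gave back 605 and 584. The other decay values given here under the line set in advance carry the same limit. Within the paper's value were 91.2% with first-order decay, 98.2% with the first 20 min and 99.0% with a fit on log2 values. The other forms of the penalty, no reference line, the line without called probe sets, the fit without 0 min, the replicate block, the stricter false discovery rates, the probe sets of Table S2 and each replicate left out were not, and 1 residual variance gave no direct call to take a share of. An exponent of 0.155 per time point, chosen after seeing the values, gave 92.0%, and 91.0% over the probe sets of Table S2. It dropped 104 of the paper's 279 direct calls, and 4 when adjusted over Table S2. All 175 direct calls with it were among the 279. Most of the 104 therefore go with the smaller set of 397 probe sets tested, not with the exponent. With its penalty alone changed, chosen after seeing the values and dropping 106 of the paper's direct calls (9 over Table S2), the share was 95.0%. The line set in advance drops 259 of the paper's 279 direct calls (243 over Table S2). First-order decay, the first 20 min and the fit on log2 values dropped 221, 193 and 203 of the paper's direct calls. For the proportion of direct targets the paper gives 0.450, and the value here is 0.22. A non-increasing density (0.439) came within the paper's value, as did the exponent of 0.155 per time point (0.418), chosen after seeing the values and dropping 104 of the paper's 279 direct calls (4 when adjusted over Table S2). The known direct targets behind it are here fewer than the paper's. Among protein-coding RNAs the paper's direct percentage is 47% and the value here is 30.0%. Within 1.5 times the paper's value were 33.7% with no penalty, 31.5% with the exponent by index over 16, 35.2% with first-order decay, 43.8% with the first 20 min, 48.3% without 0 min, 47.9% with a fit on log2 values, 31.8% without Nmd+ replicate 1 and 47.6% without Nmd+ replicate 2, and the linear penalty, no reference line, the line without called probe sets, 1 residual variance, the probe sets of Table S2 and the other replicates left out were not. The exponent of 0.155 per time point, chosen after seeing the values and dropping 104 of the paper's 279 direct calls (4 when adjusted over Table S2), gave 45.7%, and its penalty alone changed, chosen after seeing the values and dropping 106 of them (9 over Table S2), gave 52.8%. For direct protein-coding probe sets the paper's count is 221 and the count here is 80, but the bases differ, since the paper divides its Table S2, and the count here is out of 267 probe sets higher at 0 min. Over these no setting came within 1.5 times the paper's count, and the highest were 129 without 0 min and 141 with the penalty alone changed to the exponent of 0.155 per time point. Over the 420 single protein-coding genes of Table S2, the line set in advance gave 111 (26.4%), and the values printed in Table S2 give 196. Combinations of Table S2 with another setting were chosen after the values were seen, and of these 195 with the exponent of 0.155 per time point (46.4%, dropping 4 of the paper's 279 direct calls), 229 with its penalty alone changed (54.5%, dropping 9), 204 without 0 min (48.6%, dropping 185), 179 with the first 20 min (42.6%, dropping 150) and 151 with a fit on log2 values (36.0%, dropping 197) came within 1.5 times the paper's count and percentage, and first-order decay, no reference line and the scaling alone changed did not.

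For the probe sets best fitted by Models 1 to 4 over Table S2, the paper's counts by AIC in Nmd+ are 77, 359, 4 and 167, and the counts here are 220, 238, 139 and 9. In Nmd- the paper's are 46, 232, 5 and 324 and those here 332, 28, 62 and 184. By BIC the paper's counts in Nmd+ are 140, 388, 2 and 77 and those here 329, 226, 50 and 1, and in Nmd- the paper's are 117, 326, 2 and 162 and those here 520, 23, 11 and 52. With no reference line, the alternative set in advance, Model 1 in Nmd+ came within 1.5 times the paper's counts (81 by AIC and 140 by BIC), and the other models in Nmd+ and the 4 models in Nmd- did not. The exponent of 0.155 per time point, chosen after seeing the values and dropping 4 of the paper's 279 direct calls over Table S2, came within 1.5 times the paper's counts for each model in Nmd+ (76, 374, 4 and 152 by AIC and 132, 395, 2 and 77 by BIC) and for Models 1, 3 and 4 by AIC (41, 117, 5 and 443 for Models 1 to 4) and Models 1 and 3 by BIC (98, 155, 2 and 351) in Nmd-.

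For probe sets with different half-lives adjusted over the whole array at false discovery rates of 0.5, 0.3, 0.2, 0.1 and 0.05, the paper's counts among higher probe sets are 316, 200, 145, 75 and 38 and those here 88, 35, 12, 5 and 0. Within the paper's counts were those with first-order decay at 0.5, 0.3, 0.2, 0.1 and 0.05 (282, 189, 150, 96 and 56), with the first 20 min at 0.5 and 0.3 (293 and 148), without 0 min at 0.5, 0.3, 0.2 and 0.1 (314, 230, 167 and 55), with a fit on log2 values at 0.5, 0.3, 0.2, 0.1 and 0.05 (278, 191, 142, 85 and 47) and without Nmd+ replicate 2 at 0.5 (295). Among lower probe sets the paper's counts are 11, 10, 10, 4 and 2 and those here 0, 0, 0, 0 and 0 by the likelihood ratio test (2 at an unadjusted p under 0.05). Within them were those with first-order decay at 0.5, 0.3 and 0.2 (12, 11 and 10) and with a fit on log2 values at 0.5, 0.3, 0.2 and 0.1 (10, 9, 7 and 6). Among the others the paper's counts are 3197, 1749, 1056, 490 and 229 and those here 353, 112, 55, 35 and 20, and within the paper's were those with first-order decay at 0.5 (4478), with the first 20 min at 0.5 and 0.3 (2949 and 1190), without 0 min at 0.5, 0.3 and 0.2 (4018, 2387 and 1395), with a fit on log2 values at 0.5, 0.3 and 0.2 (3182, 2142 and 1554) and without Nmd+ replicate 2 at 0.5 (3205). At the remaining rates these settings were not within the paper's counts, nor at any rate were the other forms of the penalty, no reference line, the line without called probe sets, 1 residual variance and the other replicates left out. The exponent of 0.155 per time point, chosen after seeing the values and dropping 4 of the paper's 279 direct calls over Table S2, was within the paper's counts at each rate, with 316, 201, 145, 77 and 39 higher, 11, 10, 9, 4 and 2 lower and 3185, 1725, 1045, 512 and 230 other probe sets. With its penalty alone changed, chosen after seeing the values and dropping 9 of the paper's direct calls over Table S2, the counts were 355, 236, 166, 97 and 53, 11, 10, 8, 4 and 1 and 3396, 1951, 1067, 524 and 260, within the paper's except for the lower probe sets at 0.05.

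The paper states a shorter half-life in Nmd- on the arrays for *PET18*, *FZF1*, *PDR3*, *SGF11* and *MAF1*, and here their FCRs were 2.64, 1.28, 1.86, 3.23 and 1.05. For *PDR3* the single courses on average went the other way (42.2 ± 50.8 min in Nmd+ and 34.6 ± 32.0 min in Nmd-, SD, n = 3, exact permutation test, two-sided, p = 0.9). *INO4*, below 1 in the paper, had 0.154 here and 4.67 without 0 min, and its single courses on average went the other way. For *PDR8* and *YRR1*, which the paper places below 1 too, the fit in Nmd+ lay at an end of the grid, so that their ratios here are not measurements. First-order decay gave FCRs below 1 for *PET18* (0.419), *FZF1* (0.860), *PDR3* (0.726) and *MAF1* (0.953), as did the fit on log2 values (0.405, 0.807, 0.762 and 0.973), where *PDR3* and *MAF1* in Nmd+ lay at the upper end of the grid with both, and the first 20 min did for *PET18*, *FZF1*, *PDR3* and *SGF11* (0.00200, 0.0840, 0.0221 and 0.0618, with *PET18* in Nmd- at the lowest value of the grid). *YRR1* without 0 min lay at the upper end of the grid in Nmd+. *PET18* was direct with first-order decay, the first 20 min, without 0 min and on log2 values, *FZF1* with the first 20 min, *SGF11* with the first 20 min and without 0 min, and *PDR8* with first-order decay and on log2 values. The exponent of 0.155 per time point, chosen after seeing the values and dropping 104 of the paper's 279 direct calls (4 when adjusted over Table S2), put all of them below 1, and made *PET18*, *FZF1*, *SGF11*, *YRR1* and *PDR8* direct. The paper has *SET7*, *SAS2* and *RRN10* as indirect by the arrays, and here they were direct, with FCRs of 9.70, 4.80 and 5.57. They were not direct with that exponent, nor *SET7* and *RRN10* with first-order decay, *SET7* and *SAS2* on log2 values and *RRN10* with the first 20 min. *UGA3* and *MED1*, indirect by the arrays in the paper too, were direct here when adjusted over the probe sets of Table S2 (FCR 6.25 and 6.02), and not with that exponent. The paper gives *EST3* as shown to be an indirect target, and here both of its probe sets were direct (FCR 3.40 and 3.77), and neither was with that exponent, with first-order decay or on log2 values. The paper has *STE2* and *STE6* as direct targets, and neither was direct here (FCR 2.39 and 0.587). *STE2* was direct with the first 20 min and without 0 min, *STE6* with the first 20 min, and both with the exponent of 0.155 per time point.

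The paper lists *PDR3*, *ARG81*, *MAF1*, *UGA3*, *MED1*, *YKU80*, *SIR1*, *COS10*, *MAL33*, *YNL335W*, *YER039C* and *CPA1* as sensitive to the pathway, and at 0 min none of the probe sets given here passed the test by limma (folds 1.94, 1.87, 1.98, 2.08, 1.78, 1.55, 1.70, 1.76, 1.37, 1.70, 2.39 and 2.78, with the *SIR1*, *COS10* and *MAL33* values those of 1 of their probe sets). A *MAL33* probe set that matches 2 genes was called higher by limma (2.55-fold, adjusted p = 0.00767). SAM called *PDR3*, *ARG81*, *MAF1*, *UGA3*, *MED1*, *YNL335W*, *YER039C*, *CPA1* and these probe sets of *SIR1* and *COS10* higher, and not *YKU80* or the *MAL33* probe set of 1 gene. The fit of all arrays called *PDR3*, *ARG81*, *UGA3* and *YER039C*, the chip lot as a block and the fit without Nmd+ replicate 3 called *UGA3*, the replicate block called *CPA1*, and the trend removed, a test chosen after seeing the values, called *ARG81* and *YNL335W*. The paper reports no half-life at an end of the search interval, and here 6 in Nmd- and 30 in Nmd+ lay at the upper end and 22 and 35 at the lowest value. With the exponent of 0.155 per time point 1 in Nmd+ did.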

Other observations

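The comparison of 60 with 0 min was planned, and the tests without the Nmd+ array with KanMX4 signal were chosen after the result was seen. After 60 min of thiolutin, 491 probe sets were higher and 742 lower than at 0 min in Nmd+, and 1074 and 1205 in Nmd-, relative to the average RNA. *GRE1*, a stress gene, rose by 5.81 on the log2 scale in Nmd+ (standard error 0.75, adjusted p = 8.6e-04) and 5.27 in Nmd-, the stationary phase gene *SPG4* by 5.49 and 5.36, the spore wall gene *SPS100* by 5.19 and 3.95, the siderophore retention gene *FIT2* by 4.98 and 4.63 and the alcohol dehydrogenase gene *ADH7* by 4.79 and 5.15. In Nmd- the membrane heat shock gene *HSP30* rose furthest, by 6.13 (adjusted p = 2.8e-04), where it rose by 3.88 in Nmd+, and *RGI1*, of respiratory growth, rose by 5.16 and 3.77. The adenine deaminase gene *AAH1* had the largest fall in both strains (-3.82 and -4.48, adjusted p = 8.6e-04 and 2.3e-04). Genes of ribosome production followed, with changes in Nmd+ and Nmd- of -3.44 and -3.60 for *DBP2*, -3.35 and -3.62 for *RPA135*, -3.25 and -3.42 for *NIP7*, -3.24 and -3.60 for *RRP12*, -3.22 and -4.33 for *NSR1* and -2.56 and -3.75 for *NOG1*, and the CTP synthase gene *URA7* had -2.96 and -3.65.

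Among the gene lists over time, ribosome biogenesis fell almost as a whole (in Nmd+ and Nmd-, 49 and 49 of 50 probe sets, medians -2.33 and -2.68, adjusted p = 2.1e-33 and 6.0e-28, and adjusted p = 0.188 and 0.243 with an estimated correlation). Small-subunit ribosomal protein genes fell (4 and 20 of 30 probe sets, medians -1.78 and -2.10, adjusted p = 4.3e-09 and 2.0e-08, and adjusted p = 0.384 and 0.493 with an estimated correlation), and so did genes of general amino acid control (11 and 12 of 30 probe sets, medians -1.00 and -0.83, adjusted p = 1.7e-06 and 1.3e-04, and adjusted p = 0.253 and 0.443 with an estimated correlation). Cytosolic heat shock genes rose (12 and 16 of 24 probe sets, medians 1.20 and 1.55, adjusted p = 9.2e-09 and 3.8e-10, and adjusted p = 0.226 and 0.243 with an estimated correlation), as did the iron regulon (13 and 12 of 27 probe sets, medians 0.94 and 0.66, adjusted p = 6.0e-12 and 1.6e-05, and adjusted p = 0.0396 and 0.243 with an estimated correlation), the oxidative stress response (10 and 10 of 20 probe sets, medians 1.03 and 1.12, adjusted p = 3.7e-08 and 4.2e-05, and adjusted p = 0.223 and 0.391 with an estimated correlation), the proteasome (7 and 21 of 38 probe sets, medians 0.56 and 0.71, adjusted p = 1.1e-09 and 3.1e-11, and adjusted p = 0.253 and 0.256 with an estimated correlation) and pleiotropic drug resistance (7 and 11 of 34 probe sets, medians 0.60 and 0.60, adjusted p = 7.8e-06 and 5.5e-04, and adjusted p = 0.0716 and 0.243 with an estimated correlation). The zinc regulon rose in Nmd- (7 of 16 probe sets, adjusted p = 0.00354, and adjusted p = 0.493 with an estimated correlation). Divided by the reference line, which moves every probe set of a strain alike, the medians of the proteasome (-0.30 and -0.34) and of drug resistance (-0.26 and -0.45) turned negative in both strains and those of the iron (-0.39) and zinc (-0.38) regulons in Nmd-, while the other lists given here kept their direction. Without the Nmd+ array at 60 min with KanMX4 signal, 17 lists passed in Nmd+, 14 in Nmd- and 6 for the difference of the strains.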
